# KAT6B overexpression rescues embryonic lethality in homozygous null KAT6A mice restoring vitality and normal lifespan

**DOI:** 10.1038/s41467-025-57155-4

**Published:** 2025-02-25

**Authors:** Maria. I. Bergamasco, Yuqing Yang, Alexandra L. Garnham, Bilal N. Sheikh, Gordon K. Smyth, Anne. K. Voss, Tim Thomas

**Keywords:** Epigenetics, Development, Embryology

## Abstract

Closely related genes typically display common essential functions but also functional diversification, ensuring retention of both genes throughout evolution. The histone lysine acetyltransferases KAT6A (MOZ) and KAT6B (QKF/MORF), sharing identical protein domain structure, are mutually exclusive catalytic subunits of a multiprotein complex. Mutations in either *KAT6A* or *KAT6B* result in congenital intellectual disability disorders in human patients. In mice, loss of function of either gene results in distinct, severe phenotypic consequences. Here we show that, surprisingly, 4-fold overexpression of *Kat6b* rescues all previously described developmental defects in *Kat6a* mutant mice, including rescuing the absence of hematopoietic stem cells. *Kat6b* restores acetylation at histone H3 lysines 9 and 23 and reverses critical gene expression anomalies in *Kat6a* mutant mice. Our data suggest that the target gene specificity of KAT6A can be substituted by the related paralogue KAT6B, despite differences in amino acid sequence, if KAT6B is expressed at sufficiently high levels.

## Abstract (web summary)

KAT6A and KAT6A are epigenetic regulators with critical functions in embryonic development. Mutations in either KAT6A or KAT6B result in distinct congenital disorders in human patients. Surprisingly, overexpression of KAT6B can rescue loss of KAT6A.

## Introduction

In eukaryotic cells, transcription is influenced by the nucleosomal barriers imposed by histone proteins. Post-translational modifications of chromatin, for example histone acetylation, regulate chromatin structure and influence the nucleosome landscape such as to promote or suppress the expression of target loci^1^. Lysine acetylation is catalysed by acetyltransferase enzymes and generally associated with increased gene expression and the regulation of fundamental cellular functions^2,3^ Three families of histone acetyltransferases, with well-described acetylation domains^4,5^, are currently defined based on structural and sequence conservation: the MYST family^6^, the GNAT family^7^ and the p300/CBP family^8^.

Interestingly, histone lysine acetyltransferases typically occur as pairs of highly similar proteins. MYST family members KAT6A (MOZ) and KAT6B (QKF/MORF) share identical domain structure and high sequence similarity across all functional domains^6^. Likewise, both the GNAT family proteins, KAT2A (GCN5) and KAT2B (PCAF)^9^ and the p300/CBP family proteins KAT3A (CBP) and KAT3B (P300)^8,10,11^ share identical domain structure and high sequence similarity across all functional domains. Sequence and structural similarities between family members likely resulted from ancestral gene duplication events and subsequent neofunctionalisation^12^. Indeed, in vivo studies have demonstrated that these proteins have acquired independent functions^13,14^; however, the extent to which one protein within a pair of closely related chromatin regulatory proteins can replace the other, has not been assessed.

KAT6A and KAT6B are mutually exclusive catalytic subunits of a shared multi-protein complex including chromatin adaptor proteins of the BRPF family, primarily BRPF1, ING family, ING5 and ING4, and MEAF^15,16^. Both proteins have been shown to acetylate H3K9 and H3K23 in a range of cell and tissue systems^17–23^. The *KAT6A* and *KAT6B* genes are oncogenes. KAT6A (*MOZ*, monocytic leukaemia zinc finger gene) was originally identified in an aggressive form of acute myeloid leukaemia resulting from a translocation fusing it to KAT3A^24^. A number of other recurrent translocations of the *KAT6A* locus have since been identified in leukaemia with a variety of translocation partners^25^. Interestingly, loss of just one allele of *KAT6A* greatly enhances survival and disease latency in a mouse model of MYC driven lymphoma^26^. Similarly, *KAT6B* translocations have been identified in leukaemia and leiomyomata^27,28^. *KAT6A* and *KAT6B* mRNAs are commonly upregulated across a range of different cancer types^29^. This association with cancer has fuelled the development of drugs targeting both KAT6A and KAT6B proteins^30,31^, which have shown promise in clinical trials^32^.

In human patients, de novo mutations in *KAT6A* or *KAT6B* result in congenital disorders defined by cognitive impairment, developmental delay and craniofacial dysmorphogenesis^33–36^. Heterozygous mutations in the *KAT6A* gene result in Arboleda-Tham syndrome (ARTHS)^33,34^, while mutations in the *KAT6B* gene result in the Say-Barber-Biesecker-Young Simpson variant of Ohdo syndrome (SBBYSS)^35^ or Genitopatellar syndrome (GPS)^36^.

Deletion of the *Kat6a* or *Kat6b* gene in mice has identified their unique functions during development. Most *Kat6b*^*gt/gt*^ mice, deficient in 90% of *Kat6b* mRNA, die at birth on a 129 Sv inbred genetic background, while the 20% surviving *Kat6b*^*gt/gt*^ mice show a failure to thrive, short stature and a squared skull^37,38^. *Kat6b*^*gt/gt*^ mice show abnormalities of the brain, including a reduced number of GAD67-positive interneurons and reduced numbers of layer V pyramidal neurons^37^, as well as fewer neural stem cells (NSCs) in the adult subventricular zone. *Kat6b*^*gt/gt*^ NSCs show reduced proliferation and self-renewal and a reduced capacity to differentiate into neurons^39^. Mice homozgous for a null allele of *Kat6b* show premature ossification and increased bone density in the skull and long bones^40^. *Kat6b*^*+/−*^ show learning and memory defects that can be ameliorated by increasing histone acetylation^41^. These findings suggest that KAT6B function is primarily required for normal brain, craniofacial and skeletal development. Consistently, *Kat6b* is most strongly expressed in the primordia of these tissues during embryonic development^37^.

Loss of KAT6A, either through deletion of the carboxy terminus or deletion of exons 5 to 9^17,18^, results in lethality at embryonic day (E) 14-18, depending on the genetic background^18^, an absence of transplantable haematopoietic stem cells (HSCs)^42,43^, an extensive anterior homeotic transformation^17^, cleft palate^18,44^ and cardiac and large vessel defects^18,45^. The roles of KAT6A within the foetal haematopoietic system, have been shown to depend upon its histone acetyltransferase function^46,47^. These tissues are not affected in mice lacking KAT6B, with the exception of a reduction, but not absence of hematopoietic stem cells in *Kat6b*^*−/−*^ embryos^23^.

The recent development of drugs targeting both KAT6A and KAT6B has highlighted the need to better understand the cellular functions of these chromatin regulators. While it is clear from single knockout studies that one factor within the pair cannot compensate for the other at endogenous levels, it remains to be determined if there are truly unique, non-redundant functions of these proteins. To assess this, we overexpressed *Kat6b* mRNA 4-fold above endogenous levels in mice lacking *Kat6a*. We show here that *Kat6b* overexpression can restore all anomalies previously described in *Kat6a* mutant mice, including the 100% penetrant lethality, gene expression anomalies and histone acetylation deficits at histone lysine targets perturbed by loss of KAT6A. These data indicate that KAT6B can completely replace loss of essential KAT6A functions, if expressed at sufficiently high levels, despite KAT6B not normally regulating critical processes dependent on KAT6A.

## Results

### Structure and expression of KAT6A and KAT6B

KAT6A and KAT6B have identical protein domain structures and high sequence similarity in all functional domains (Fig. 1a). 

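RNA-sequencing of whole wild-type E9.5 embryos measured both genes in the same libraries. The authors deposited the number of reads counted on each gene of each embryo, without normalization, together with the length used for each gene. RPKM, counts divided by gene length and by library size, were computed from them with library sizes scaled by edgeR's TMM method. *Kat6a* (Entrez Gene 244349) lies on chromosome 8 of GRCm39 from 23349545 to 23433275, and its listed length is 9116 bases. *Kat6b* (Entrez Gene 54169) lies on chromosome 14 from 21531502 to 21722546, and its listed length is 7826 bases. In the 4 wild-type embryos, *Kat6a* mRNA was at 21.9 ± 1.81 RPKM (SD, n = 4), between 19.3 and 23.2. *Kat6b* mRNA was at 5.91 ± 0.313 RPKM (SD, n = 4), between 5.45 and 6.16. Within each embryo the ratio of *Kat6a* to *Kat6b* was 3.70 ± 0.179 (SD, n = 4). The values of the genes did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 values against 4 allow). This test treats the values as independent, but both genes were measured in the same 4 embryos, so its p-value does not hold for these pairs. Leaving out 1 wild-type embryo at a time gave ratios from 3.65 to 3.75. The ratio was 3.68 with offsets that hold the gene length trend of each library. It stayed at 3.70 with DESeq2's size factors or total counts as library sizes, which both genes of an embryo share, and with the other filters of genes that were tried. The other stages in Fig. 1b were not analysed here.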

During development, *Kat6a* mRNA is expressed at higher levels than *Kat6b* mRNA (Fig. 1b). Heterozygous mutations in the human *KAT6A* gene result in ARTHS^33,34^, while mutations in the *KAT6B* gene result in the Say-Barber-Biesecker-Young-Simpson variant of Ohdo syndrome (SBBYSS)^35^ or genitopatellar syndrome  (GTPTS)^36^. Despite being clinically distinct, there is notable overlap in the clinical presentation across these disorders (Supplementary Fig. 1b; Supplementary Data 1).

**Fig. 1:**
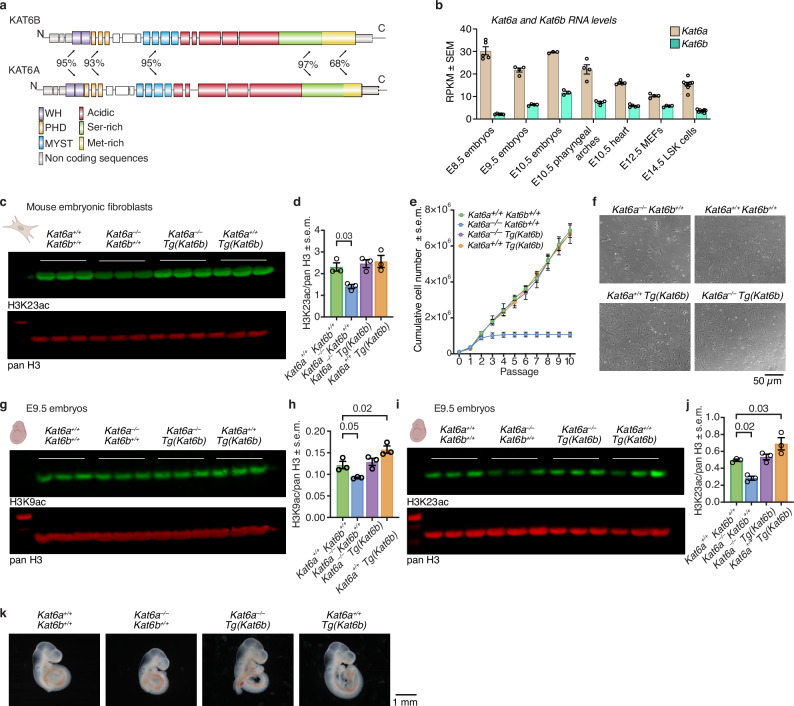
*Kat6b* overexpression restores histone acetylation and cell proliferation in *Kat6a*^–/–^*Tg(Kat6b)* fibroblasts and histone acetylation in *Kat6a*^–/–^*Tg(Kat6b)* embryos. **a** Schematic of *KAT6A* and *KAT6B* mRNA with exon structure and protein domains/regions encoded are shown in colour. White boxes indicate an uncharacterised region. The percentage amino acid sequence similarity between protein domains is indicated. Non-coding exons are indicated in grey. **b** *Kat6a* and *Kat6b* mRNA levels from RNA-seq experiments analysing E8.5 embryos^75^, E9.5 embryos (this work), E10.5 embryos^54^, E10.5 pharyngeal arches^44^, E10.5 heart^75^, E12.5 MEFs^69^, E14.5 LSK cells^76^. **c** Western immunoblot detecting histone H3 acetylated on lysine 23 (H3K23ac) and pan-H3 as a loading control in acid extracted histones from E14.5 mouse embryonic fibroblasts (MEFs). Each lane represents histones from MEFs isolated from an individual E14.5 foetus. 250 ng protein loaded per lane. **d** Quantification of the western immunoblot in (**a**). Each circle represents one lane of the immunoblot in (**a**). **e** Cumulative growth curve of MEFs isolated from *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Tg(Kat6b)* and *Kat6a*^*–/–*^*Tg(Kat6b*) E14.5 foetuses, passages 0–10. **f** Representative images of MEFs from *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Tg(Kat6b)* and *Kat6a*^*–/–*^*Tg(Kat6b*) E14.5 foetuses at passage 3. Scale bar = 50 μm. **g**–**j** Western immunoblot detecting H3K9ac (**e**) and H3K23ac (**g**) with pan-H3 as a loading on acid extracted histones from E9.5 embryos. Each lane represents histones from an individual E9.5 embryo. 500 ng (**g**) or 250 ng () (**i**) protein loaded per lane. Quantification of (**g**) in (**h**) and of (**i**) in (**j**). **k** Representative images of E9.5 *Kat6b*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* embryos. Scale bar = 1 mm. *N* = 3–8 embryos or foetuses per genotype (**a**), MEF cultures derived from 3 foetuses per genotype (**c**, **d**, **e**, **f**). 3 embryos per genotype (**g**, **h**, **i**, **j**, **k**). Circles represent individual embryos or foetuses (**b**, **d**, **h**, **j**). Data are presented as mean ± s.e.m. and were analysed using a one-way ANOVA with Dunnett post hoc correction (**b**, **g**, **i**) or two-way ANOVA with Sidak post-hoc correction (**c**). Drawings created in BioRender, Bergamasco, M. (2025) https://BioRender.com/m13f247.

To test if transgenic overexpression of the *Kat6b* gene was able to rescue the phenotypic anomalies resulting from loss of the *Kat6a* gene, we generated transgenic mice overexpressing the *Kat6b* gene from *pBACe3.6* clone *RP23-360F23*. This clone contained all coding exons as well as 21 kb 5 prime and 42 kb 3 prime of the expressed sequence (Supplementary Fig. 1a, b). 

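In the RNA-sequencing counts of E9.5 embryos, *Kat6b* was at 46.2 ± 2.45 CPM (counts scaled to the TMM-normalized library size; SD, n = 4 embryos) in wild-type *Kat6a*+/+*Kat6b*+/+ embryos and at 49.1 ± 2.03 CPM in *Kat6a*-/-*Kat6b*+/+ embryos. It was at 192 ± 29.7 CPM in *Kat6a*+/+*Tg(Kat6b)* embryos and at 197 ± 4.92 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). The lowest *Kat6a*+/+*Tg(Kat6b)* embryo, at 155 CPM, lay above the highest wild-type embryo, at 48.2 CPM (two-sided exact permutation test, p = 0.0286). The log2 fold change in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was 2.02 (standard error 0.0734; edgeR FDR, the Benjamini-Hochberg adjusted p-value of the quasi-likelihood test, = 1.01e-09), which is 4.06-fold. For *Kat6a*-/-*Tg(Kat6b)* embryos the log2 fold change was 2.14 vs. *Kat6a*+/+*Kat6b*+/+ (edgeR FDR = 7.78e-10; 4.42-fold) and 2.05 vs. *Kat6a*-/-*Kat6b*+/+ embryos (edgeR FDR = 8.68e-10). Leaving out 1 embryo at a time gave log2 fold changes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos from 1.96 to 2.12, and the alternative that moved the value most, offsets that hold the gene length trend of each library, gave 2.12.
*Kat6a* counts were 199 ± 16.5 CPM (176 to 211) in *Kat6a*+/+*Kat6b*+/+, 202 ± 15.2 CPM (189 to 218) in *Kat6a*-/-*Kat6b*+/+, 179 ± 27.3 CPM (138 to 196) in *Kat6a*+/+*Tg(Kat6b)* and 192 ± 7.87 CPM (184 to 201) in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Kat6b*+/+ embryos did not differ in these counts (two-sided exact permutation test, p = 0.857). The null allele lacks exons 5 to 9, and counts summed over the whole gene do not resolve them, so these counts cannot check the *Kat6a* genotype of an embryo. The value of 138 CPM belongs to *Kat6a*+/+*Tg(Kat6b)* replicate 1, a library in which the 832 well-expressed genes longer than 8000 bases had a median log2 difference of −0.27 from the other 3 embryos of its genotype.
The paper gives the flanks of the clone in whole kb, in its text from the expressed sequence and in Supplementary Fig. 1f from the coding exons. With 21 kb before and 42 kb after the annotated gene, the clone would cover chromosome 14 of GRCm39 from 21510502 to 21764546, and with the same lengths around the coding exons from 21545943 to 21762938. Counted in these ways it would end 220 or 1828 bases before the far end of *Dusp29* (Entrez Gene 435391; 21724865 to 21764766), so whether the clone holds the whole of that gene was not established. *Dusp29* was at 0.135 ± 0.0728 CPM in *Kat6a*+/+*Kat6b*+/+ and 1.35 ± 0.297 CPM in *Kat6a*+/+*Tg(Kat6b)* embryos (SD, n = 4 each), with 1 to 4 counts in each wild-type embryo and at most 65 in any embryo. *Dusp29* had a log2 fold change vs. *Kat6a*+/+*Kat6b*+/+ of 3.34 in *Kat6a*+/+*Tg(Kat6b)* embryos (standard error 0.513; edgeR FDR = 0.00981) and 3.48 in *Kat6a*-/-*Tg(Kat6b)* embryos (standard error 0.529; edgeR FDR = 0.00216). Without wild-type replicate 1 the first of these was no longer significant (log2 fold change 3.03; edgeR FDR = 0.104), nor was it with limma-voom (adjusted p = 0.0707) or with litter as a block (edgeR FDR = 0.999).

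**Figure D1:**
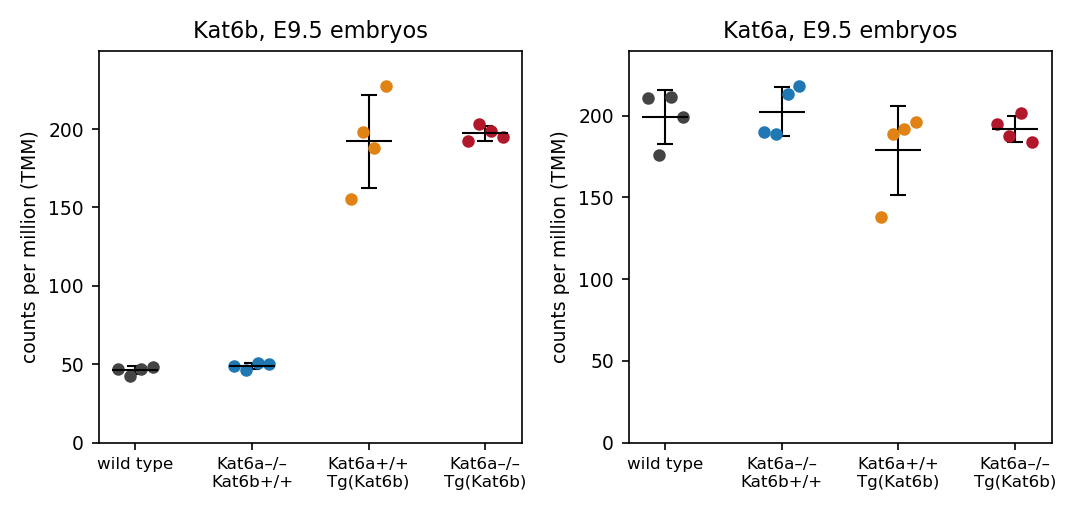
TMM-normalized CPM of *Kat6b* and *Kat6a* on the vertical axes for the 4 genotypes on the horizontal axis, with a point for each E9.5 embryo, the mean as a line and the SD as an error bar (n = 4). The 8 embryos with the transgene lie at 155 CPM of *Kat6b* or above and the 8 without it lie far below, while *Kat6a* spans 138 to 218 CPM over all embryos.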

Seven copies of the *pBACe3.6* inserted into the mouse genome, resulting in the *Tg(Kat6b)* allele, which caused a 4-fold increase in *Kat6b* mRNA levels (Supplementary Fig. 1c). Mice were maintained on an FVB x BALB/c hybrid background as *Kat6b* overexpressing mice were not viable on inbred backgrounds.

To assess the potential of KAT6B to compensate for KAT6A, we crossed *Tg(Kat6b)* heterozygous mice to mice lacking exons 5–9 of *Kat6a* (*Kat6a*^*+/–*^)^17,18^. Embryonic day (E) 9.5 *Tg(Kat6b)* embryos and E14.5 and E18.5, *Tg(Kat6b)* foetuses were present at expected Mendelian ratios (*N* = 15, *p* = 0.2; *N* = 21, *p* = 0.6; *N* = 18, *p* = 0.6; at E9.5, E14.5 and E18.5, respectively; binomial probability *p* values). *Kat6a*^*–/–*^ foetuses were underrepresented at E18.5 (*N* = 16, *p* = 0.8; *N* = 6, *p* = 0.1; *N* = 4, *p* = 0.02; at E9.5, E14.5 and E18.5, respectively). In contrast, *Kat6a*^*–/–*^*Tg(Kat6b)* foetuses that lacked *Kat6a*, but overexpressed *Kat6b*, were obtained at the expected Mendelian ratio (*N* = 9, *p* = 1.0; *N* = 8, *p* = 1.0; *N* = 10, *p* = 1.0; at E9.5, E14.5 and E18.5, respectively).

### *Kat6b* overexpression restored histone acetylation and cell proliferation in *Kat6a*^*–/–*^*Tg(Kat6b)* fibroblasts and histone acetylation in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos

To determine whether KAT6B was capable of compensating for the loss of KAT6A at the biochemical level, histone acetylation levels at previously identified KAT6A lysine targets, H3K9 and H3K23, as well as H3K14, were assessed chromatin-wide by Western blotting in primary mouse embryonic fibroblasts (MEFs) and in whole embryonic day 9.5 (E9.5) embryos.

*Kat6a*^*–/–*^ MEFs had a 40% reduction in acetylation at H3K23 (H3K23ac), relative to wild type controls (*p* = 0.03; Fig. 1c, d). Overexpression of *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* MEFs returned H3K23ac levels to wild-type levels (Fig. 1c, d). H3K23ac was similar in *Kat6b*^*+/+*^*Tg(Kat6b)* and wild-type *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control MEFs (Fig. 1c, d). Chromatin-wide H3K9 and H3K14 acetylation levels were not affected by KAT6A or KAT6B status in this cell type (Supplementary Fig. 2a–d).

Consistent with previous reports^30,47,48^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^ MEFs underwent cell cycle arrest after only 3 passages in culture (*p* = 0.00007; Fig. 1e, f). Overexpression of *Kat6b* restored cell proliferation in *Kat6a*^*–/–*^*Tg(Kat6b)* MEFs compared to *Kat6a*^*–/–*^*Kat6b*^*+/+*^ cells to levels similar to wild-type *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control MEFs (Fig. 1e, f).

In E9.5 *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos, acetylation levels at H3K9 (*p* = 0.046; Fig. 1g, h) and H3K23 (*p* = 0.02; Fig. 1i, j) were 32% and 43% reduced, respectively, compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control embryos. Overexpression of *Kat6b* returned the histone acetylation levels to normal in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control embryos (Fig. 1c, d, g–j). Interestingly, H3K9 and H3K23 were elevated by 41% and 39%, respectively, in *Kat6a*^*+/+*^*Tg(Kat6b)* samples compared to controls (*p* = 0.01–0.03); (Fig. 1g–j). H3K14ac was not affected by KAT6A or KAT6B status in E9.5 embryos (Supplementary Fig. 2e, f). Representative images of E9.5 embryos are shown in (Fig. 1k).

### *Kat6b* overexpression reversed most gene expression changes present in *Kat6a*^*–/–*^ E9.5 embryos

Loss of KAT6A has previously been shown to reduce expression of gene families encoding embryonic patterning transcription factors, most notably *Hox* genes^17^, *Tbx* genes^18^ and *Dlx* genes^44^. To determine how mRNA levels affected by loss of KAT6A were altered when KAT6B was overexpressed, we performed RNA-sequencing of *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* E9.5 embryos (Supplementary Data 2–5). 

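RNA of 16 whole E9.5 embryos was sequenced as paired-end libraries made with Illumina's TruSeq RNA kit, with 4 embryos of each genotype. The authors aligned the reads to the mouse genome (mm39, the UCSC name of GRCm39) with Rsubread and deposited, for each embryo, the number of reads counted on each of 26411 genes, listed by Entrez identifier and symbol with the gene's length. For the RNA-seq the paper's text does not name the counting function, the annotation or whether strand was used. Counts on genes summed to between 14407277 and 23224367 per wild-type embryo (median 20376501), 16943010 and 38601376 per *Kat6a*-/-*Kat6b*+/+ embryo (median 27164327), 22866009 and 24029187 per *Kat6a*+/+*Tg(Kat6b)* embryo (median 23510294.5), and 16091022 and 45665680 per *Kat6a*-/-*Tg(Kat6b)* embryo (median 26963081). Each genotype had 2 female and 2 male embryos by the sample labels. *Xist* was at 769 to 1210 CPM in the labelled females and at 0.113 to 0.825 CPM in the labelled males, so the sex labels and the counts did not conflict.
The wild-type embryos came from 4 litters, labelled 801, 803, 2597 and 2598. The *Kat6a*-/-*Kat6b*+/+ embryos came from litters 801 and 803, the *Kat6a*+/+*Tg(Kat6b)* embryos from litters 2597 and 2598, and the *Kat6a*-/-*Tg(Kat6b)* embryos from litters 483 and 498, which hold no other genotype in these data. A difference between *Kat6a*-/-*Tg(Kat6b)* and any other genotype is therefore also a difference between litters, and no fit with litter as a term can part the effects. *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Tg(Kat6b)* embryos share no litter either, and with litter as a term they can be compared only through the wild-type embryos of their litters. Counts of embryos of a genotype differed by more than sampling noise in every pair (chi-square per degree of freedom from 1.81 to 14.9), so no pair was taken as 1 library deposited again, and each embryo, a separate animal, was used as a replicate.
From the counts, edgeR's filterByExpr kept 15679 genes, and library sizes were scaled by TMM. The paper's methods name edgeR, limma, TMM and a surrogate variable approach without the number of variables. The permutation estimate of the sva package gave 2 surrogate variables, and the first of them separated female from male embryos. All 16 embryos and both variables entered a quasi-likelihood fit in edgeR, and each pair of genotypes was tested as a contrast, with an FDR (Benjamini-Hochberg adjusted p-value) under 0.05 as the threshold. In data simulated from these libraries with 200 changed genes, the fit called 195 of them (97.5%) and 6 of 15352 unchanged genes (0.0391%). The changed genes were drawn from above a floor of expression and changed by 2-fold or more. Of the 295 genes called in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, 40 exceeded 2-fold. The share of 97.5% therefore says little about smaller changes. The number of surrogate variables, the litter term and the test itself could change the counts of differentially expressed genes.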

E9.5 was chosen as a timepoint when major patterning genes previously shown to be perturbed by loss of KAT6A are highly expressed.

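Distances between embryos were computed by multidimensional scaling from the log2 CPM of the 500 genes that differed most in each pair of embryos. The nearest neighbour of an embryo had the same genotype for 12 of the 16 embryos. The mean distance between embryos of a genotype was 1.73 in wild type, 1.57 in *Kat6a*-/-*Kat6b*+/+, 1.57 in *Kat6a*+/+*Tg(Kat6b)* and 1.50 in *Kat6a*-/-*Tg(Kat6b)*, on the log2 scale. Between genotypes it was 1.75 from *Kat6a*-/-*Kat6b*+/+ to wild type, 1.68 from *Kat6a*-/-*Tg(Kat6b)* to wild type, 1.64 from *Kat6a*+/+*Tg(Kat6b)* to wild type and 1.72 from *Kat6a*-/-*Tg(Kat6b)* to *Kat6a*-/-*Kat6b*+/+ embryos. After the surrogate variables, which were estimated with genotype protected, were removed from the log2 CPM, the nearest neighbour had the same genotype for 14 of the 16 embryos.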

Samples clustered within genotype and segregated between genotypes (Fig. 2a). 

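Without adjustment, dimension 1 held 21.1% and dimension 2 held 13.7% of the variation, and dimension 1 placed all female embryos above 0 and all male embryos below 0. Along it the means of *Kat6a*-/-*Kat6b*+/+ and wild-type embryos differed by 0.0987 (two-sided exact permutation test, p = 0.571) and those of *Kat6a*-/-*Tg(Kat6b)* and wild-type embryos by 0.00295 (exact p = 1). In dimension 2 the mean was −0.49 ± 0.236 for *Kat6a*-/-*Kat6b*+/+, −0.20 ± 0.198 for *Kat6a*-/-*Tg(Kat6b)*, 0.17 ± 0.289 for wild-type and 0.52 ± 0.157 for *Kat6a*+/+*Tg(Kat6b)* embryos (SD, n = 4 each). There the *Kat6a*-/-*Tg(Kat6b)* embryos were apart from the *Kat6a*+/+*Tg(Kat6b)* embryos (exact p = 0.0286) but overlapped wild-type and *Kat6a*-/-*Kat6b*+/+ embryos (exact p = 0.171 for each). The tests in both dimensions pool the sexes. In dimension 2 the female *Kat6a*-/-*Tg(Kat6b)* embryos lay at −0.39 and −0.35, *Kat6a*-/-*Kat6b*+/+ at −0.76 and −0.63 and wild type at 0.44 and 0.40. The males lay at −0.0056 and −0.057, at −0.29 and −0.30 and at −0.065 and −0.091. Within each sex these genotypes did not overlap, with 2 embryos of each, which chance alone often gives for so few. Against wild type, the *Kat6a*-/-*Tg(Kat6b)* embryos lay lower in females and slightly higher in males.
With the surrogate variables removed, the change of setting that moved this result most, dimension 1 held 19.2% and dimension 2 held 14.8%. The distance of *Kat6a*-/-*Kat6b*+/+ from wild-type embryos in dimension 1 was then 0.850, and that of *Kat6a*-/-*Tg(Kat6b)* from wild-type embryos was 0.102. *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos did not overlap in this dimension. In dimension 2 the *Kat6a*-/-*Tg(Kat6b)* embryos averaged 0.57 and did not overlap any other genotype. Protecting genotype while these variables are estimated and removed favours separation of the genotypes, so no p-value is given for the adjusted distances.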

Interestingly, *Kat6a*^*–/–*^*Tg(Kat6b)* RNA profiles were more closely related to wild-type control profiles in dimension 1, as assessed by multidimensional scaling, compared to *Kat6a*^*–/–*^*Kat6b*^*+/+*^ profiles, but segregated from the other genotypes in dimension 2, indicating that, despite more closely resembling wild-type controls than *Kat6a*^*–/–*^*Kat6b*^*+/+*^samples, *Kat6a*^*–/–*^*Tg(Kat6b)* samples still maintained distinct RNA expression profiles.

**Fig. 2:**
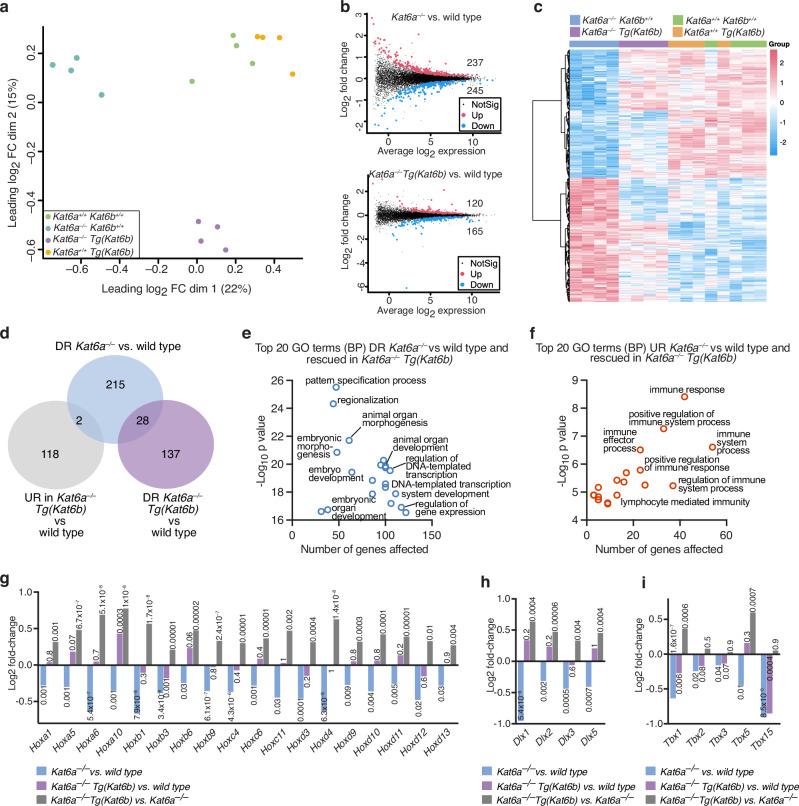
*Kat6b* overexpression reverses gene expression changes present in *Kat6a*^–/–^ E9.5 embryos. **a**–**i** RNA-sequencing data of *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Tg(Kat6b)* and *Kat6a*^*–/–*^*Tg(Kat6b*) E9.5 embryos. *N* = 4 embryos per genotype. Data were analysed as described in the ‘methods’ section. A false discovery (FDR) < 0.05 was used as the cut off for significance. **a** Multidimensional scaling plot of the leading gene expression differences between samples in pair-wise comparisons showing *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Tg(Kat6b)* and *Kat6a*^*–/–*^*Tg(Kat6b*) E9.5 embryo RNA samples. **b** M (log ratio) and A (mean average) plot showing *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos. The total numbers of upregulated and downregulated genes at FDR < 0.05 are indicated in each comparison. Upregulated genes are represented in red, downregulated in blue and unchanged genes in grey. **c** Heatmap showing genes differentially expressed in the contrast of *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos but displayed for all genotypes. **d** Venn diagram showing the intersection of genes downregulated (DR) in *Kat6a*^*–/–*^ *Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos with those downregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* samples vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos compared to those upregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* samples vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos. **e** Top 20 gene ontology (GO) (BP) terms downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos and rescued in *Kat6a*^*–/–*^*Tg(Kat6b)* when compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos. GO terms enriched with *p* < 10^–6^ are shown. **f** Top 20 gene ontology (GO) (BP) terms upregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos and rescued in *Kat6a*^*–/–*^*Tg(Kat6b)* when compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos. GO terms enriched with *p* < 10^–6^ are shown. **g**–**i** Specific gene families previously reported to be affected by loss of KAT6A^17,18,44^ were examined. Correction for multiple testing was conducted within gene family. FDRs for each comparison are shown above each bar. **g**–**i** Log_2_ fold-change in levels of HOX gene mRNA (**g**), DLX gene mRNA (**h**) and TBX gene mRNA (**i**) across pairwise comparisons *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos, *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos and *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos. FDRs are displayed above or below the bars.

A total of 482 genes were differentially expressed in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos with transcriptome-wide significance (FDR < 0.05); 245 genes were downregulated, and 237 genes were upregulated (Supplementary Data 2). 

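In these data 295 genes were differentially expressed in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos at an edgeR FDR under 0.05, with 147 downregulated and 148 upregulated, and 2387 genes had an unadjusted p-value under 0.05. The changes were small for most of them: 40 of the 295 exceeded 2-fold, and the median size of the log2 fold change was 0.37. Among genes past the threshold with an average log2 CPM of at least 0 and no overlap of the groups, *Dlx6os1* changed most. *Dlx6os1* (Entrez Gene 320038; chromosome 6, 6749740 to 6871632) fell from 4.84 ± 1.09 to 1.18 ± 0.184 CPM (SD, n = 4 each; log2 fold change −1.96, standard error 0.162, edgeR FDR = 4.28e-07). *Sycp1* (Entrez Gene 20957; chromosome 3, 102725709 to 102843455) fell from 4.39 ± 0.783 to 1.27 ± 0.765 CPM (log2 fold change −1.76, standard error 0.351, edgeR FDR = 0.0214), and *Oc90* (Entrez Gene 18256; chromosome 15, 65747900 to 65784246) from 2.65 ± 0.903 to 0.923 ± 0.135 CPM (log2 fold change −1.41, standard error 0.256, edgeR FDR = 0.00482). Upregulated were *Mrc1* (Entrez Gene 17533; chromosome 2, 14234151 to 14336926), from 2.23 ± 1.09 to 5.96 ± 2.11 CPM (log2 fold change 1.38, standard error 0.212, edgeR FDR = 0.00123), and *Itgal* (Entrez Gene 16408; chromosome 7, 126895432 to 126934320), from 0.650 ± 0.217 to 1.54 ± 0.488 CPM (log2 fold change 1.30, standard error 0.264, edgeR FDR = 0.0109). Chance alone gives no overlap of 4 embryos with 4 for 2.86% of genes.
The number of differentially expressed genes moved most with litter as a block over the 12 embryos of litters 801, 803, 2597 and 2598, which left 18 genes. It was 95 without surrogate variables and 396 with DESeq2. The litter fit held neither surrogate variables nor a term for sex, and each litter held 1 wild-type embryo. In litter 801 that embryo was male and the *Kat6a*-/-*Kat6b*+/+ embryos were female. Calls lost in this fit may therefore reflect sex or fewer embryos as much as litter. Leaving out 1 embryo at a time gave between 137 and 432 genes. The count fell to 137 without wild-type replicate 2 or replicate 3, to 164 without wild-type replicate 4, and to 150, 140, 160 and 178 without *Kat6a*-/-*Kat6b*+/+ replicates 1, 2, 3 and 4. *Sycp1* was no longer significant without wild-type replicate 2 (edgeR FDR = 0.0661) or *Kat6a*-/-*Kat6b*+/+ replicates 3 or 4 (edgeR FDR = 0.0670 and 0.0693). *Itgal* was no longer significant without wild-type replicates 2 or 3 (edgeR FDR = 0.0603 and 0.0595) or *Kat6a*-/-*Kat6b*+/+ replicate 2 (edgeR FDR = 0.0557). With litter as a block *Sycp1*, *Oc90*, *Mrc1* and *Itgal* lost their calls (edgeR FDR = 0.179, 0.395, 0.244 and 0.281). So did *Oc90* with 1 surrogate variable (edgeR FDR = 0.0507), *Mrc1* with only the 2 genotypes in the fit (edgeR FDR = 0.157), and *Itgal* with 1 or no surrogate variable or only the 2 genotypes (edgeR FDR = 0.0743, 0.0703 and 0.0812).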

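A total of 105 genes were differentially expressed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos in these data, 62 downregulated and 43 upregulated, and 1987 genes had an unadjusted p-value under 0.05. Of the 105, 10 changed by more than 2-fold. The count was 39 without *Kat6a*-/-*Tg(Kat6b)* replicate 2, 41 without *Kat6a*-/-*Tg(Kat6b)* replicate 4, 62 without wild-type replicate 1 and 210 without *Kat6a*+/+*Tg(Kat6b)* replicate 1. Besides *Kat6b*, the largest changes at an average log2 CPM of at least 0 and with no overlap of the groups were in *Wipi1*, *Sycp1*, *Lipo2* and *Oc90*. *Wipi1* (Entrez Gene 52639; chromosome 11, 109464156 to 109502793) was at 0.107 ± 0.0780 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos, with 0 to 5 counts in each, and at 13.7 ± 6.03 CPM in wild-type embryos (SD, n = 4 each; log2 fold change −6.78, standard error 0.369, edgeR FDR = 1.68e-07). The size of this fitted change rests on those few counts. It was at 7.94 ± 0.833 CPM in *Kat6a*-/-*Kat6b*+/+ and 17.5 ± 0.648 CPM in *Kat6a*+/+*Tg(Kat6b)* embryos. Its level differed between litters within the wild type, at 8.45 CPM in the pair from litters 801 and 803 and 18.9 CPM in the pair from litters 2597 and 2598. *Lipo2* (Entrez Gene 101055671; chromosome 19, 33697070 to 33728759), one of a family of lipase genes between which counting could split reads, fell from 1.72 ± 0.702 to 0.534 ± 0.225 CPM (log2 fold change −1.81, standard error 0.297, edgeR FDR = 0.00444). *Sycp1* was at 1.02 ± 0.286 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (log2 fold change −2.13, standard error 0.386, edgeR FDR = 0.0213), a call lost in 6 of the 16 fits that each left out 1 embryo. These left out wild-type replicates 1 and 2 (edgeR FDR = 0.0504 and 0.0533) or *Kat6a*-/-*Tg(Kat6b)* replicates 1, 2, 3 and 4 (edgeR FDR = 0.0828, 0.0565, 0.0759 and 0.0851). *Oc90* was at 0.694 ± 0.410 CPM (log2 fold change −1.48, standard error 0.281, edgeR FDR = 0.0135). *Kat6a*-/-*Tg(Kat6b)* replicate 1, at 1.30 CPM, lay apart from the other 3 embryos at 0.432 to 0.549 CPM, and the call was lost without *Kat6a*-/-*Tg(Kat6b)* replicate 4 (edgeR FDR = 0.0565).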

Overexpression of *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos reduced the number of differentially expressed genes compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos to 285 genes, 165 downregulated and 120 upregulated (Fig. 2b; Supplementary Data 3). Other pairwise comparisons are shown in Supplementary Fig. 3a and Supplementary Data 4–7. 

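Between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos, 1119 genes were differentially expressed, 587 lower and 532 higher in *Kat6a*-/-*Tg(Kat6b)* embryos, and 3632 had an unadjusted p-value under 0.05. Their median size of log2 fold change was 0.28, and 78 exceeded 2-fold. Between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*+/+*Tg(Kat6b)* embryos the count was 535 genes, 178 lower and 357 higher in *Kat6a*-/-*Tg(Kat6b)* embryos. The count between *Kat6a*+/+*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos was 1984 genes, 1128 lower and 856 higher in *Kat6a*+/+*Tg(Kat6b)* embryos. The *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ count was 492 and 668 without *Kat6a*-/-*Kat6b*+/+ replicates 1 and 2, and 574, 636 and 583 without *Kat6a*-/-*Tg(Kat6b)* replicates 2, 3 and 4. The *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* count rose to 876 without wild-type replicate 4. It fell to 268, 352 and 301 without *Kat6a*-/-*Kat6b*+/+ replicates 1, 2 and 3, to 165 without *Kat6a*+/+*Tg(Kat6b)* replicate 1, and to 241, 210, 197 and 199 without *Kat6a*-/-*Tg(Kat6b)* replicates 1, 2, 3 and 4. The *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ count fell to 1249 without *Kat6a*-/-*Kat6b*+/+ replicate 3. These genotypes share no litter, and with litter as a block over 12 embryos, an alternative chosen after seeing the data, 8 genes differed between them, 6 higher and 2 lower in *Kat6a*+/+*Tg(Kat6b)* embryos, and 1051 had an unadjusted p-value under 0.05.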

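Over the 295 genes that differed between *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Kat6b*+/+ embryos, each gene's log2 CPM was scaled to a mean of 0 and an SD of 1 across embryos with the surrogate variables removed, and the distance of each genotype from the wild-type mean was taken as the root mean square over genes. The mean of *Kat6a*-/-*Kat6b*+/+ embryos lay 1.91 from the wild-type mean, the mean of *Kat6a*-/-*Tg(Kat6b)* embryos 0.952 and the mean of *Kat6a*+/+*Tg(Kat6b)* embryos 0.601, while *Kat6a*-/-*Tg(Kat6b)* lay 1.45 from *Kat6a*-/-*Kat6b*+/+. Single *Kat6a*-/-*Kat6b*+/+ embryos lay between 1.93 and 1.99 from the wild-type mean and single *Kat6a*-/-*Tg(Kat6b)* embryos between 1.01 and 1.07. Hierarchical clustering into 2 clusters placed the 4 *Kat6a*-/-*Kat6b*+/+ embryos alone in one of them. Without removal of the surrogate variables, the alternative that moved the *Kat6a*-/-*Kat6b*+/+ distance most, the distances were 1.77 for *Kat6a*-/-*Kat6b*+/+ and 0.916 for *Kat6a*-/-*Tg(Kat6b)*. The genes were chosen for their difference between *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Kat6b*+/+ embryos, and genotype was protected when the surrogate variables were estimated, so the larger distance of *Kat6a*-/-*Kat6b*+/+ embryos is in part fixed by these choices.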

A heat map shows that *Kat6a*^*–/–*^*Tg(Kat6b)* embryos clustered more closely with wild-type *Kat6a*^*+/+*^*Kat6b*^*+/+*^control embryos than *Kat6a*^*–/–*^*Kat6b*^*+/+*^samples (Fig. 2c).

Of the 245 genes downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^, only 28 genes were similarly downregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* samples (Fig. 2d; Supplementary Data 2 and 3), while two of the rescued genes, (*Cdx2, Hoxa10*), were overcompensated, i.e., expressed at higher levels in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos.

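Of the 147 genes downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos in these data, 18 were also downregulated in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, and 1, *Hoxa10*, was upregulated. With the 6 genes upregulated in both comparisons, 24 genes changed in the same direction. Both comparisons use the same wild-type libraries, which alone makes fold changes correlate. In 20 simulations in which *Kat6a*-/-*Tg(Kat6b)* embryos had changes of the same kind on other genes of like expression and 90 to 134 genes of their own were called, 0 to 8 genes were called in the same direction in both comparisons, against the 24 observed. The correlation of the fold changes across genes, which are not independent replicates, was 0.372. It was 0.302 to 0.353 in these simulations and 0.330 to 0.385 in 20 with unchanged *Kat6a*-/-*Tg(Kat6b)* embryos. With the changes in *Kat6a*-/-*Kat6b*+/+ embryos scaled by 0.88 or the variance by 1.5, unchanged embryos gave 0.352 to 0.421 and 0.375 to 0.427. *Hoxa10* (Entrez Gene 15395; chromosome 6, 52208164 to 52217834) was at 15.4 ± 1.31 CPM in *Kat6a*+/+*Kat6b*+/+, 12.2 ± 0.717 CPM in *Kat6a*-/-*Kat6b*+/+ and 20.7 ± 1.42 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). Its log2 fold change was −0.35 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ (standard error 0.0756, edgeR FDR = 0.0166) and 0.42 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos (standard error 0.0771, edgeR FDR = 0.0112). The former call was lost without wild-type replicate 3 (edgeR FDR = 0.0687) or *Kat6a*-/-*Kat6b*+/+ replicates 1, 2 or 4 (edgeR FDR = 0.0515, 0.0502 and 0.0642), with litter as a block (edgeR FDR = 0.398) and with only the 2 genotypes in the fit (edgeR FDR = 0.0830). The annotated transcript *Gm52902* overlaps 19.0% of its exon bases on the opposite strand, and the counting may not have separated them. *Cdx2* (Entrez Gene 12591; chromosome 5, 147237615 to 147244091) was at 8.56 ± 3.84 CPM in *Kat6a*+/+*Kat6b*+/+, 6.58 ± 2.42 CPM in *Kat6a*-/-*Kat6b*+/+ and 13.4 ± 5.42 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos. *Cdx2* changed by −0.42 on the log2 scale in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ (standard error 0.106, edgeR FDR = 0.0433) and by 0.24 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos (standard error 0.104, edgeR FDR = 0.337). The former was no longer significant in 9 of the 16 fits that each left out 1 embryo (highest edgeR FDR = 0.400, without wild-type replicate 2). The latter became significant in 1 of them, also without wild-type replicate 2 (log2 fold change 0.59, edgeR FDR = 0.0367). The call in *Kat6a*-/-*Kat6b*+/+ embryos was also lost with 1 or no surrogate variable (edgeR FDR = 0.638 and 0.713), with only the 2 genotypes (edgeR FDR = 0.709), with litter (edgeR FDR = 0.717) or replicate number (edgeR FDR = 0.0659) as a block and with limma-voom (adjusted p = 0.0598). In *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos *Cdx2* was higher and among the 22 genes past the threshold, a count that single libraries decided.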

The genes downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos were enriched in gene ontology (BP) terms relating to embryonic development, embryo patterning and DNA binding transcription factors regulating these processes (Supplementary Fig. 3b). The genes that displayed a rescue of mRNA levels from downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos to normal levels in *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos were enriched for similar developmental processes (Fig. 2e, f). Genes upregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos showed no specificity to embryonic development (Supplementary Fig. 3c).

Among the rescued genes were the major families of embryonic patterning genes previously reported as downregulated in *Kat6a*^*–/–*^ vs. *Kat6a*^*+/+*^ embryos; *Hox* genes^17^, *Tbx* genes^18^ and *Dlx* genes^44^. 

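With FDR taken over all 15679 genes, 9 of 38 *Hox* genes, 3 of 6 *Dlx* genes and 2 of 10 *Tbx* genes in the test were downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, and none was upregulated. No gene of the 3 families was downregulated in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos at this threshold, while 2 *Hox*, 0 *Dlx* and 2 *Tbx* genes had an unadjusted p-value under 0.05 and a log2 fold change below 0. There 3 *Hox* genes were upregulated. The median log2 fold change of the *Hox* genes was −0.23 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ and 0.09 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, that of the *Dlx* genes −0.35 and −0.03, and that of the *Tbx* genes −0.20 and −0.11.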

The major downregulation of *Hox* genes observed in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos (FDR < 10^−6^ to 0.03 within gene family; Supplementary Fig. 3d, e; Data 8) was no longer present in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos (Fig. 2g), indicating that KAT6B can promote expression of *Hox* genes in the absence of KAT6A. 

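Adjusted over the list alone, as in the paper, 16 of the 38 *Hox* genes differed in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these 15 were downregulated and 1, *Hoxa7*, was upregulated, against 9 with adjustment over all genes. Leaving out 1 embryo at a time gave 12 to 19. Adjusted over the list alone, 6 differed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos: *Hoxb3* was lower, and *Hoxa7*, *Hoxa10*, *Hoxb8*, *Hoxc9* and *Hoxc10* were higher. This count was 10 without wild-type replicate 2 or *Kat6a*-/-*Kat6b*+/+ replicate 1, and it was moved most by offsets that hold the gene length trend of each library, which gave 12. Between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos 27 differed, all higher in the former, against 19 with adjustment over all genes, and 37 of the 38 had a log2 fold change above 0. Neighbouring *Hox* genes have annotated antisense transcripts, which counts without strand would include.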

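*Hoxb3* (Entrez Gene 15410) lies on chromosome 11 from 96214152 to 96238756. It was at 74.0 ± 3.82 CPM in *Kat6a*+/+*Kat6b*+/+, 56.2 ± 1.46 CPM in *Kat6a*-/-*Kat6b*+/+, 83.0 ± 1.28 CPM in *Kat6a*+/+*Tg(Kat6b)* and 64.4 ± 2.15 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). Its log2 fold change was −0.39 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos (standard error 0.0388), with an edgeR FDR of 4.01e-08 over the *Hox* genes and 3.27e-06 over all genes. The *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ difference was −0.17 (standard error 0.0406), with an edgeR FDR of 0.00389 over the *Hox* genes and 0.0564 over all genes. Over all genes the call was gained without *Kat6a*+/+*Tg(Kat6b)* replicate 1 (edgeR FDR = 0.0389), with 1 or no surrogate variable (edgeR FDR = 0.0434 and 0.0291) and with DESeq2 (adjusted p = 0.0277). The difference between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos was 0.22, with an edgeR FDR of 9.26e-05 over the *Hox* genes and 0.00265 over all genes. The antisense gene *Hoxb3os* shares 51.5% of the exon bases of *Hoxb3*, and which reads were counted on each is not known.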

Only *Hoxb3* mRNA levels were not fully returned to wild-type levels, but still were significantly elevated in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos (FDR = 10^−5^; Fig. 2g), indicating a partial rescue. Similarly, *Dlx* genes downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos (FDR = 6 × 10^−5^ to 0.004 within gene family; Supplementary Fig. 3d, e, Data 8) were no longer downregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ (FDR = 0.2 to 1; Fig. 2h). 

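All 6 *Dlx* genes in the test had a log2 fold change below 0 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos. Adjusted over the list alone, 4 were downregulated (*Dlx1*, *Dlx2*, *Dlx3* and *Dlx5*), against 3 over all genes, and 1 with litter as a block over 12 embryos. *Dlx1* (Entrez Gene 13390; chromosome 2, 71358457 to 71364325) fell from 7.18 ± 1.41 to 3.63 ± 0.831 CPM (SD, n = 4 each; log2 fold change −0.98, standard error 0.139, edgeR FDR over the *Dlx* genes = 2.93e-06). Its antisense gene *Dlx1as* shares 60.3% of its exon bases. *Dlx2*, *Dlx3* and *Dlx5* had log2 fold changes of −0.31, −0.40 and −0.38, with edgeR FDRs over the *Dlx* genes of 0.00165, 0.00128 and 0.00297. Of *Dlx5*, wild-type replicate 1 lay below the others, at 8.01 CPM against 10.1 to 10.4 CPM. Over all genes, *Dlx2* lost significance in 12 and *Dlx3* in 6 of the 16 fits that each left out 1 embryo, with edgeR FDRs from 0.0208 to 0.196 and from 0.0202 to 0.144. *Dlx5* gained it without wild-type replicate 1 (edgeR FDR = 0.0276) or *Kat6a*+/+*Tg(Kat6b)* replicate 3 (edgeR FDR = 0.0404). With 1 or no surrogate variable, only the 2 genotypes, or litter as a block, the calls over all genes were lost for *Dlx2* (edgeR FDR = 0.119, 0.123, 0.127 and 0.547) and *Dlx3* (edgeR FDR = 0.0608, 0.0703, 0.121 and 0.609), and with litter also for *Dlx1* (edgeR FDR = 0.200). Limma-voom gave adjusted p-values of 0.0527 for *Dlx2* and 0.0545 for *Dlx3*, and the replicate block an edgeR FDR of 0.0726 for *Dlx2*. Against wild type, 0 *Dlx* genes differed in *Kat6a*-/-*Tg(Kat6b)* embryos, adjusted over the list alone or over all genes, with edgeR FDRs over the *Dlx* genes from 0.178 to 0.950, and 1 had an unadjusted p-value under 0.05, *Dlx2*, which was higher. Without wild-type replicate 2, 1 differed. *Dlx* genes with a log2 fold change above and below 0 were equal in number there, at 3 each. Between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos all 6 log2 fold changes were above 0, and 4 genes were upregulated adjusted over the list alone, against 3 over all genes.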

*Tbx* genes were downregulated *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos (FDR < 10^−6^ to 0.04 within gene family; Supplementary Data 8) and were upregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*–/–*^*Kat6b*^*+/+*^, except *Tbx15* (Fig. 2i; Supplementary Fig. 3d, e, Supplementary Data 8). This upregulation returned *Tbx2, Tbx3 and Tbx5* mRNA levels in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos to comparable levels to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos (FDR = 0.06 to 0.3). 

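Adjusted over the list alone, 4 of the 10 *Tbx* genes in the test were downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos (*Tbx1*, *Tbx2*, *Tbx5* and *Tbx15*), against 2 over all genes. This count was 1 with litter as a block and 2 without surrogate variables, with 1 of them or with only the 2 genotypes in the fit. By either adjustment 4 were upregulated in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos, *Tbx1*, *Tbx4*, *Tbx5* and *Tbx20*. *Tbx15* rose by a log2 fold change of 0.39 (standard error 0.187, edgeR FDR over the *Tbx* genes = 0.0977). With 1 surrogate variable this change was −0.011, and fits that each left out 1 embryo gave 0.17 to 0.56.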

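*Tbx2* had a log2 fold change of −0.24 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, −0.11 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 0.13 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos, with edgeR FDRs over the *Tbx* genes of 0.0137, 0.230 and 0.191. *Tbx3* had log2 fold changes of −0.17, −0.11 and 0.06 in the same comparisons, with edgeR FDRs over the *Tbx* genes of 0.0574, 0.222 and 0.445. For both, the difference between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos was not significant. *Tbx5* was at 17.3 ± 1.55 CPM in *Kat6a*+/+*Kat6b*+/+, 12.1 ± 0.818 CPM in *Kat6a*-/-*Kat6b*+/+ and 19.5 ± 1.1 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). Its log2 fold changes were −0.51, 0.15 and 0.66, with edgeR FDRs over the *Tbx* genes of 0.0137, 0.368 and 0.00331. Over all genes its rise in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos lost significance without *Kat6a*-/-*Kat6b*+/+ replicates 1, 2 or 4 (edgeR FDR = 0.0797, 0.0613 and 0.0505) or *Kat6a*-/-*Tg(Kat6b)* replicates 1, 3 or 4 (edgeR FDR = 0.0519, 0.0685 and 0.0505). *Kat6a*+/+*Tg(Kat6b)* replicate 3 held 10.2 CPM of *Tbx5* against 19.2 to 20.6 CPM in the other 3 embryos of its genotype. Without this library the fall of *Tbx5* in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos was significant over all genes (edgeR FDR = 0.000420), as it was with DESeq2 (adjusted p = 0.0186) and with only the 2 genotypes in the fit (edgeR FDR = 0.0148). The replicate block gave an edgeR FDR of 0.0508 for its rise in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos. Annotated genes on the opposite strand share 13.0% of the exon bases of *Tbx2*, 17.8% of those of *Tbx3* and 4.13% of those of *Tbx5*.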

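*Tbx1* (Entrez Gene 21380; chromosome 16, 18399729 to 18409421) had a log2 fold change of −0.65 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos (standard error 0.0767, edgeR FDR over the *Tbx* genes = 2.81e-07). Between *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*-/-*Kat6b*+/+ embryos the log2 fold change was 0.36 (standard error 0.0792, edgeR FDR over the *Tbx* genes = 0.000859). The *Kat6a*-/-*Tg(Kat6b)* embryos differed from *Kat6a*+/+*Kat6b*+/+ by −0.29 (standard error 0.0792, edgeR FDR over the *Tbx* genes = 0.0137), and the edgeR FDR over all genes was 0.0940. Fits that each left out 1 embryo gave −0.33 to −0.26 for the last of these, with edgeR FDRs over all genes from 0.0838 to 0.238.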

The mRNA levels of *Tbx1* were significantly elevated in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos above *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos (FDR = 0.0006), but still lower than in *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos (FDR = 0.006), indicating a partial rescue. 

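Of the 147 genes downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos in these data, 129 (87.8%; 95% Wilson confidence interval 81.5% to 92.1%, over genes) were not downregulated in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos at an edgeR FDR under 0.05. Of the 148 upregulated genes, 142 (95.9%; 91.4% to 98.1%) were not upregulated. For both directions together this was 271 of 295 genes (91.9%; 88.2% to 94.5%). Genes are not independent replicates, so these intervals cover counting error only. Leaving out 1 embryo at a time gave 86.3% to 95.7% of the downregulated and 86.0% to 96.7% of the upregulated genes, with both low values without wild-type replicate 2.
A gene counts as rescued here when it does not pass a threshold, which a gene with an unchanged difference can also fail to do. In 20 simulations in which *Kat6a*-/-*Tg(Kat6b)* embryos carried the full changes of *Kat6a*-/-*Kat6b*+/+ embryos, 41.4% to 50.4% of downregulated and 39.5% to 51.3% of upregulated genes failed to pass the threshold in the *Kat6a*-/-*Tg(Kat6b)* comparison. These simulations called 486 to 580 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos. With the changes scaled by 0.88, so that 250 to 349 were called, the shares were 41.1% to 53.8% and 44.0% to 59.7%. With the variance scaled by 1.5 instead (300 to 391 called), they were 45.0% to 59.9% and 48.2% to 59.2%. Another criterion asks that the gene moved back in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos at an edgeR FDR under 0.05, whatever its difference from wild type. It was met by 84 (57.1%) of the downregulated and 58 (39.2%) of the upregulated genes, and by at most 0.676% of either in these simulations. A complete return to wild type also leaves genes short of this criterion. In 20 simulations each of *Kat6a*-/-*Tg(Kat6b)* embryos that were wild type in every gene, it was met by 56.5% to 64.9% of the downregulated and 49.3% to 61.9% of the upregulated genes with unscaled changes in *Kat6a*-/-*Kat6b*+/+ embryos. The shares were 47.6% to 64.4% and 35.7% to 54.2% with the changes scaled by 0.88, and 42.4% to 60.1% and 33.8% to 48.8% with the variance scaled by 1.5. In 20 more, in which the genes changed in *Kat6a*-/-*Kat6b*+/+ embryos returned but other genes changed in *Kat6a*-/-*Tg(Kat6b)* embryos, they were 58.6% to 70.1% and 53.1% to 63.0%. The observed shares lay within the ranges with scaled changes or scaled variance, below both ranges of the last set and, for upregulated genes, below the range without scaling. When a gene was instead called rescued if its log2 fold change vs. *Kat6a*+/+*Kat6b*+/+ in *Kat6a*-/-*Tg(Kat6b)* embryos lay nearer to 0 than to that in *Kat6a*-/-*Kat6b*+/+ embryos, 107 (72.8%) of the downregulated and 95 (64.2%) of the upregulated genes were rescued. The log2 fold change in *Kat6a*-/-*Tg(Kat6b)* embryos was closer to 0 than in *Kat6a*-/-*Kat6b*+/+ embryos for 281 of the 295 genes (95.3%), and of opposite sign for 58. The median ratio of the change in *Kat6a*-/-*Tg(Kat6b)* embryos to that in *Kat6a*-/-*Kat6b*+/+ embryos was 0.283 for downregulated and 0.378 for upregulated genes. The 295 genes were chosen for their change in *Kat6a*-/-*Kat6b*+/+ embryos, which alone favours a smaller change in another comparison. No simulated value is given for the shares nearer to 0 or for these ratios, so they do not measure rescue by themselves. The change in *Kat6a*-/-*Tg(Kat6b)* embryos includes any difference of litters 483 and 498 from the wild-type litters. From the share of genes that no longer differ from wild type when *Kat6b* is overexpressed, the paper concludes that KAT6B overexpression substantially restores the expression of genes that were reduced in the absence of KAT6A.

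**Figure D2:**
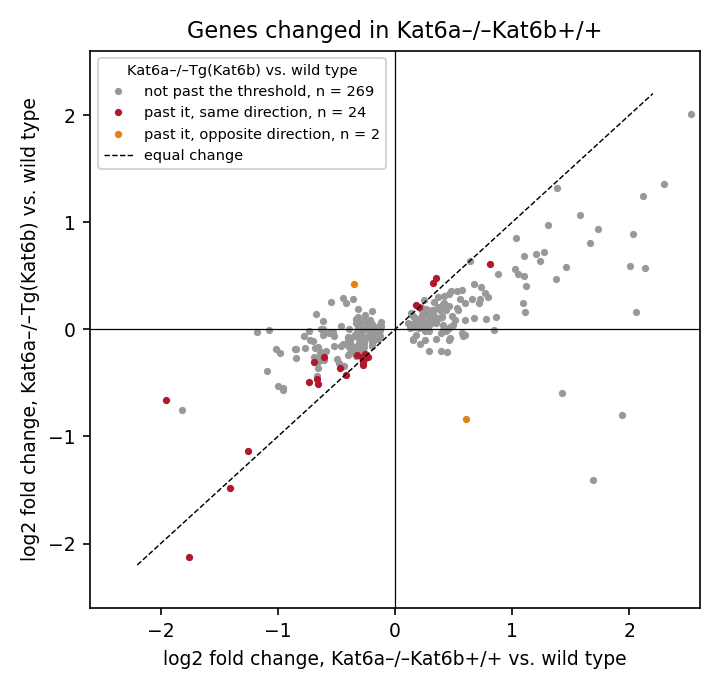
Log2 fold change in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos (horizontal axis) against that in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos (vertical axis) for the 295 genes differentially expressed in the former comparison. Grey points are the 269 genes not past the threshold in the latter, red points the 24 changed in the same direction and orange points the 2 changed in the opposite direction; the dashed line marks equal change, and 2 genes, *Cyct* and *Ms4a6c*, lie outside the axes.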

Overall, 217 (89%) of 245 genes downregulated and 222 (94%) of the 237 upregulated genes in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos were rescued by overexpression of *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos, indicating that KAT6B overexpression substantially restores expression of genes, which were reduced in the absence of KAT6A (Fig. 2d; Supplementary Fig. 4a, b). Examining the gene expression not rescued in more detail we found the majority of these 28 downregulated and 15 upregulated genes showed relatively small differential gene expression changes, less than 2-fold, (Supplementary Fig. 4c, d), which were associated with GO terms relating to transcription in the case of downregulated genes and cell adhesion in the case of upregulated genes (Supplementary Fig. 4e, f). 

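In these data 18 downregulated and 6 upregulated genes were not rescued. The changes were under 2-fold for 14 of the 18 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ and 15 of the 18 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, and for 5 of the 6 in each comparison. The 18 were *2610005L07Rik*, *6820431F20Rik*, *Aldh1a2*, *Col15a1*, *Cyp26b1*, *Dlx6os1*, *Foxc2*, *Nek3*, *Ntn1*, *Oc90*, *Pou3f2*, *Pou3f3*, *Rnf150*, *Skida1*, *Smim19*, *Soga3*, *Sycp1* and *Tle5*, and the 6 were *As3mt*, *Ccdc80*, *Cyct*, *Hgsnat*, *Itga3* and *Limd2*. Of the 28 genes the paper lists as downregulated in both comparisons (Supplementary Fig. 4c), 17 were downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 18 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 14 in both, and 25 changed by less than 2-fold in both. Of its 15 upregulated genes (Supplementary Fig. 4d), 13, 6 and 6 were upregulated, and 13 changed by less than 2-fold in both. *Dlx6os1* was at 2.76 ± 0.401 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4; log2 fold change vs. *Kat6a*+/+*Kat6b*+/+ −0.66, standard error 0.155, edgeR FDR = 0.0487). *Cyct* had at most 3 counts in any wild-type embryo, so its rise is a lower bound: it was at least 4.40-fold higher in *Kat6a*-/-*Kat6b*+/+ and at least 2.90-fold higher in *Kat6a*-/-*Tg(Kat6b)* embryos.
*Nek3*, *Smim19* and *Hgsnat* lie within 20 Mb of *Kat6a* on chromosome 8, at 0.754, 0.432 and 3.06 Mb, where embryos selected for the null allele also share the chromosome around it. *Nek3* (Entrez Gene 23954; 22618299 to 22656518) was at 14.9 ± 0.960 CPM in *Kat6a*+/+*Kat6b*+/+, 6.20 ± 0.648 CPM in *Kat6a*-/-*Kat6b*+/+ and 7.10 ± 1.20 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). Its log2 fold change vs. *Kat6a*+/+*Kat6b*+/+ was −1.26 in *Kat6a*-/-*Kat6b*+/+ (edgeR FDR = 5.79e-07) and −1.13 in *Kat6a*-/-*Tg(Kat6b)* embryos (edgeR FDR = 5.08e-06). *Smim19* (Entrez Gene 102032; 22951475 to 22967441), which shares 14.8% of its exon bases with *Slc20a2* on the opposite strand, had log2 fold changes of −0.66 (edgeR FDR = 0.000172) and −0.51 (edgeR FDR = 0.00927), the former not significant with litter as a block (edgeR FDR = 0.0689). *Hgsnat* (Entrez Gene 52120; 26431351 to 26466798) rose from 21.0 ± 1.81 to 36.8 ± 1.98 CPM in *Kat6a*-/-*Kat6b*+/+ and 32.7 ± 3.15 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos. Its log2 fold changes were 0.81 (edgeR FDR = 7.20e-07) and 0.61 (edgeR FDR = 0.000194). *Hgsnat* was also raised in *Kat6a*+/+*Tg(Kat6b)* embryos, which do not carry the null allele. The GO terms in Supplementary Fig. 4e, f were not analysed here.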

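In these data 81 genes, 44 downregulated and 37 upregulated, were differentially expressed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos and not changed in the same direction in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos. This count was 42 without wild-type replicate 1, 172 without *Kat6a*+/+*Tg(Kat6b)* replicate 1, and 28 and 31 without *Kat6a*-/-*Tg(Kat6b)* replicates 2 and 4. In *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, 22 genes were differentially expressed, 13 downregulated and 9 upregulated, and 1805 had an unadjusted p-value under 0.05. The count of 22 was decided by single libraries. Without wild-type replicates 1, 2, 3 and 4 it was 1, 14, 6 and 108, without *Kat6a*+/+*Tg(Kat6b)* replicates 1, 2, 3 and 4 it was 8, 48, 5 and 9, and without *Kat6a*-/-*Tg(Kat6b)* replicates 1, 2 and 4 it was 14, 14 and 10. It was moved most by litter as a block, which left 1 gene, and it was 219 with DESeq2. After *Kat6b*, the largest changes at an average log2 CPM of at least 0 and with no overlap of the groups were in *Masp2*, *Nrk*, *Map1a* and *Hgsnat*. *Masp2* (Entrez Gene 17175; chromosome 4, 148686985 to 148700447) rose from 2.02 ± 0.750 to 4.28 ± 0.415 CPM (SD, n = 4 each; log2 fold change 1.06, standard error 0.212, edgeR FDR = 0.0423), a call lost in 12 of the 16 fits that each left out 1 embryo (highest edgeR FDR = 0.246, without wild-type replicate 1). *Tardbp* shares 60.3% of its exon bases on the opposite strand. *Nrk* (Entrez Gene 27206; chromosome X, 137815142 to 137911281) fell from 13.8 ± 2.27 to 9.25 ± 1.33 CPM (log2 fold change −0.64, standard error 0.109, edgeR FDR = 0.0153), and was not significant without wild-type replicates 1 or 3 (edgeR FDR = 0.127 and 0.118) or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (edgeR FDR = 0.0925 and 0.0826). *Map1a* (Entrez Gene 17754; chromosome 2, 121120071 to 121141313) fell from 53.0 ± 5.95 to 38.6 ± 5.30 CPM (log2 fold change −0.50, standard error 0.0736, edgeR FDR = 0.00981), and was not significant without wild-type replicates 1 or 3 (edgeR FDR = 0.120 and 0.0886) or *Kat6a*+/+*Tg(Kat6b)* replicate 3 (edgeR FDR = 0.0808). *Hgsnat* had a log2 fold change of 0.43 (standard error 0.0734, edgeR FDR = 0.0153), and was not significant without wild-type replicate 1 (edgeR FDR = 0.127) or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (edgeR FDR = 0.0592 and 0.0582). With 1 or no surrogate variable, only the 2 genotypes or litter as a block, none of these 4 was significant, with edgeR FDRs from 0.0614 for *Hgsnat* to 0.999.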

Some 236 genes were uniquely differentially expressed in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ embryos (Supplementary Fig. 4g–i) and a comparatively small number of genes (75) were differentially expressed when embryos overexpressing *Kat6b* were compared to wild type (Supplementary Fig. 4j–l).

### *Kat6b* overexpression restored transplantable haematopoietic stem cells that are absent in *Kat6a*^*–/–*^ mice

KAT6A is essential for development of HSCs. Germline deletion of the *Kat6a* gene results in a complete failure to form definitive HSCs during foetal development^42,43^, and deletion of *Kat6a* in adult HSCs causes their complete loss^49^.

The numbers of HSCs in *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*+/+*^*Tg(Kat6b)*, *Kat6a*^*–/–*^*Kat6b*^*+/+*^ and *Kat6a*^*–/–*^*Tg(Kat6b)* foetal livers were assessed by flow cytometry (Fig. 3a, b). Analysis was performed at E14.5, at the peak of foetal haematopoiesis in mice^50,51^ and HSCs were identified as CD48^–^ CD150^+^, as described^52^. As previously described^42,43^, *Kat6a*^*–/–*^*Kat6b*^*+/+*^ foetal livers showed a 95% reduction in cells with an HSC cell surface phenotype compared to wild-type *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control foetal livers (*p* = 0.00007; Fig. 3b). Overexpression of *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* foetuses elevated the number of HSC 11.5-fold, compared to *Kat6a*^*–/–*^*Kat6b*^*+/+*^ foetuses (*p* = 0.01; Fig. 3b), however, HSCs were still reduced in *Kat6a*^*–/–*^*Tg(Kat6b)* foetuses compared to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ control foetuses (*p* = 0.04; Fig. 3b). 

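*Kit* (Entrez Gene 16590), on chromosome 5 from 75735576 to 75817404, encodes a receptor tyrosine kinase found on blood stem and progenitor cells. In whole E9.5 embryos it was at 35.9 ± 2.18 CPM in *Kat6a*+/+*Kat6b*+/+, 29.9 ± 1.89 CPM in *Kat6a*-/-*Kat6b*+/+, 37.2 ± 2.49 CPM in *Kat6a*+/+*Tg(Kat6b)* and 39.8 ± 3.4 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos (SD, n = 4 each). Its log2 fold change in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos was −0.26 (standard error 0.0585, edgeR FDR = 0.0233), with all *Kat6a*-/-*Kat6b*+/+ embryos below all wild-type embryos (two-sided exact permutation test, p = 0.0286). In *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos it was 0.14 (standard error 0.0610, edgeR FDR = 0.350; exact p = 0.143), and in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos 0.40 (standard error 0.0598, edgeR FDR = 0.000504; exact p = 0.0286). The call in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos was lost without wild-type replicates 2, 3 or 4 (edgeR FDR = 0.0890, 0.0689 and 0.0772) or *Kat6a*-/-*Kat6b*+/+ replicates 1, 2 or 3 (edgeR FDR = 0.0601, 0.0871 and 0.0798), with log2 fold changes from −0.29 to −0.24 over all such fits. It was also lost without surrogate variables (edgeR FDR = 0.0971), with only the 2 genotypes in the fit (edgeR FDR = 0.0869) and, as the alternative that moved it most, with litter as a block (log2 fold change −0.19, edgeR FDR = 0.639). Over the alternatives the adjusted p ranged from 0.0100 with DESeq2 to this value with edgeR.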

Consistently, expression of the haematopoietic marker gene *Kit*^50,53^ was downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E9.5 embryos (FDR = 0.007; Fig. 3c), rescued in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. wild-type embryos (FDR = 0.2) and upregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos (FDR = 6 × 10^–5^; Fig. 3c).

**Fig. 3:**
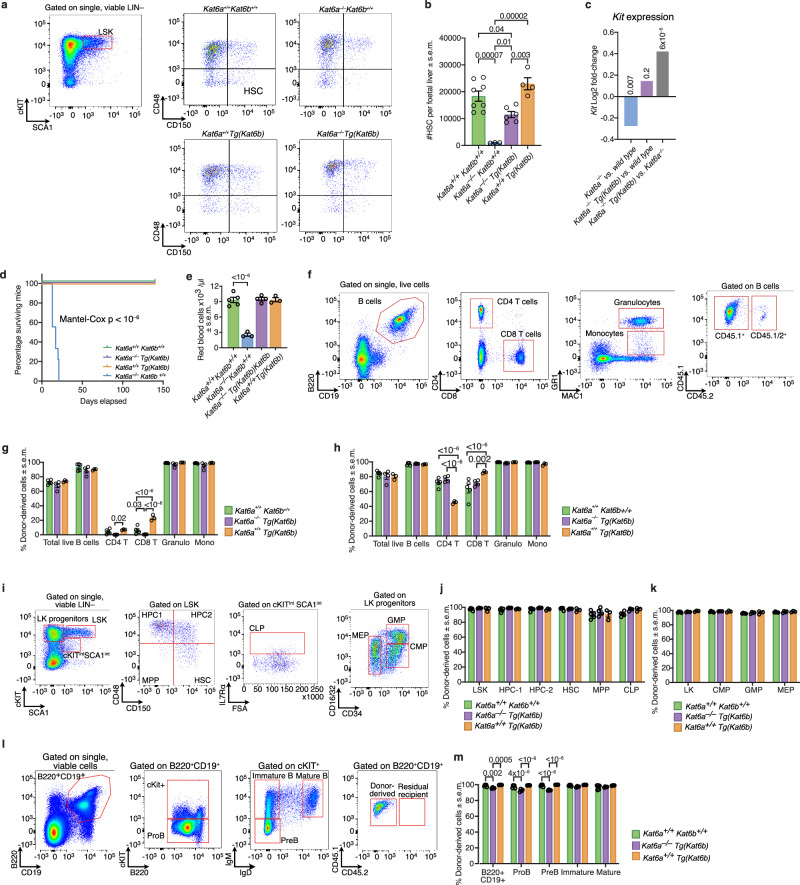
*Kat6b* overexpression restores transplantable haematopoietic stem cells that are absent in *Kat6a*^–/–^ mice. **a** Flow cytometry gating strategy for the assessment of haematopoietic stem cells (HSCs) in E14.5 foetal livers. HSCs were identified as the CD48^–^CD150^+^ cell population within the lineage marker negative (LIN^–^) cKIT and SCA1 positive cell population (LSK; gated on single, viable cells, lacking expression of lineage (LIN) markers B220, CD19, CD4, CD8, GR1 and TER119 and expressing SCA1 and cKIT). Representative plots for HSCs are shown for each genotype. **b** Total number of HSCs per foetal liver of *N* = 3 *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *N* = 8 *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *N* = 6 *Kat6a*^*–/–*^*Tg(Kat6b)* and *N* = 4 *Kat6a*^*+/+*^*Tg(Kat6b)* foetuses. **c** Log_2_ fold-change in *Kit* mRNA levels in E9.5 embryos as assessed by RNA-sequencing across the comparisons *Kat6a*^*–/–*^*Kat6b*^*+/+*^ vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6a*^*–/–*^*Tg(Kat6b)* vs. *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos. *N* = 4 embryos per genotype. The FDRs are shown above the bars. Data were analysed as described in the ‘methods’ section under *RNA sequencing and analysis*. **d** Percentage survival of irradiated recipient mice after transplantation of 1 × 10^6^ foetal liver cells from *N* = 3 *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *N* = 4 *Kat6a*^*–/–*^*Tg(Kat6b)*, *N* = 3 *Kat6a*^*+/+*^*TgKat6b)* or *N* = 5 *Kat6a*^*+/+*^*Kat6b*^*+/+*^ E14.5 mouse foetuses; each foetal liver sample was transplanted into 3 lethally irradiated recipients. Data are displayed in a Kaplan-Meier plot and were analysed using a Mantel-Cox test. **e** Automated haematological analyser (ADVIA) assessment of red blood cells per μl peripheral blood in recipient mice of E14.5 foetal liver donor cells from *N* = 5 *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *N* = 3 *Kat6a*^*+/+*^*Tg(Kat6b)*, *N* = 4 *Kat6a*^*–/–*^*Tg(Kat6b)* or *N* = 3 *Kat6a*^*–/–*^*Kat6b*^*+/+*^ foetuses, at a time 3–4 weeks after transplantation when the recipient mice of *Kat6a*^*–/–*^*Kat6b*^*+/+*^ donor cells in each set reached the ethical end-point. Each foetal liver sample was transplanted into 3 recipient mice. Each circle represents the average of the recipient mice of an individual foetal liver donor. Data are displayed as mean ± s.e.m. and were analysed using a one-way ANOVA with Dunnett post-hoc correction. **f** Gating strategy for the assessment of peripheral blood of foetal liver transplant recipient mice. B cells were defined as B220^+^CD19^+^, T cells as CD4^+^ or CD8^+^, granulocytes as GR1^hi^ MAC1^+^ and monocytes as GR1^lo^MAC1^+^. Foetal liver donor-derived cells (CD45.1^+^) were distinguished from residual recipient cells (CD45.1/2^+^). **g**, **h** Contribution of foetal liver (donor)-derived cells to peripheral blood populations at 4 weeks (**f**) and 20 weeks (**g**) post transplantation of the recipients described in (**e**). **i** Gating strategy for the assessment of stem and progenitor cells in the bone marrow of foetal liver transplant recipient mice. Cell types as indicated on the plots were distinguished by CD48 vs. CD150, CD34 vs. CD16.32 or IL7Rα expression. (j–k) Contribution of foetal liver (donor)-derived cells to stem and progenitor populations in the bone marrow of foetal liver cell recipients at 20 weeks post-transplantation in CD48 vs. CD150 (**i**), CD34 vs CD16/32 (**j**) cell populations. **l** Gating strategy for the assessment of B cell progenitors in the bone marrow of foetal liver transplant recipient mice. Cells were gated on single, viable cells co-expressing B220 and CD19 and distinguished by cKIT, IgM and IgD expression to identify the cell populations indicated in the plots. **m** Contribution of foetal liver (donor)-derived cells to bone marrow B cell progenitors 20 weeks post-transplant. Circles represent individual foetuses (**b**) or the mean of three recipients of a single foetal liver donor (**g**, **h**, **j**, **k**, **m**). Data are presented as mean ± s.e.m. and were analysed using a one-way ANOVA (**b**) or two-way ANOVA with Tukey post hoc correction (**g**, **h**, **j**, **k**, **m**). HSCs, haematopoietic stem cells; LK; lineage marker negative cKIT^+^ cells; LSK, lineage marker negative SCA1^+^cKIT^+^ cells; HPC-1 (haematopoietic progenitor 1), HPC-2 (haematopoietic progenitor 2), MPP (multipotent progenitor), CLP (common lymphoid progenitor), CMP (common myeloid progenitor), GMP (granulocyte macrophage progenitors), MEP (megakaryocyte/erythroid progenitor). Granulo (granulocytes), Mono (monocytes); superscript: int, intermediate.

To assess the effect of KAT6B overexpression on the function of HSCs lacking KAT6A, 1 × 10^6^ foetal liver cells were transplanted into irradiated recipients, as previously described^43^. Recipients of *Kat6a*^*–/–*^*Kat6b*^*+/+*^ foetal liver cells reached the ethical endpoint within 21 days (*p* < 10^–6^; Fig. 3d), exhibiting anaemia (*p* = 10^–6^; Fig. 3e) and minimal contribution of the foetal liver donor cells to the recipient peripheral blood (Supplementary Fig. 5a). In contrast, recipients of *Kat6a*^*–/–*^*Tg(Kat6b)* cells survived beyond 150 days, as did recipients of wild type or *Kat6a*^*+/+*^*Tg(Kat6b)* cells (Fig. 3d). At 4 weeks post-transplantation, *Kat6a*^*–/–*^*Tg(Kat6b)* donor cell contribution to peripheral blood cells was similar to *Kat6a*^*+/+*^*Kat6b*^*+/+*^ donor cells, except for a reduction in CD8 T cells (*p* = 0.03; Fig. 3f, g). At 20 weeks post-transplantation, contribution to all peripheral cell types was identical between *Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Kat6b*^*+/+*^ donor cells (Fig. 3h). Interestingly, compared to wild type controls, *Kat6a*^*+/+*^*Tg(Kat6b)* donor cells showed an elevated contribution to CD8 T cells at 4 weeks, (*p* < 10^–6^; Fig. 3g) and 20 weeks (*p* = 0.00005; Fig. 3h), with a reduced contribution to CD4 T cells at 20 weeks (*p* < 10^–6^; Fig. 3h). In the bone marrow at 20 weeks post-transplantation, recipients of *Kat6a*^*–/–*^*Tg(Kat6b)*, *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6a*^*+/+*^*Tg(Kat6b)* donor cells showed comparable contributions to all stem and progenitor cell populations, except for a small reduction (less than 10%) in *Kat6a*^*–/–*^*Tg(Kat6b)* contribution to the B220^+^CD19^+^, ProB and PreB cell populations (*p* < 10^–6^ to 0.002; Fig. 3i–m). No difference was observed between recipients of *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6b*^*+/+*^*Tg(Kat6b)* recipients across bone marrow populations analysed (Fig. 3i–m).

### *Kat6b* overexpression rescued the anterior homeotic transformation seen in *Kat6a*^*–/–*^ mice

Germline deletion of the *Kat6a* gene results in duplication of the first cervical vertebra, the atlas, accompanied by an extensive and complete homeotic transformation of 19 body segments. This anterior homeotic transformation is caused by a posterior shift of the anterior expression boundary and expression levels of *Hox* genes, including *Hoxa3, Hoxa4, Hoxb3* and *Hoxb4*^17^. Consistent with this previous work^17^ and the reduced *Hox* gene expression in E9.5 embryos shown here (Fig. 2g), *Kat6a*^*–/–*^*Kat6b*^*+/+*^ pups displayed an anterior homeotic transformation at E18.5 (Fig. 4a; Supplementary Fig. 6). In addition, we saw disrupted sternum sections, sternebrae and incorrect alignment of ribs at the sternum in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ pups (Fig. 4b). Congruent with a rescue of the *Hox* gene expression profile at E9.5 (Fig. 2g), the vertebral segment identity, sternebrae structure and rib attachment were rescued in *Kat6a*^*–/–*^*Tg(Kat6b)* pups at E18.5 (Fig. 4a, b). The cervical vertebrae, sternebrae and rib attachment were normal in *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6a*^*+/+*^*Tg(Kat6b)* pups (Fig. 5a, b). No obvious effects of KAT6A or KAT6B genotype was observed on lumbar and sacral elements (Supplementary Fig. 7).

**Fig. 4:**
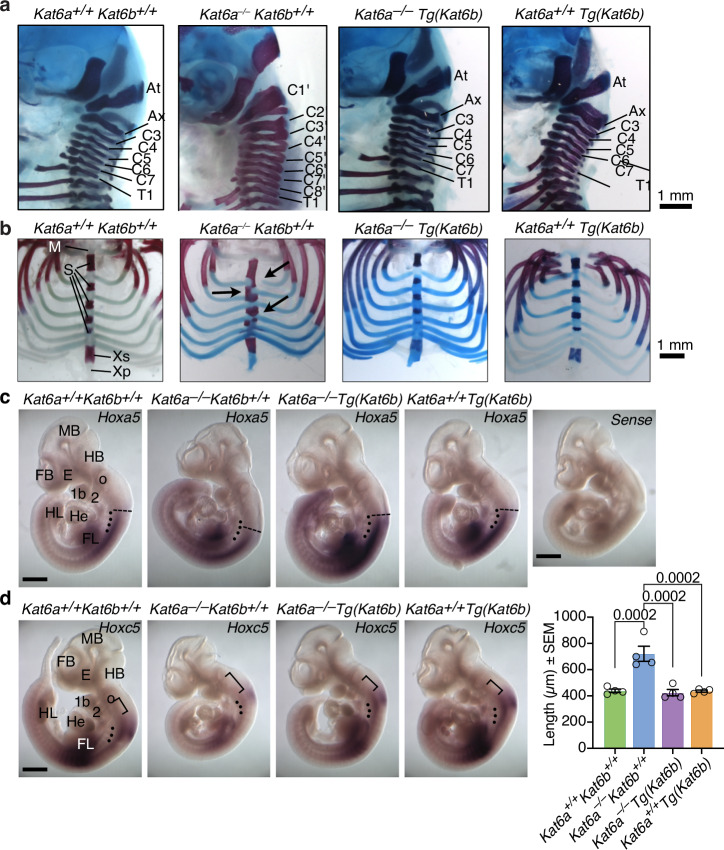
*Kat6b* overexpression rescues the anterior homeotic transformation seen in *Kat6a*^–/–^ mice. **a**, **b** Alizarin red (bone) and Alcian blue (cartilage) stained skeletal preparations of *N* = 9 *Kat6a*^*+/+*^*Kat6b*^*+/+*^, 1 *Kat6a*^*–/–*^*Kat6b*^*+/+*^, 4 *Kat6a*^*–/–*^*Tg(Kat6b)* and 5 *Kat6a*^*+/+*^*Tg(Kat6b)* E18.5 foetuses with labelled cervical vertebrae (**a**) and sternum (**b**), arrow indicates abnormal rib attachment (**b**). Note that embryos homozygous for this allele of *Kat6a* rarely survive until E18.5. Representative images are shown. Representative images of RNA/RNA whole-mount situ hybridisation to detect *Hoxa5* (**c**) and *Hoxc5* (**d**) mRNA in *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* E10.5 embryos, with anterior expression boundary indicated. Note no staining using the sense control probe (*n* = 3 wild type embryos). The 3–4 most cranial somites are indicated by a dot (**c**, **d**). The anterior expression boundary of *Hoxa5* is indicated by a stippled line (**c**). The distance between the anterior boundary of the *Hoxc5* expression domain in the neural tube and the caudal boundary of the otic vesicle is indicated by a bracket (**d**). The distance was measured and is displayed in the bar graph in (**d**). *Hoxa5* *N* = 3, *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *N* = 3, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *N* = 3, *Kat6a*^*–/–*^*Tg(Kat6b)* and *N* = 3, *Kat6a*^*+/+*^*Tg(Kat6b)* were used. *Hoxc5* *N* = 4, *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *N* = 4, *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *N* = 4, *Kat6a*^*–/–*^*Tg(Kat6b)* and *N* = 4, *Kat6a*^*+/+*^*Tg(Kat6b)* were used. This experiment was repeated a second time with each probe with *N* = 3 embryos per genotype. Data are presented as means ± s.e.m. and were analysed by one-way ANOVA with Tukey’s multiple comparison test. Circles in the bar graph (**d**) represent individual embryos. 1b, mandibular region of the first pharyngeal arch; 2, second pharyngeal arch; At, atlas = 1st cervical vertebra, C1; Ax, axis = 2nd cervical vertebra, C2; C1 to C7, 1st to 7th cervical vertebrae; C1’ to C8’, 1st to 8th abnormal *Kat6a*^*–/–*^*Kat6b*^*+/+*^ cervical vertebrae, whereby C8’ is supernumerary; E eye, FB forebrain, FL forelimb, HB hindbrain, He heart, HL hindlimb, M manubrium, MB midbrain, o otic vesicle, S sternebrae, T1 1st thoracic vertebra (rib bearing). Xp xiphoid process, Xs xiphisternum. Scale bar = 1 mm (**a**, **b**), 600 µm (**c**), 680 µm (**d**).

**Fig. 5:**
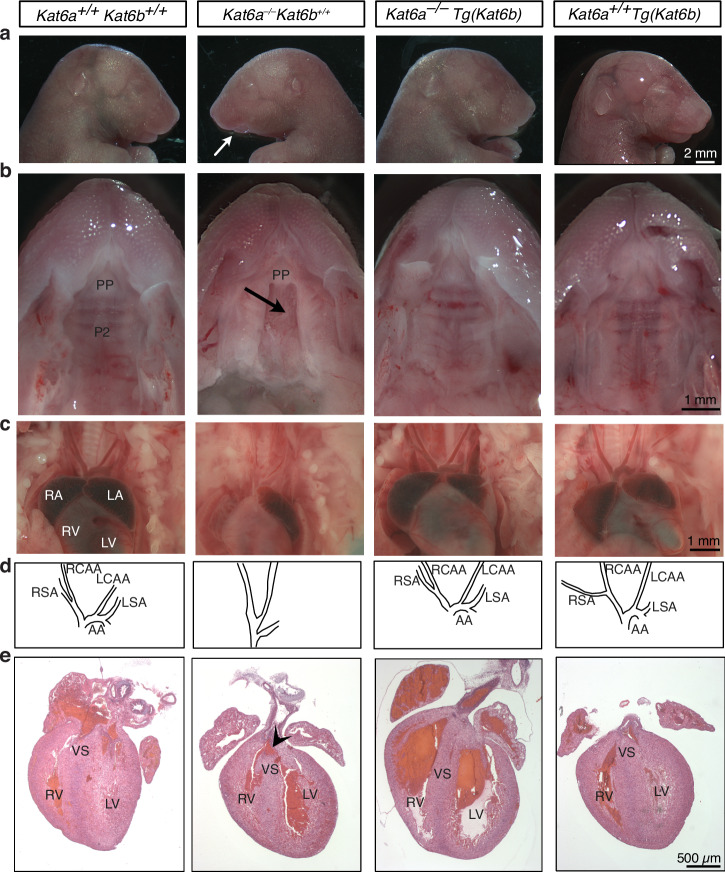
Kat6b overexpression rescues the cleft palate, aortic arch and cardiac defects observed in *Kat6a*^–/–^ mice. **a**–**e** Examination of *N* = 7 *Kat6a*^*+/+*^*Kat6b*^*+/+*^, *N* = 1 *Kat6a*^*–/–*^*Kat6b*^*+/+*^, *N* = 5 *Kat6a*^*–/–*^*Tg(Kat6b)* and *N* = 6 *Kat6a*^*+/+*^*Tg(Kat6b)* foetuses at E18.5 during dissection and by histopathology. Note that embryos homozygous for this allele of KAT6a rarely survive until E18.5. **a** Lateral view of the head and neck of E18.5 *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* foetuses. The arrow indicates an underdeveloped lower jaw in the *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mouse. **b** Ventral view of the palate of E18.5 *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* foetuses. The arrow indicates a cleft palate in the *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mouse. **c**, **d** Images of the heart and aortic arch of *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* E18.5 foetuses (**c**). Traces of the aortic arch and arteries (**d**). **e** H&E sections of the hearts of *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* E18.5 foetuses. Arrowhead indicates the ventricular septal defect in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ animals. AA aortic arch, LA left atrium, LCCA left common carotid artery, LSA left subclavian artery, LV left ventricle, P2 secondary palate, PP primary palate, RA right atrium, RCCA right common carotid artery, RSA right subclavian artery, RV right ventricle, VS ventricular septum. Scale bars are 2 mm (**a**), 1 mm (**b**, **c**), 500 μm (**e**).

To examine the pattern of *Hox* gene expression more closely we performed whole mount in situ hybridisation. We have previously shown that not only is *Hox* gene expression down regulated in embryos but also that the anterior boundary is shifted posteriorly, which leads to an anterior homeotic transformation^17^. We examined the expression patterns of *Hoxa3*, *Hoxa5* and *Hoxc5*, as we have previously shown that the expression of these genes most clearly demonstrates the effect of *Kat6a* loss on the anterior boundary of *Hox* gene expression^17,54^. As previously reported, the *Hoxa5* and *Hoxc5* expression is shifted posteriorly and expressed at lower levels in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos (Fig. 4c, d; Supplementary Fig. 7). The anterior boundary and level of expression of both *Hoxa5* and *Hoxc5* in rescued in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos to the wild type position. Interestingly, the anterior boundary of *Hoxa5* expression in *Kat6a*^*+/+*^*Tg(Kat6b)* embryos is not different to wild type littermate embryos. Similarly, *Hoxa3* expression, reduced and posteriorly shifted in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos, is restored in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos to the wild type pattern of expression (Supplementary Fig. 7).

### *Kat6b* overexpression rescued the cleft palate, cardiac and aortic arch defects observed in *Kat6a*^*–/–*^ mice

*Kat6a*^*–/–*^ mice have previously been shown to have cleft palate^18,44^, ventricular septum defects^18,45^ and aortic arch defects^18^. Congruent with these previous studies, cleft palate (Fig. 5a, b), aortic arch defects (Fig. 5c, d) and ventricular septal defects (Fig. 5e) were observed in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mice (Fig. 5a–e). Overexpression of *Kat6b* in *Kat6a*^*–/–*^*Tg(Kat6b)* mice rescued each of these major phenotypic anomalies (Fig. 5a–e).

### *Kat6b* overexpression rescued the pattern of H3K23 acetylation at *Kat6a* target loci

Western blot analysis showed that loss of KAT6A function results in a global reduction in H3K23ac in E9.5 embryos and MEFs, and that this is restored in the *Kat6a*^*–/–*^*Tg(Kat6b)* condition. To examine specific genomic loci in more detail, in particular *Hox* clusters, *Tbx* and *Dlx* genes, we performed Cleavage Under Targets and Tagmentation (CUT&Tag) sequencing for H3K23ac. Since H3K23ac is one of the most abundant histone acetylation modifications and is widespread throughout the genome we used a *Drosophila* spike-in control to allow direct comparison between samples. Across samples H3K23ac showed a characteristic peak at the transcription start site (TSS) and a large difference between *Kat6a*^*–/–*^ vs. *Kat6b*^*+/+*^ in a multidimensional scaling plot (Supplementary Fig. 8a–c; Data 9). As expected, H3K23ac levels were reduced across the genome at 16889 loci in *Kat6a*^*–/–*^ samples compared to wild type controls (Fig. 6a; Supplementary Fig. 8d). This reduction in H3K23ac was completely reversed in cells prepared from *Kat6a*^*–/–*^*Tg(Kat6b)* embryos (Fig. 6a; Supplementary Fig. 8e–g; Data 10–12). Specifically examining all *Hox* genes we found that H3K23ac was reduced in *Kat6a*^*–/–*^ cells compared to wild type and normal levels were restored in *Kat6a*^*–/–*^*Tg(Kat6b)* cells (Fig. 6b). Similarly at both *Tbx* and *Dlx* genes, H3K23ac was reduced in *Kat6a*^*–/–*^ cells and restored in *Kat6a*^*–/–*^*Tg(Kat6b)* cells (Fig. 6c, d). Mapping individual reads across *Hox*, *Tbx* and *Dlx* loci (Fig. 6e–g) showed that H3K23ac was distributed across the gene body with distinctive peaks at promoters and other genomic features (Supplementary Fig. 8c). Unfortunately, we were unable to correlate the distribution of KAT6A or KAT6B with H3K23ac peaks as no CUT&Tag capable antibodies with the necessary specificity are available. The wild type pattern of peaks was faithfully reproduced in *Kat6a*^*–/–*^*Tg(Kat6b)* cells (Fig. 6e–g).

**Fig. 6:**
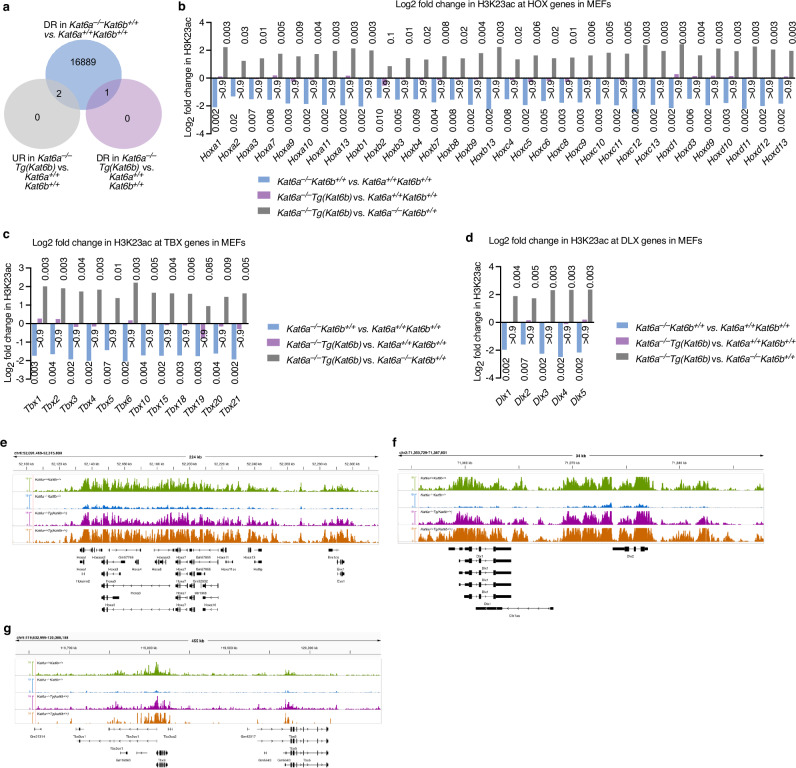
Decrease in H3K23ac in *Kat6a*^–/–^ cells restored to normal in *Kat6a*^–/–^*Tg(Kat6b)* cells. **a**–**g** CUT&Tag results detecting histone H3 lysine 23 acetylation in (H3K23ac) in primary mouse embryonic fibroblasts isolated from E14.5 *Kat6a*^*+/+*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Kat6b*^*+/+*^*, Kat6a*^*–/–*^*Tg(Kat6b)* and *Kat6a*^*+/+*^*Tg(Kat6b)* E10.5 foetuses. *N* = 4 foetuses per genotype. Data were analysed as described in the ‘methods’ section. A false discovery rate (FDR) of less than 0.05 was considered significant. **a** Venn diagram showing number of genes with reduced H3K23ac levels in the indicated samples compared to wild type controls. In comparison to wild type cells *Kat6a*^*–/–*^ cells show a global reduction in H3K23ac which is restored to normal in *Kat6a*^*–/–*^*Tg(Kat6b)* cells. **b**–**d** Log_2_ fold changes in H3K23ac levels at HOX genes (**b**), TBX genes (**c**) and DLX genes (**e**). Note that the reduction in H3K23ac in *Kat6a*^*–/–*^ MEFs is restored to normal in *Kat6a*^*–/–*^*Tg(Kat6b)* MEFs. The FDR is indicated above or below each bar. **e**–**g** Read depth plots of H3K23ac in the HOXA gene cluster (**e**), at the *Dlx1/Dlx2* locus (**f**) and at the *Tbx3/Tbx5* locus. Note that the characteristic distribution of H3K23ac in wild type cells is restored in *Kat6a*^*–/–*^*Tg(Kat6b)* cells.

### *Kat6b* overexpression rescued the lethality of *Kat6a*^*–/–*^ mice

Overexpression of KAT6B rescued histone acetylation, gene expression patterns, transplantable HSCs, segment identity defects, heart and aortic arch defects and cleft palate previously described in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mice. This demonstrates a complete rescue of all previously described developmental anomalies resulting from loss of KAT6A, including those that were incompatible with survival. To assess if perinatal lethality was rescued, *Kat6a*^*–/–*^ *Tg(Kat6b)* mice were allowed to develop to birth and were monitored in early life.

*Kat6a*^*–/–*^*Kat6b*^*+/+*^mice die between E14.5-E18.5 depending on the genetic background^17,18^. Overexpression of *Kat6b* completely rescued this foetal to perinatal lethality. *Kat6a*^*–/–*^*Tg(Kat6b)* mice developed normally in the postnatal period, even compared to *Kat6a* heterozygous (*Kat6a*^*+/–*^) mice, which were notably runted in early life (Fig. 7a, b). Furthermore, *Kat6a*^*–/–*^*Tg(Kat6b)* mice showed normal weight gain over the first 3 weeks of life, compared to reduced weight gain observed in both male and female *Kat6a*^*+/–*^ mice (*p* = 0.001 and 1 × 10^–5^; Fig. 7b). Remarkably, *Kat6a*^*–/–*^ *Tg(Kat6b)* mice of both sexes reached adulthood and were healthy and fertile. Among the offspring of *Kat6a*^*–/–*^*Tg(Kat6b)* x *Kat6a*^*+/–*^*Kat6b*^*+/+*^ matings, *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mice were completely absent (*N* = 0 of 94; *p* < 10^–6^; Fig. 7c). In contrast, *Kat6a*^*–/–*^*Tg(Kat6b)* mice were present at the expected Mendelian ratio at weaning (*N* = 32 of 94; *p* = 1; Fig. 7c). This demonstrates that KAT6B overexpression in the absence of KAT6A not only rescued the effects of the homozygous loss of *Kat6a*, but improved development in early life compared to *Kat6a* heterozygosity.

**Fig. 7:**
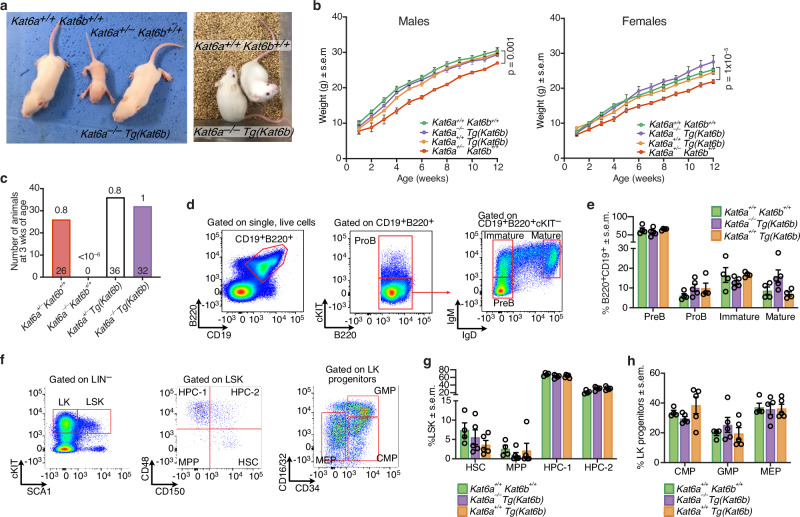
*Kat6b* overexpression rescues the perinatal lethality of *Kat6a*^–/–^ mice. **a** Representative photographs of wild type, *Kat6a*^*+/–*^*Kat6b*^*+/+*^ and *Kat6a*^*–/–*^*Tg(Kat6b)* mice at postnatal day 7 (left) and *Kat6a*^*+/+*^*Kat6b*^*+/+*^ and *Kat6a*^*–/–*^*Tg(Kat6b)* mice at 12 weeks of age (right). **b** Weights of *Kat6a*^*+/+*^*Kat6b*^*+/+*^ (23 female; 16 male), *Kat6a*^*+/–*^*Kat6b*^*+/+*^ (16 female; 4 male), *Kat6a*^*–/–*^*Tg(Kat6b)* (4 female; 4 male) and *Kat6a*^*+/+*^*Tg(Kat6b)* (4 female; 4 male) mice from postnatal week 1 to week 12. Data presented as mean ± s.e.m. and were analysed using a two-way ANOVA with Holm-Sidak post-hoc correction. **c** Genotypes at 3 weeks of age of offspring (*N* = 94) of matings with the parental genotypes *Kat6a*^*+/–*^*Kat6b*^*+/+*^ x *Kat6a*^*–/–*^*Tg(Kat6b)*. The observed genotype frequency was compared to the expected Mendelian frequencies, *p* values of the binomial probability testing if a genotype was observed differed from the expected frequency are shown (two sided). **d**–**h** Flow cytometry analysis of the bone marrow of *N* = 4 adult *Kat6a*^*+/+*^*Kat6b*^*+/+*^, 5 *Kat6a*^*–/–*^*Tg(Kat6b)* and 5 *Kat6a*^*+/+*^*Tg(Kat6b)* mice. Flow cytometry gating strategies defining haematopoietic cell population using cell surface markers as described in Fig. 4. Each circle represents an individual mouse. Data in (**e**, **g**, **h**) are presented as mean ± s.e.m. Each circle represents an individual mouse. Data were analysed using a two-way ANOVA with Tukey post-hoc correction. Abbreviations as defined in Fig. 4. Flow cytometry gating strategy (**d**) and analysis (**e**) of B cell progenitor populations in the bone marrow. Gating strategy (**f**) and analysis (**g**, **h**) of haematopoietic stem and progenitor population in the bone marrow.

Given the requirement for KAT6A in the adult haematopoietic system^49,55^, bone marrow stem and progenitor populations were assessed in adult *Kat6a*^*–/–*^*Tg(Kat6b)* mice at 12 weeks of age. All stem and progenitor populations showed similar frequencies as in wild-type control mice (Fig. 7d–h), indicating that haematopoietic development in adulthood is normal in *Kat6a*^*–/–*^*Tg(Kat6b)* animals.

## Discussion

In this study we demonstrate that KAT6B, expressed at 4-fold above endogenous levels in *Kat6a*^*–/–*^ mice, rescues the previously described developmental defects resulting from homozygous loss of KAT6A. Remarkably, *Kat6a*^*–/–*^*Tg(Kat6b)* mice are born, show normal development to adulthood and normal blood cell development in adulthood.

In addition to rescuing the anatomical defects resulting from loss of KAT6A, KAT6B overexpression reverted ~90% of the changes in gene expression caused by loss of KAT6A and re-established global acetylation levels at H3K9 and H3K23 in whole E9.5 embryos and H3K23 in MEFs. Examining locus-specific acetylation we found complete restoration of the normal pattern of H3K23ac down to the level of individual peaks within transcription units. The rescue of genes downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mice by KAT6B overexpression is particularly interesting, as KAT6B is not ordinarily required for expression of many KAT6A-dependent genes. In particular, while KAT6A is essential for the normal expression the *Hox*, gene families, KAT6B has no role in regulation of these genes and the axial skeleton develops normally without KAT6B. The capacity of overexpressed KAT6B to carry out the role of promoting their expression in the absence of KAT6A indicates that any target gene specificity of KAT6A arising from the differences in amino acid sequence between KAT6A and KAT6B, and perhaps affecting protein-protein interaction, can be overcome by higher levels of KAT6B.

*In utero* treatment with retinoic acid, an activator of *Hox* gene expression^56,57^, rescues the anterior homeotic transformation in *Kat6a*^*–/–*^ mice, but not other developmental defects^17^. Indeed, *in utero* retinoic acid treatment causes cardiac defects in *Kat6a*^*+/–*^ mice^18^. Conversely, the cardiac septum defect of *Kat6a*^*–/–*^ mice was rescued by overexpressing the *Tbx1* gene^18^. Body segment identity has been restored in *Kat6a*^*–/–*^ mice by additionally deleting *Bmi1*^54^. BMI1 is a polycomb repressor protein that represses *Hox* gene expression and, when deleted, causes a posterior homeotic transformation^58,59^. Combined deletion of *Kat6a* and *Bmi1* genes was found to restore the respective anterior and posterior homeotic transformations observed in single mutant mice^54^, but did not rescue the haematopoietic defects of *Kat6a*^*–/–*^ mice^55^. Collectively, these results suggest that KAT6A does not act as a binary on-off switch, but rather the level of KAT6A activity acts to balance the activity of repressors to generate an appropriate level of gene expression in a cell-type specific context.

Our data suggest that KAT6B overexpression in the absence of KAT6A may result in a more favourable stoichiometry of complex subunits to allow KAT6B to take on the role of KAT6A, compared to endogenous levels of KAT6B or KAT6B overexpression in the presence of KAT6A. In the absence of KAT6A, the limitation of auxiliary complex member availability may permit KAT6B, when overexpressed, to perform its own typical roles, as well as those of KAT6A, without spurious effects resulting from an overabundance of KAT6B. This is evident at the level of global histone acetylation, as acetylation levels at H3K9 and H3K23 in *Kat6a*^*–/–*^*Tg(Kat6b)* E9.5 embryos were similar to wild type controls, while these residues were hyperacetylated in *Kat6a*^*+/+*^*Tg(Kat6b)* samples.

Notwithstanding the profound rescue of the expression levels of genes downregulated in *Kat6a*^*–/–*^*Kat6b*^*+/+*^ embryos at E9.5 when *Kat6b* is overexpressed, some effects of the loss of KAT6A persisted. 

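*Tbx1* was at 20.1 ± 0.638 CPM in *Kat6a*+/+*Kat6b*+/+, 13.0 ± 1.44 CPM in *Kat6a*-/-*Kat6b*+/+, 23.3 ± 1.69 CPM in *Kat6a*+/+*Tg(Kat6b)* and 16.8 ± 1.42 CPM in *Kat6a*-/-*Tg(Kat6b)* E9.5 embryos (SD, n = 4 each). *Tbx15* (Entrez Gene 21384; chromosome 3, 99147697 to 99294185) was at 5.15 ± 1.94 CPM in *Kat6a*+/+*Kat6b*+/+, 2.61 ± 1.33 CPM in *Kat6a*-/-*Kat6b*+/+, 4.85 ± 0.676 CPM in *Kat6a*+/+*Tg(Kat6b)* and 2.72 ± 1.95 CPM in *Kat6a*-/-*Tg(Kat6b)* embryos. Its log2 fold change vs. *Kat6a*+/+*Kat6b*+/+ was −0.96 in *Kat6a*-/-*Kat6b*+/+ (standard error 0.175, edgeR FDR over the *Tbx* genes = 9.13e-05) and −0.57 in *Kat6a*-/-*Tg(Kat6b)* embryos (standard error 0.183, edgeR FDR over the *Tbx* genes = 0.0272), while over all genes the latter had an edgeR FDR of 0.181. Over all genes the fall in *Kat6a*-/-*Kat6b*+/+ embryos was not significant with 1 or no surrogate variable (edgeR FDR = 0.361 and 0.406), only the 2 genotypes in the fit (edgeR FDR = 0.307) or litter as a block (edgeR FDR = 0.761). The level of *Tbx15* in *Kat6a*-/-*Tg(Kat6b)* embryos differed between the sexes. The 2 female *Kat6a*-/-*Tg(Kat6b)* embryos were at 1.04 CPM on average and the 2 female wild-type embryos at 6.55 CPM, whereas the 2 males of each genotype were at 4.40 and 3.76 CPM. The log2 fold change in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was −2.62 in females and 0.19 in males (edgeR FDR of the difference = 0.00761), though in wild-type embryos sex and litter pair coincide. *Tbx4* and *Tbx20* were higher in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos when only *Tbx* genes were considered, so 4 of 10 *Tbx* genes differed adjusted over the list alone, and 0 did with adjustment over all genes, where 4 had an unadjusted p-value under 0.05. This count was 2 without wild-type replicates 3 or 4 or *Kat6a*-/-*Tg(Kat6b)* replicates 2 or 3, and 1 without *Kat6a*-/-*Tg(Kat6b)* replicate 4.

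**Figure D3:**
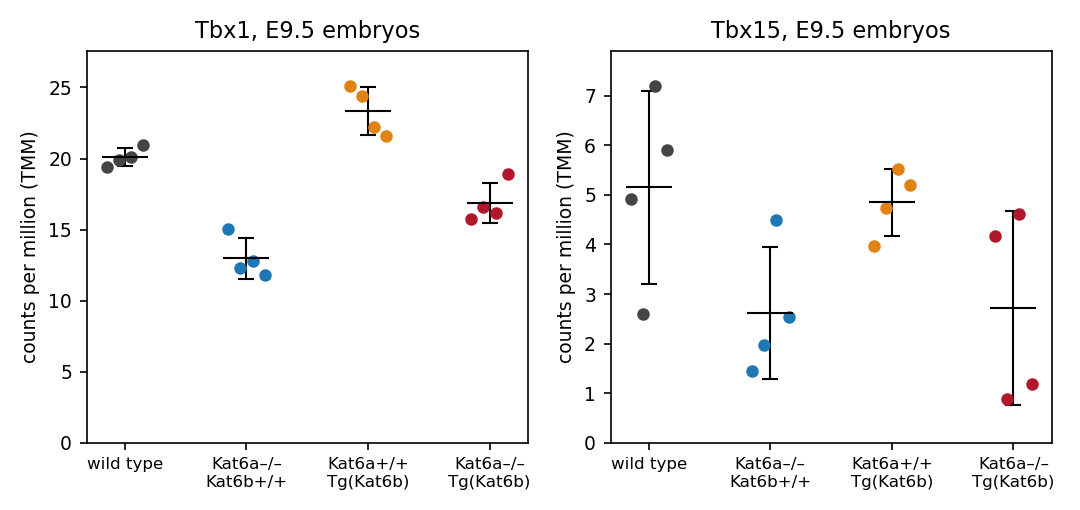
TMM-normalized CPM of *Tbx1* and *Tbx15* on the vertical axes for the 4 genotypes on the horizontal axis, with a point for each E9.5 embryo, the mean as a line and the SD as an error bar (n = 4). *Tbx1* in *Kat6a*-/-*Tg(Kat6b)* embryos lies between *Kat6a*-/-*Kat6b*+/+ and wild-type embryos, and *Tbx15* spreads widely within *Kat6a*-/-*Tg(Kat6b)* embryos.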

When only *Tbx* genes were considered (as opposed to transcriptome-wide analyses), *Tbx1* and *15* were still significantly downregulated in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos compared to wild type control embryos. However, *Tbx1* was significantly increased in *Kat6a*^*–/–*^*Tg(Kat6b)* embryos compared to *Kat6a*^*–/–*^*Kat6b*^*+/+*^ samples. This partial rescue was sufficient to rescue the cardiac defects of *Kat6a*^*–/–*^*Kat6b*^*+/+*^ mice, consistent with the rescue of heart defects in *Kat6a*^*–/–*^ mice by transgenic overexpression of *Tbx1*^18^.

In addition to rescuing congenital defects resulting from loss of KAT6A, KAT6B overexpression restored the formation of definitive HSCs capable of reconstituting the haematopoietic system of irradiated recipient mice. Paralleling a previous report that loss of KAT6A reduces CD8 cell surface expression^60^, we found that KAT6B overexpression promoted CD8 T cell formation at the expense of CD4 T cell development in transplant recipient mice, and that this effect of overexpressed KAT6B was modulated by the loss of KAT6A.

Recently, inhibitors have been developed for both CBP/p300^61^ and KAT6A/KAT6B^30^ protein pairs with the view of developing novel cancer therapeutics. Currently, the KAT6A/KAT6B inhibitors are in clinical trials for the treatment of solid cancers^31,32,62^. In the process of developing these inhibitors it has become clear that it would be unlikely that any inhibitor would differentially inhibit one and not the other of each of these protein pairs. It is therefore relevant to determine the functional equivalence of the proteins within pairs. The combined deletion of these proteins only reveals how similar their functions are at endogenous expression levels. In contrast, our data on the rescue of the *Kat6a*^*–/–*^ mice by overexpression of KAT6B indicate that KAT6B can replace KAT6A so completely that it can rescue the 100% lethality, producing healthy and fertile mice that lack KAT6A. These results suggest that simultaneous inhibition of both KAT6A and KAT6B function is likely to be beneficial in treating cancers dependent on KAT6 activity.

## Methods

### Mice

All animal experiments were conducted with approval of the WEHI Animal Ethics Committee and according to the Australian code for the care and use of animals for scientific purposes. Mice were kept in a 14 h light/10 h dark cycle. Noon of the day the vaginal copulation plug was first observed was defined as embryonic day 0.5 (E0.5).

### Mouse alleles

The *Kat6a* null allele used in this study lacked exons 5 to 9 and has been described previously^17^. KAT6B overexpression transgenic mice were generated by microinjected into mouse pronuclei using bacterial artificial chromosome (BAC) *pBACe3.6* clone *RP23-360F23* to produce a germline founder. BAC clone *RP23-360F23* includes the complete wild-type *Kat6b* gene, as well as 21 kb 5’ and 42 kb 3’ containing regulatory sequences. Seven copies of the *BAC* inserted into the mouse genome to result in an ~4-fold increase in *Kat6b* expression as described previously^23^. Mice were maintained on a *FVB* x *BALB/c* hybrid background as *Kat6b* overexpressing mice were not viable on inbred backgrounds. Mice were genotyped by genomic 3-way PCR for the *Kat6a* allele and by simple PCR to detect the *SacB* gene in the backbone of *pBACe3.6* clone *RP23-360F23* using the primers listed in Supplementary Table 1.

### Primary mouse embryonic fibroblast (MEF)

MEFs were derived from E14.5 foetuses and grown in Dulbecco’s modified Eagle medium (Gibco, 11995) supplemented with 100 U/ml penicillin/streptomycin (Gibco, 15140122) and 10% foetal calf serum. Cells were cultured in at 37 °C, 5% CO_2_ and 3% O_2_. Cell counts were determined at each passage using a Countess^TM^ cell counter (ThermoFisher).

### Acid histone extraction

MEFs were washed in DPBS (Gibco, 14190144) containing 0.5 mM sodium butyrate (Sigma, B5887) and cOmplete™ EDTA-free protease inhibitor cocktail (Roche, 11873580001), scraped using a cell scraper (Fisher Scientific, 08-100-241) and collected by centrifugation (200 × *g*, 5 min). Whole E9.5 embryos were dissected and photographed under a dissecting microscope (Zeiss) and placed into a 1.5 ml Eppendorf tube containing 100 μl DPBS with 0.5 mM sodium butyrate (Sigma, B5887) and cOmplete™ EDTA-free protease inhibitor cocktail (Roche, 11873580001). Samples were lysed in Histone acid lysis buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl and 0.5 mM DTT) for 30 min at 4 °C on a roller, collected by centrifugation (10,000 × *g*, 10 min) and resuspended in 0.2 M H_2_SO_4_. Samples were incubated on ice for 1–2 h before being dialysed in dialysis tubing (Spectrum^TM^ Spectra/Por Dialysis Membrane Tubing; molecular weight cut-off 20 kDa; Fisher Scientific, 08-607-067) against 0.1 M acetic acid (Sigma, A6283) for 1 h at 4 °C and MQ-H_2_O overnight at 4 °C. Protein concentrations were determined using a bicinchoninic acid (BCA) assay (ThermoFisher, 23225).

### Western immunoblotting

Acid extracted histones were run on 4–12% Bis-Tris gels (ThermoFisher, NP0322) and transferred onto nitrocellulose membranes (Licor, 926-31090). Membranes were blocked for 1 h at room temperature (RT) on a roller in blocking buffer (Intercept® (PBS); Licor, 927-70001) and probed with antibodies again H3K9ac (Epicypher, 13-0033; dilution 1:5000), H3K14ac (Abcam, ab52946; 1:1000) or H3K23ac (Millipore, 07-355; 1:5000) and pan H3 (Abcam, 10799; 1:5000) overnight at 4 °C. The following morning membranes were washed in PBS + 0.1% Tween-20 (Sigma, P1379) and incubated with goat anti-mouse IgG secondary (IRDye® 800 CW; LI-COR Biosciences 926-32210; 1:10,000) and goat anti-rabbit IgG (IRDye®; LI-COR Biosciences, 926-68071; 1:10,000) secondary antibodies for 1 h at RT on a roller. Samples were imaged and analysed using an automated western blot imager software (Odyssey Imager; LI-COR Biosciences).

### Histology

E18.5 hearts were dissected, washed in PBS and fixed overnight in 10% neutral buffered formalin. Hearts were embedded in agarose to control orientation, then dehydrated and infused with paraffin and embedded for histological sectioning and haematoxylin and eosin (H&E) staining.

### Skeletal preparations

Skin and internal organs were removed from E18.5 pups under a dissecting microscope (Zeiss). Pups were fixed in 4% PFA (Sigma, 158127) overnight at RT on a roller, briefly rinsed in 95% EtOH and stained overnight at RT in a solution containing 5 ml 0.4% Alcian Blue 8 GX (w/v), 5 ml glacial acetic acid, 70 ml 95% EtOH, 20 ml MQ-H_2_O and 100 µl 0.5% Alizarin red (w/v). Samples were washed in MQ-H_2_O. Soft tissues were dissolved in 2% (w/v) KOH (Sigma, 221473) in H_2_O for 24 h at RT on a roller. Following digestion, skeletal preparations were washed in 0.25% (w/v) KOH in H_2_O for 30 min at RT on a roller, followed by ascending concentrations of glycerol (20%, 33%, 50%) in 0.25% (w/v) KOH in H_2_O, for 1 h, 1 h and overnight, respectively at RT on a roller. Prepared skeletons were stored in 50% (w/v) glycerol (Sigma, G5516) in ddH_2_O.

### Whole mount in situ hybridization

Embryos used for whole-mount in situ hybridisation were fixed in 4% paraformaldehyde overnight then dehydrated through a methanol series and stored at −20 °C. After genotyping selected embryos were rehydrated through a methanol series, washed in phosphate buffer saline/Tween20, then bleached in hydrogen peroxide, washed in phosphate buffer saline/Tween20, then treated with proteinase K which was stopped by the addition of 1 M glycine. Embryos were then prehybridised a solution of 50% Formamide/5x SSC ph4.5/ 1% SDS/ 50 µg/ml yeast RNA/ 50 µg/ml heparin for 1 h. Embryos were then transferred to a fresh aliquot of the hybridisation buffer containing in vitro transcribed (Roche 11175025910), digoxigenin-labelled cRNA of the *Hox* gene under investigation and incubated at 55 °C overnight. Then embryos were washed extensively, treated with RnaseA, blocking reagent (Roche 10057177103) and foetal bovine serum, incubated with alkaline phosphatase- labelled anti-digoxigenin antibody (Roche 11214667001) overnight, washed extensively, followed by alkaline phosphatase reaction with NBT-BCIP (Roche 11681451001) for colour development. Finally, embryos were washed and then cleared in glycerol^63^. Sense and antisense probes for *Hoxa3*, *Hoxa5* and *Hoxc5* have been previously described^17,54^.

### Foetal liver transplantation

E14.5 foetal livers were dissected and passed through a 40 μm cell sieve (Corning, 431750). 1 × 10^6^ cells, as determined using an automated haematology analyser (Advia 2120i, Siemens Healthineers), were injected into the tail vein of 3x irradiated recipients (2 × 550 rad, 3 h apart)^49^.

### Flow cytometry

Erythrocytes were lysed by washing samples 2 × 10 ml in a hypotonic solution (150 mM NH_4_Cl, 0.1 mM EDTA, 12 mM NaHCO_3_, pH 7.2). Cells were resuspended in a FACS buffer (150 nM NaCl, 3.7 mM KCl, 2.5 mM CaCl_2_2H_2_O, 1.2 mM MgSO4•7H_2_O, 0.8 mM K_2_HPO_4_, 1.2 mM KH_2_PO_4_, 11.5 mM HEPES, pH 7.4) supplemented with 2% foetal calf serum and stained with conjugated antibodies (Supplementary Table 2) for 1 h on ice. Samples were washed in 3–4 ml FACS buffer and analysed on a flow cytometer (BD LSRFortessa^TM^ X-20, BD) at <7500 events/sec. Data were analysed using flow cytometry analysis software (FlowJo version 10.7, Tree Star Inc.). Cell surface markers used to identify individual cell types are shown in Supplementary Table 3.

### RNA isolation and sequencing

Total RNA from whole E9.5 embryos was extracted using an RNA extraction kit (Qiagen RNeasy mini kit; Qiagen, 74104), according to the manufacturer’s instructions and including the optional DNaseI digestion step. RNA quality and quantity were assessed on an automated analyser (Tapestation 4200; Agilent, G2991BA), and 500 ng RNA used to generate libraries using a library construction kit (TruSeq RNA prep kit v2; Illumina, RS-122-2002), according to the manufacturer’s instructions. Samples were run on a sequencing machine (NextSeq 2000; Illumina) to give 66 bp paired end reads.

### RNA sequencing analysis

Reads were aligned to the Mus musculus (mm39) genome using Rsubread^64^. Differential expression (DE) analyses were performed using the edgeR and limma software packages^65^. Library sizes were normalised using the trimmed mean of *M*-values (TMM) method^66^ and the surrogate variable approach^67^ was used to adjust for unwanted variation in the data. The false discovery rate (FDR) was controlled below 0.05. R version 4.2.2 was used for all analyses.

### Cut&Tag detection of H3K23 acetylation

CUT&Tag sequencing was performed on 50,000 MEFs combined with 50,000 *Drosophila melanogaster* S2 cells, as described in Kaya-Okur et al.^68^, with minor modifications as described in ref. ^69^. All buffers were prepared fresh with complete EDTA-free protease inhibitors (Roche, 11873580001) and 0.5 mM sodium butyrate (Sigma, B5887). Per sample, 10 µl concanavalin-A beads (Bangs Laboratories, BP531) were washed twice in 10 volumes binding buffer (20 mM HEPES pH 7.5 (Sigma, 83264), 10 mM KCl (Sigma, 60142), 1 mM CaCl_2_ (Sigma, 21115) and 1 mM MnCl_2_ (Sigma, M1787) and resuspended in 10 µl binding buffer. Combined MEFs and S2 *D. melanogaster* cells were washed twice in 1 ml wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl (Sigma, 71386), 0.5 mM spermidine (Sigma, S0266) and resuspended in 90 µl wash buffer. Concanavalin-A beads and samples were combined and incubated (RT, 10 min), immobilised using a magnetic rack (ThermoFisher, MR02) and beads resuspended in 100 µl ice-cold antibody buffer (wash buffer supplemented with 0.05 % (w/v) digitonin (Merck, 300410), 2 mM EDTA (Invitrogen, 15575020) and 0.1 % (w/v) BSA (Sigma, A8577) containing 1:100 H3K23ac (Millipore, 07-355) primary antibody. Samples were incubated overnight at 4 °C. The following morning, beads were resuspended in 100 µl wash buffer supplemented with 0.05% (w/v) digitonin containing 1:100 secondary antibody (Guinea pig anti-rabbit IgG, Antibodies Online, ABIN101961), incubated (RT, 1 h), washed thrice and resuspended in 100 µl ice-cold dig-300 buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM spermidine and 0.01 % (w/v) digitonin), supplemented with 1 2.5 µl pAG-Tn5 (EpiCypher, 15-1017). Samples were incubated (RT, 1 h), washed thrice, resuspended in 100 µl tagmentation buffer (wash buffer supplemented with 0.01 mM MgCl2 (Sigma, 63069) and incubated at 37 °C for 1 h. Tagmentation was stopped using 3.34 µl 0.5 M EDTA, 1 µl 10% (w/v) SDS (Sigma, 71736), and 0.83 µl 20 mg/ml thermolabile proteinase K (NEB, P8111S), incubating at 37 °C for 1 h and 800 rpm, followed by heat inactivation at 55 °C for 10 min. DNA was extracted using Ampure XP beads (Beckman, A63880), eluting in 25 µl 10 mM Tris-HCl pH = 8.0 (Invitrogen, 15568025), 1 mM EDTA and 25 µg/ml RNAse A (ThermoFisher, EN0531) at 37 °C for 10 min. 10 µl sample DNA elutes were used to generate sequencing libraries, which were amplified using PCR for 13 cycles. PCR products were cleaned up using 30 µl Ampure XP beads and eluted in 25 µl 10 mM Tris-HCl pH 8.0. Cleaned libraries were analysed using High Sensitivity D1000 gels (Agilent, 5067- 5584) on an Agilent 2200 tape station. Libraries were sequenced using an Illumina NextSeq2000.

### Analysis of CUT&Tag data

All samples were composed of *Mus musculus* (test) and *Drosophila melanogaster* RNA (spike-in for normalisation^70^). Furthermore, the transgenic BAC backbone samples contained the *sacB* gene. For alignment an index was built using Rsubread v2.18.0^71^ containing the mouse genome (mm39), the *Drosophila* genome (R655) and the *sacB* gene sequence. All samples were aligned to this combined genome index using Rsubread’s align function reporting uniquely mapped reads only. All PCR duplicate reads were then marked using sambamba v0.6.6. The data was then summarised at both the species and mouse gene level. Data around mouse genes was summarised at −1 kbp upstream of the TSS to the TSS, transcription end site (TES) to +1kbp downstream of the TES, and the gene body (TSS to TES). Fragment counts were produced using Rsubread’s featureCounts function. Fragments were counted if they were not a PCR duplicate and non-chimeric. Mouse genes were identified using RefSeq annotation to the mm39 genome. The analysis of each region was restricted to protein coding genes with official gene symbols. Riken, Gm (predicted), and pseudogenes were also removed. To avoid sex-based biases, the Xist gene and Y-chromosome were removed. Analysis of each region was then conducted independently. Differential analyses were conducted using the limma^65^ and edgeR^66^ software packages, versions 3.60.4 and 4.2.1 respectively.

For each analysis, lowly abundant regions were filtered using edgeR’s filterByExpr function with default parameters. The samples were then normalised to Drosophila melanogaster content using the following method:

1. Calculate total *drosophila* content for each sample.
2. Divide the above by the total filtered mouse counts for that sample.
3. Divide the resulting numbers by the product of all values calculated in step 2 to the power of (1/number of samples).

Differential analyses between genotypes were then conducted as follows.

TSS region: the data was transformed to log_2_-counts per million (CPM) and sample weights were calculated using limma’s arrayWeights function using the genebygene method^72^. Linear models were fit to each region and robust empirical bayes moderated t-statistics with a trended prior variance were then applied to identify differential regions (robust limma-trend pipeline with sample weights)^73^.

Gene body region: the data was transformed to log_2_CPM with associated precision weights using voom. Linear models were then fit to each genomic region, differences between groups were assessed using robust empirical bayes moderated t-statistics (robust limma-voom pipeline)^73^.

TES region: Limma’s voomWithQualityWeights function was applied to simultaneously transform the data to log_2_CPM with associated precision weights and estimate sample level weights^74^. Linear models were then fit to each genomic region, differences between groups were assessed using robust empirical bayes moderated t-statistics (robust limma-voomWithQualityWeights pipeline).

For each analysis the false discovery rate (FDR) was controlled below 5% using the Benjamini and Hochberg method.

### Statistics

The statistical analysis methods for the RNA-sequencing and CUT&Tag data are provided under the *RNA-sequencing analysis* and *Analysis of CUT&Tag data* section. Other data are presented as mean ± s.e.m. In all graphs circles represent individual mice or the average of transplant recipients that received cells from a single foetal liver donor. Statistical analyses were performed in Prism Graphpad Version 8.3.1 for Mac (GraphPad Software) and R version 4.2.2. Statistical tests employed and the number of biological replicates are stated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Reporting Summary

## Source data

Source Data

Transparent Peer Review file

## Data Availability

All RNA sequencing and CUT&Tag data has been deposited in the NCBI GEO database under accession numbers: GSE287243 and GSE287244 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287244]. Source data are provided with this paper.

# Supplementary material for: KAT6B overexpression rescues embryonic lethality in homozygous null KAT6A mice restoring vitality and normal lifespan
**Source:** Nat Commun. 2025 Feb 25;16:1958. doi: 10.1038/s41467-025-57155-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Data and Supplementary information**

### **KAT6B overexpression rescues embryonic lethality in homozygous null KAT6A mice restoring vitality and normal lifespan**

Maria. I. Bergamasco<sup>1,2</sup>, Yuqing Yang<sup>1,2</sup>, Alexandra L. Garnham<sup>1,2</sup>, Bilal N. Sheikh<sup>3,4</sup>, Gordon K. Smyth<sup>1,5</sup>, Anne. K. Voss<sup>1,2,\*,#</sup> and Tim Thomas<sup>1,2,\*,#</sup>

\*These authors contributed equally and share senior authorship

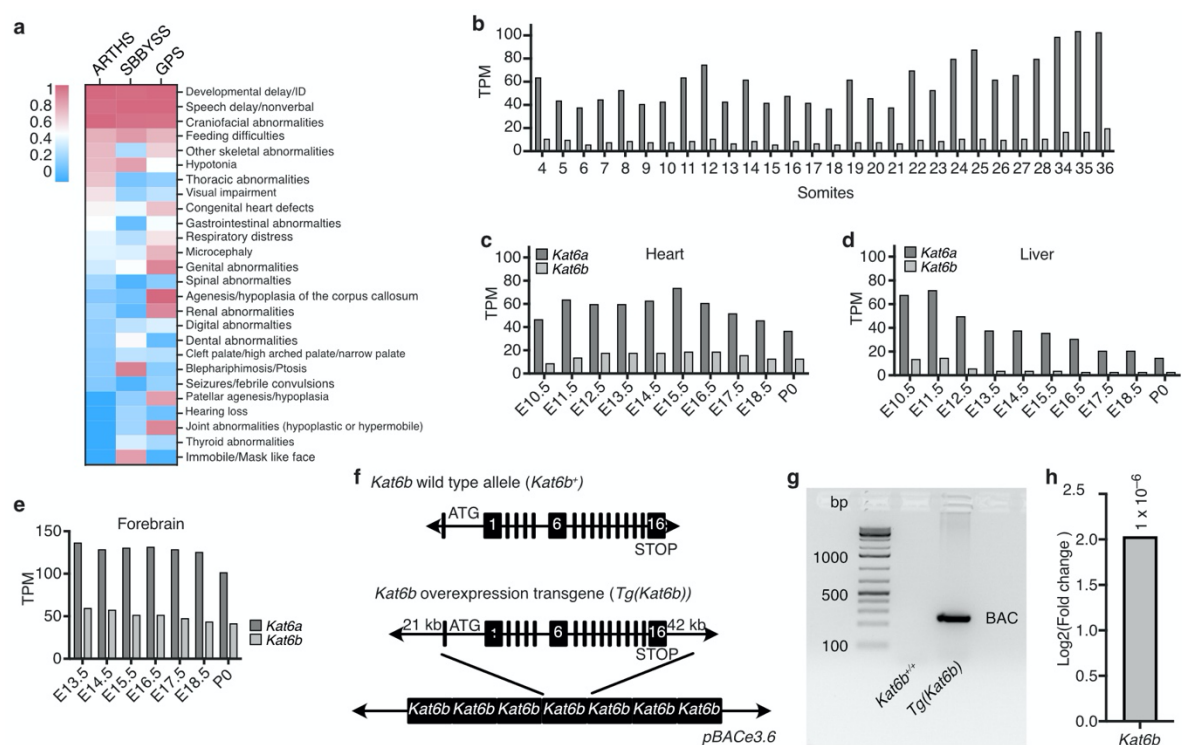

**Supplementary Figure 1: Comparison of human disorders caused by heterozygous mutations in the *KAT6A* or *KAT6B* gene, *Kat6a* and *Kat6b* gene expression, and generation of mice overexpressing *Kat6b***

(a) Heat map of the proportion (0-1) of commonly described traits in Arboleda-Tham syndrome (ARTHs), Say-Barber-Biesecker-Young-Simpson (SBBYSS) and Genitopatellar syndrome (GPS) patients. Related data shown in Supplementary Table 1.

(b) Comparison of *Kat6a* and *Kat6b* mRNA levels (TPM counts) in early mouse embryos, staged by somite count. Based on data collected from Expression Atlas<sup>1</sup>

(c) Comparison of *Kat6a* and *Kat6b* mRNA levels (TPM counts) during pre-natal heart development, based on data collected from Gene Expression Database (GXD), Mouse Genome Informatics website, based on sequencing data from<sup>2</sup>

(d) Comparison of *Kat6a* and *Kat6b* mRNA levels (TPM counts) during pre-natal liver development collected from Gene Expression Database (GXD), Mouse Genome Informatics website, based on sequencing data from<sup>2</sup>

(e) Comparison of *Kat6a* and *Kat6b* mRNA levels (TPM counts) in foetal forebrain development collected from Gene Expression Database (GXD), Mouse Genome Informatics website, based on sequencing data from<sup>2</sup>. Note that the relative levels of *Kat6b* compared to *Kat6a* in the brain are higher than other tissues where *Kat6a* dominates.

(f) Schematic drawing of the wild type *Kat6b* allele and the *pBACe3.6* clone *RP23-360F23* that contains the mouse *Kat6b* gene, as well as 21 kb 5' and 42 kb 3' of the coding exons, inserted as seven copies into the mouse genome to form the *Tg(Kat6b)* transgene.

(g) Genotyping PCR to detect SacB in the BAC backbone of the *Tg(Kat6b)* transgene.

(h) Log<sub>2</sub> fold change in *Kat6b* expression in *Tg(Kat6b)* E9.5 embryos compared to wild type controls. FDR =  $1 \times 10^{-6}$ . N = 4 embryos per genotype.

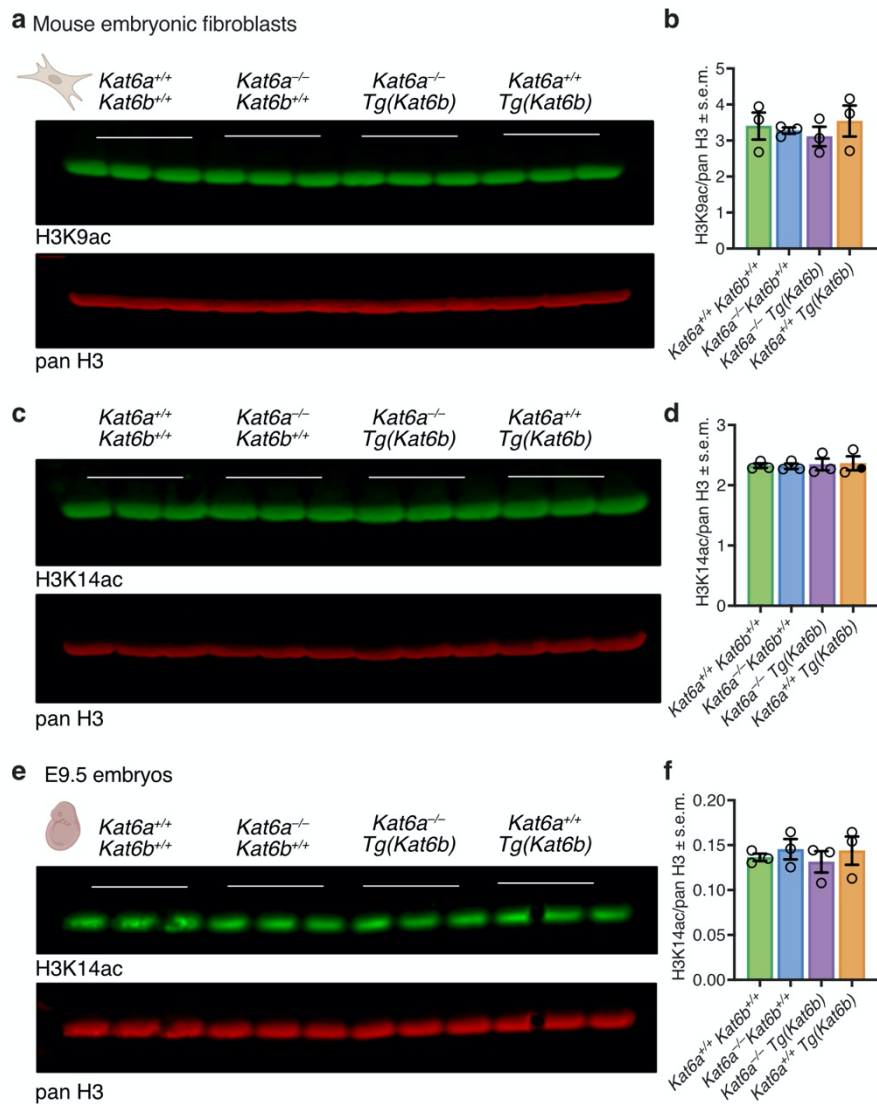

## Supplementary Figure 2: KAT6A and KAT6B do not affect H3K9 or H3K14 acetylation in MEFs or H3K14 acetylation in E9.5 embryos

(a-d) Western immunoblot of histone H3 lysine 9 (H3K9; a, b) and H3K14 (c, d) acetylation, with pan-H3 as a loading control, in mouse embryonic fibroblasts (MEFs). Densitometry (b, d) of the immunoblots in (a, c).

(e,f) Western immunoblot of H3K14 acetylation with pan-H3 as a loading control (e) in whole E9.5 embryos, with densitometry in (f).

N = MEFs isolated from 3 foetuses per genotype (a-d) or 3 embryos per genotype (e-f). 500 ng (a) or 2 µg (c, e) acid extracted histone protein loaded per sample. Each lane on the Western blots represents a MEF culture derived from an individual E14.5 embryo (a-d) or individual

E9.5 embryo (e,f). Data are presented as mean  $\pm$  s.e.m. and were analysed using a one-way ANOVA with Dunnett post hoc correction (b, d, f).

Created in BioRender. Bergamasco, M. (2025) <https://BioRender.com/m13f247>

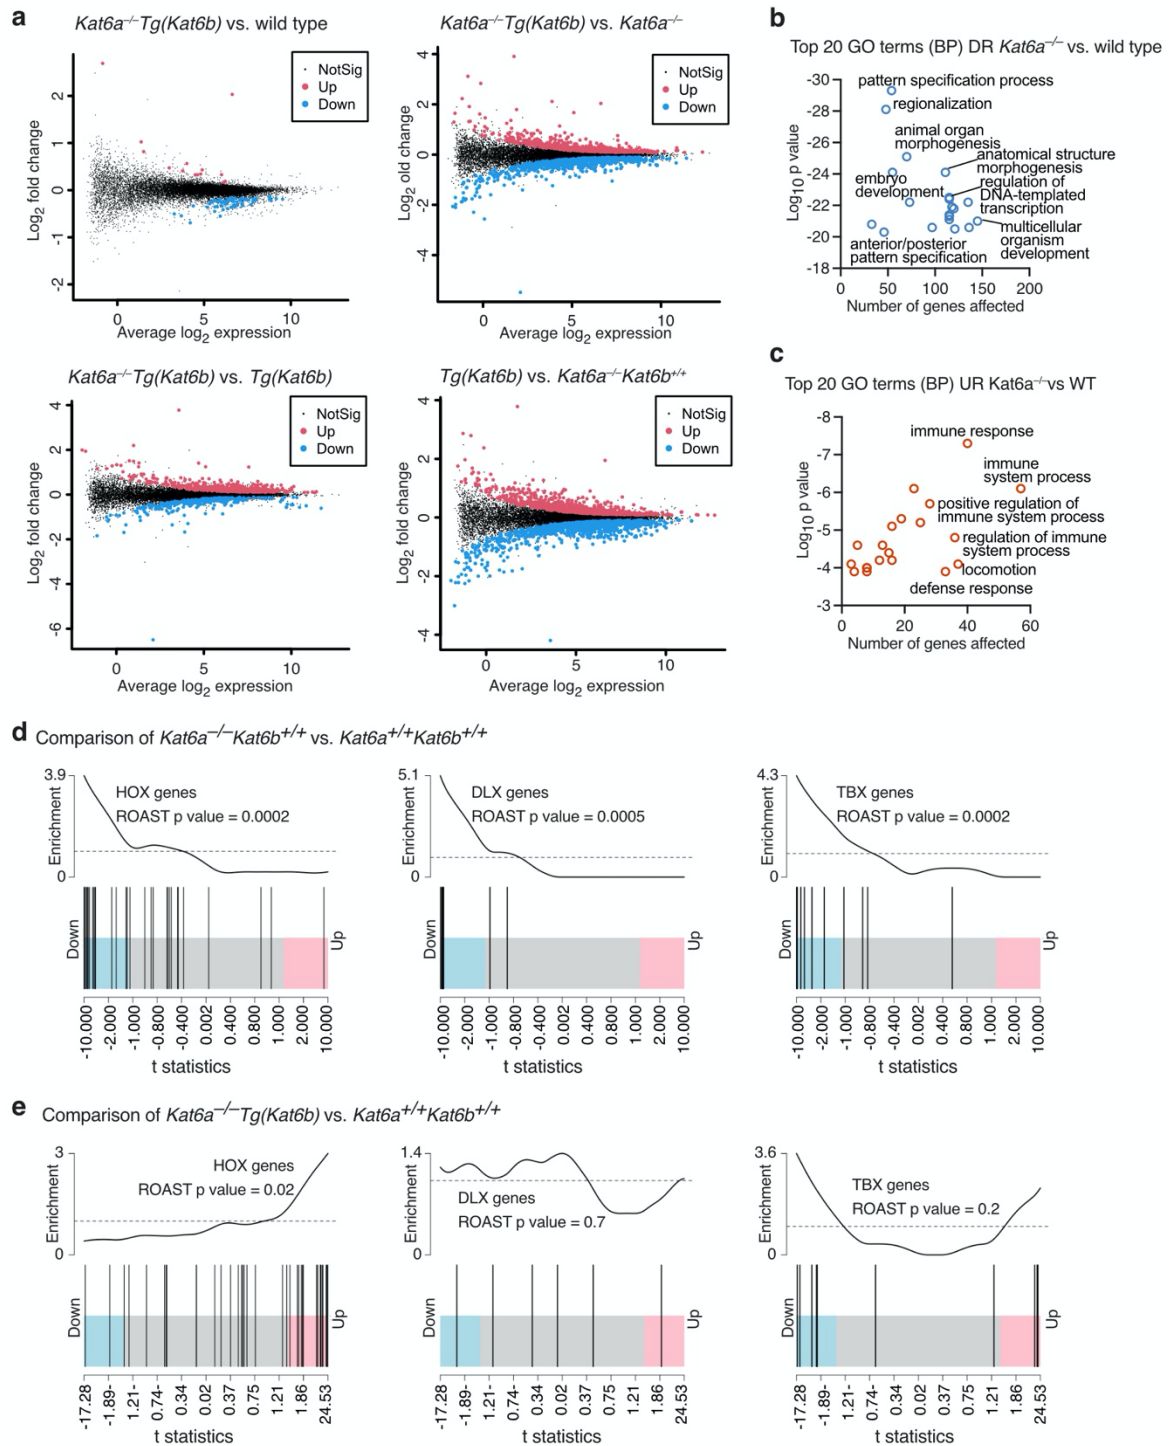

**Supplementary Figure 3: Deletion of the *Kat6a* gene results in reduced expression of development control genes and increased expression of less specific genes in E9.5 embryos** (a-c) RNA-sequencing data of *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>+/+</sup>Tg(*Kat6b*) and *Kat6a*<sup>-/-</sup>Tg(*Kat6b*) E9.5 embryos. N = 4 embryos per genotype. Data were analysed as

described in the methods section. A false discovery (FDR) < 0.05 was used as the cut off for significance.

(a) M ( $\log_2$  ratio) and A (mean average,  $\log_2$  CPM) plots showing genes significantly (FDR < 0.05) upregulated (UR) in red, genes significantly downregulated (DR) in blue and unchanged genes in grey.

(b,c) Top 20 Gene Ontology (GO) terms (BP) enriched in genes downregulated (b) or upregulated (c) in *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos. GO terms enriched with  $p < 10^{-6}$  are shown.

(d,e) Barcode plots showing the distribution of HOX, DLX and TBX genes as indicated among genes expressed in *Kat6a*<sup>-/-</sup> *Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> embryos (d) and *Kat6a*<sup>-/-</sup> *Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> embryos (e) ordered from down-regulated, left, to up-regulated, right, with the t-statistic on the x axis. The vertical lines represent HOX, DLX and TBX genes. The worms indicate the enrichment of these gene families either among the downregulated genes (all in d) or among the upregulated genes (HOX genes in e) or the lack of enrichment, namely relatively even distribution among all expressed genes (e.g., DLX genes in e). The p values from the rotation gene set tests (ROAST) enrichment analysis are displayed in the plots.

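A rotation gene set test asks whether the genes of a set change as a group in one direction, and it takes its p-value from random rotations of the residuals of the fit. With limma's roast on voom log2 CPM and the 2 surrogate variables, the two-sided p in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos was 0.0001 for the 38 *Hox* genes, 0.0003 for the 6 *Dlx* genes and 0.0005 for the 10 *Tbx* genes, all downregulated. The smallest p these rotations can give is 0.0001. In *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos it was 0.0206 for the *Hox* genes, which were upregulated, 0.983 for the *Dlx* genes and 0.460 for the *Tbx* genes. In *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos all 3 sets were upregulated, with 0.0001 for the *Hox*, 0.0001 for the *Dlx* and 0.0005 for the *Tbx* genes. The upregulation of the *Hox* set in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was not significant without wild-type replicate 1 (0.0554) or *Kat6a*-/-*Tg(Kat6b)* replicate 1 (0.102). With limma's camera at a preset correlation the calls against wild type were the same as with roast, and all of them held with fry. With a correlation estimated from the data, the *Hox* set in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was not significant (0.0595), and the 3 sets in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos were.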

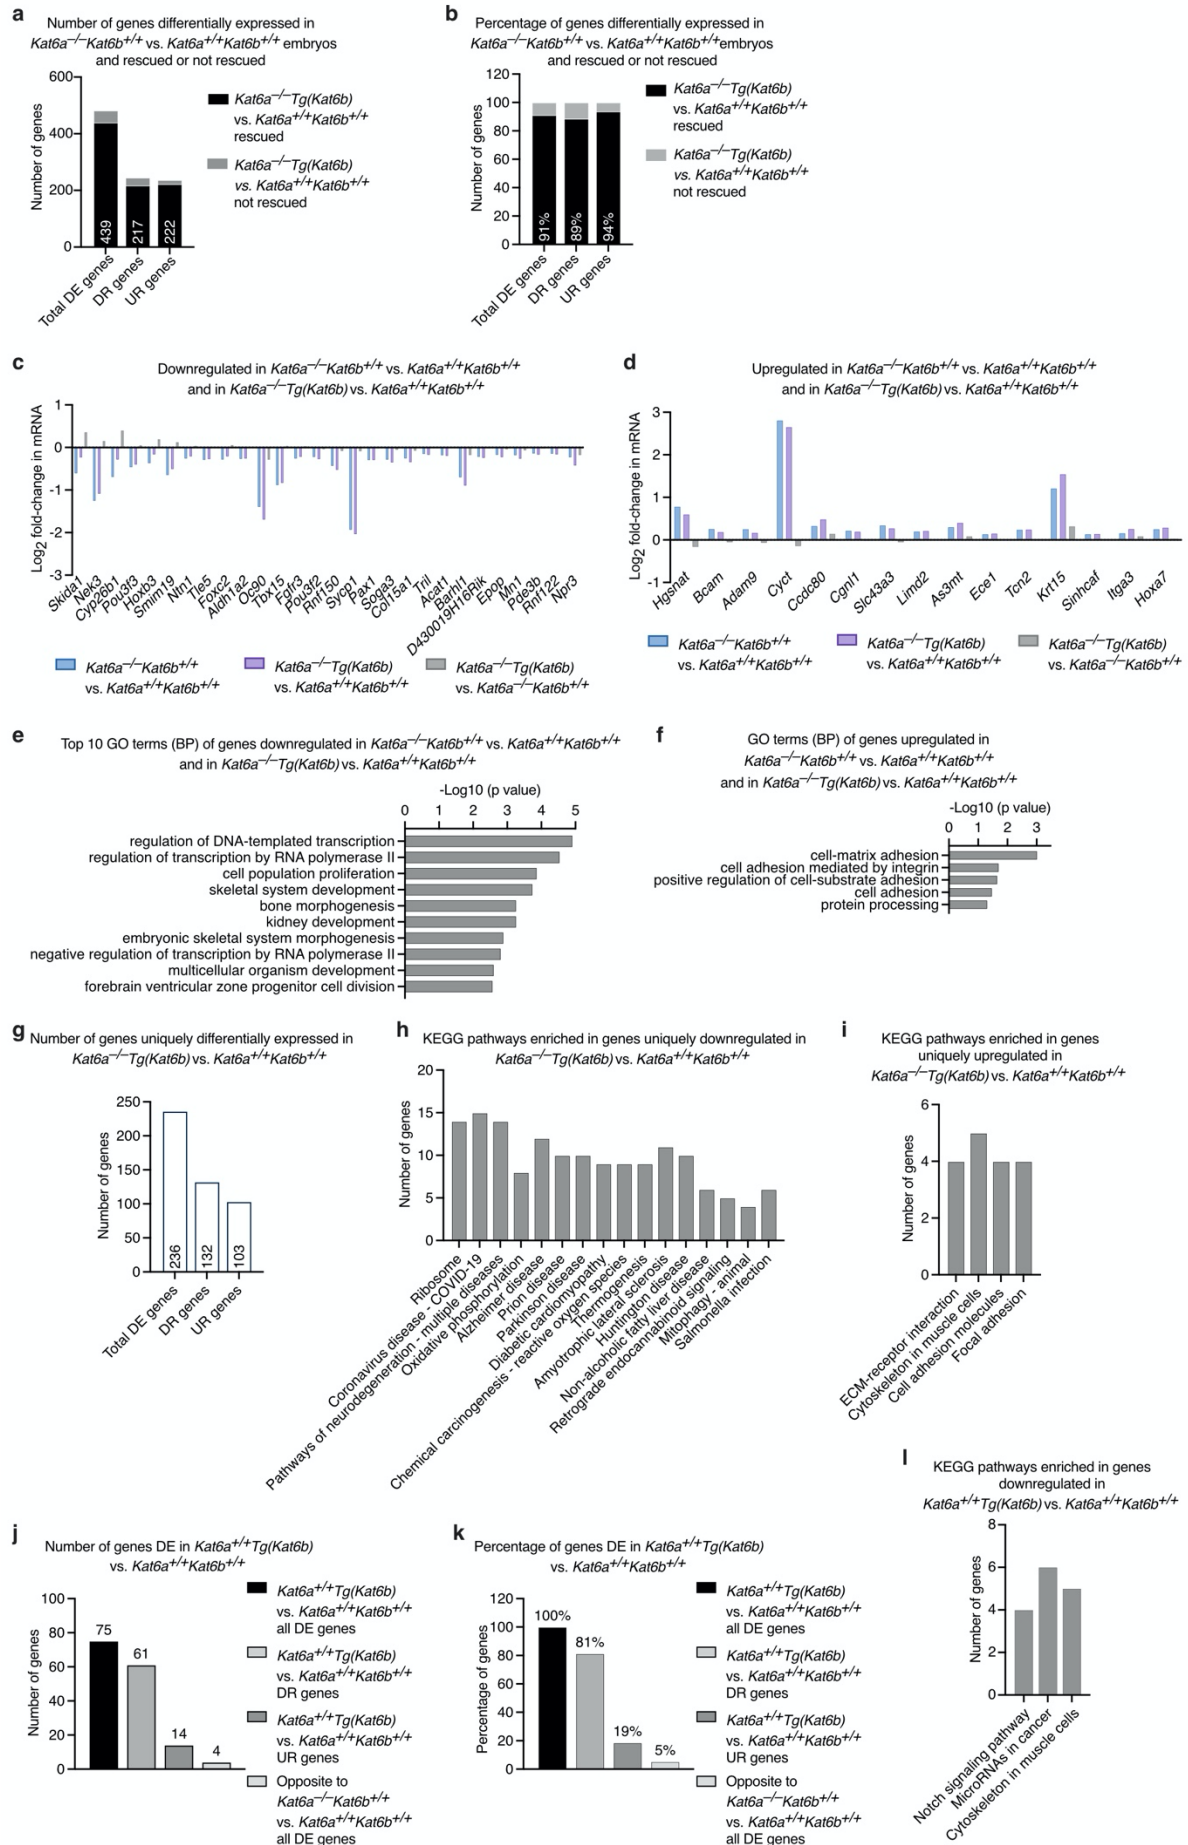

**Supplementary Figure 4. Characterisation of gene expression not rescued by overexpression of *Kat6b* in *Kat6a*<sup>-/-</sup> embryos and genes differentially expressed in *Tg(Kat6b)* compared to wild type controls.**

(a-l) RNA-sequencing data of *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* and *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* E9.5 embryos. N = 4 embryos per genotype. Data were analysed as described in the methods section. A false discovery (FDR) < 0.05 was used as the cut off for significance.

(a,b) The number (a) and percentage (b) of genes differentially expressed in *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> embryos and rescued vs. not rescued by overexpression of *Kat6b* in the *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> embryos. The number (a) and percentage (b) of the rescued genes are indicated within the black bars.

(c) Downregulated genes in *Kat6a*<sup>-/-</sup> compared to wild type together with downregulated genes in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls.

(d) Upregulated genes in *Kat6a*<sup>-/-</sup> compared to wild type together with upregulated genes in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls.

(e,f) GO terms associated with downregulated genes (e) and with upregulated genes (f) in *Kat6a*<sup>-/-</sup> compared to wild type that are not rescued in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls. Note that these analyses are limited by the small number of genes that are not rescued.

(g) Genes uniquely differentially expressed in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls. The number of genes uniquely differentially expressed are indicated within the white bars.

(h) KEGG pathways enriched with genes uniquely downregulated in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls.

(i) KEGG pathways enriched with genes uniquely upregulated in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* compared to wild type controls. Note that only 3 KEGG pathways are enriched and this driven by less than 10% of the DE genes.

(j,k) The number (j) and percentage (k) of genes differentially expressed in *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> embryos. The number (j) and percentage (k) of genes are indicated above the bars.

(l) KEGG pathways enriched with genes downregulated in *Tg(Kat6b)* compared to wild type controls.

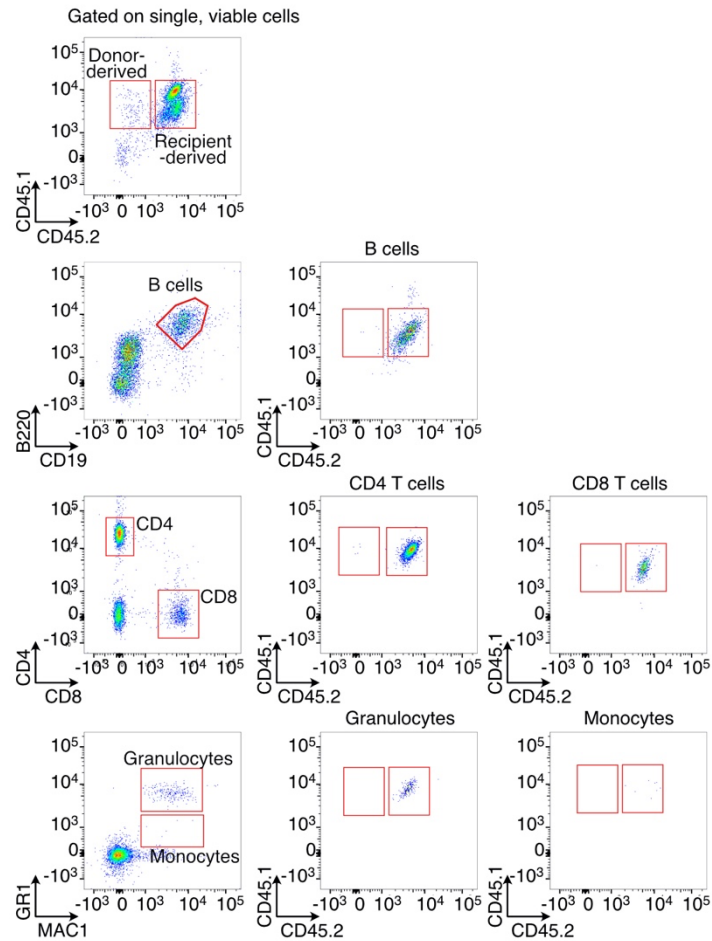

**Supplementary Figure 5: *Kat6a*<sup>-/-</sup> E14.5 foetal liver cells fail to reconstitute irradiated recipients.**

Representative flow cytometry profiles of a recipient of *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> foetal liver cells 3 weeks after transplantation. Foetal liver donor (CD45.1<sup>+</sup>) cells vs. recipient (CD45.1/2<sup>+</sup>) are shown for the total live cell population and each peripheral blood cell population analysed. Note the absence of foetal liver donor (CD45.1<sup>+</sup>)-derived peripheral white blood cells.

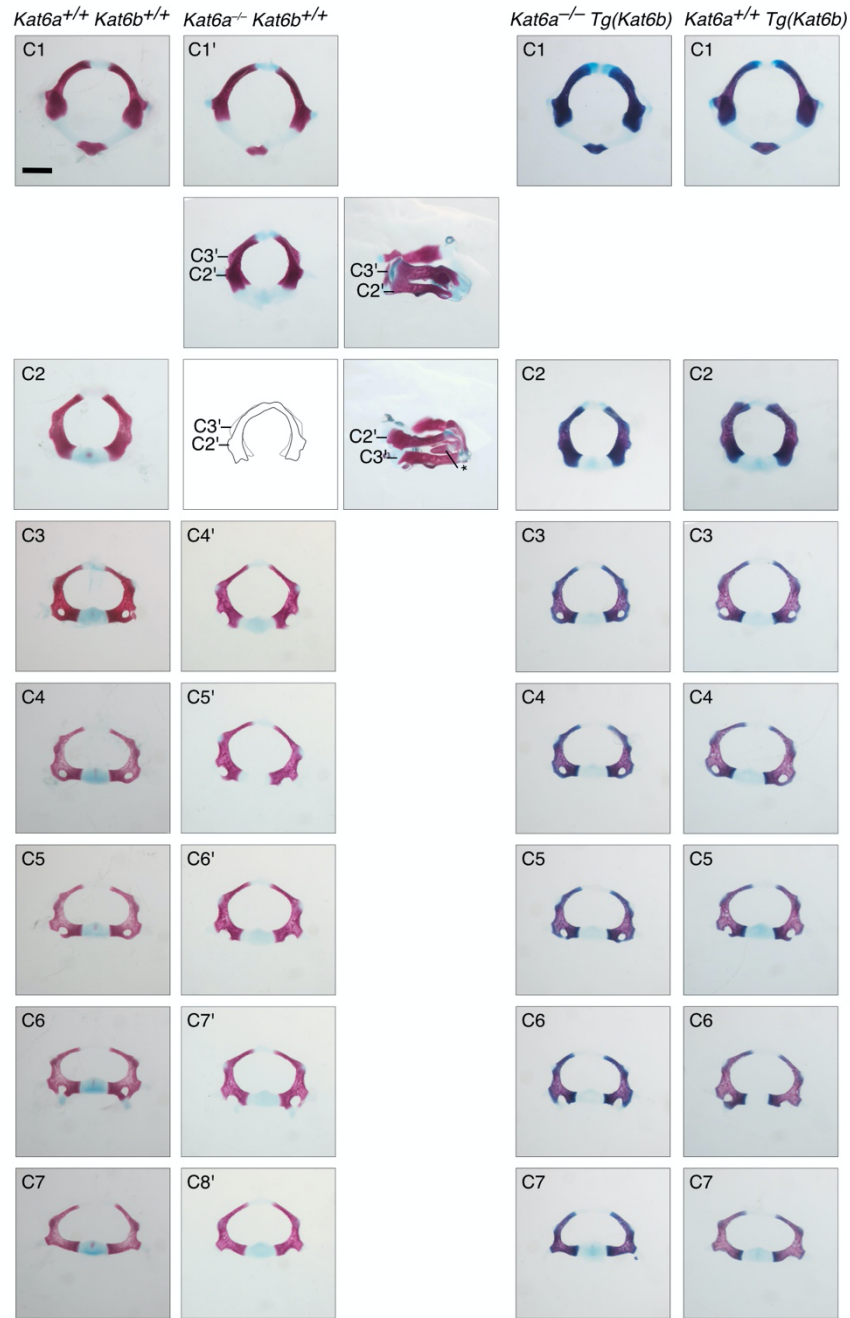

**Supplementary Figure 6: Wild type, *Kat6a*<sup>-/-</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and *Tg(Kat6b)* cervical vertebrae**

Representative images of alizarin red (bone) and alcian blue (cartilage) stained cervical vertebrae preparations dissected from N = 9 *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, 1 *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, 4 *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and 5 *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* E18.5 fetuses. Note that the *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> foetus has a total 8 cervical vertebrae with C2 and C3 fused, whereas all other genotypes have the normal number of seven cervical vertebrae.

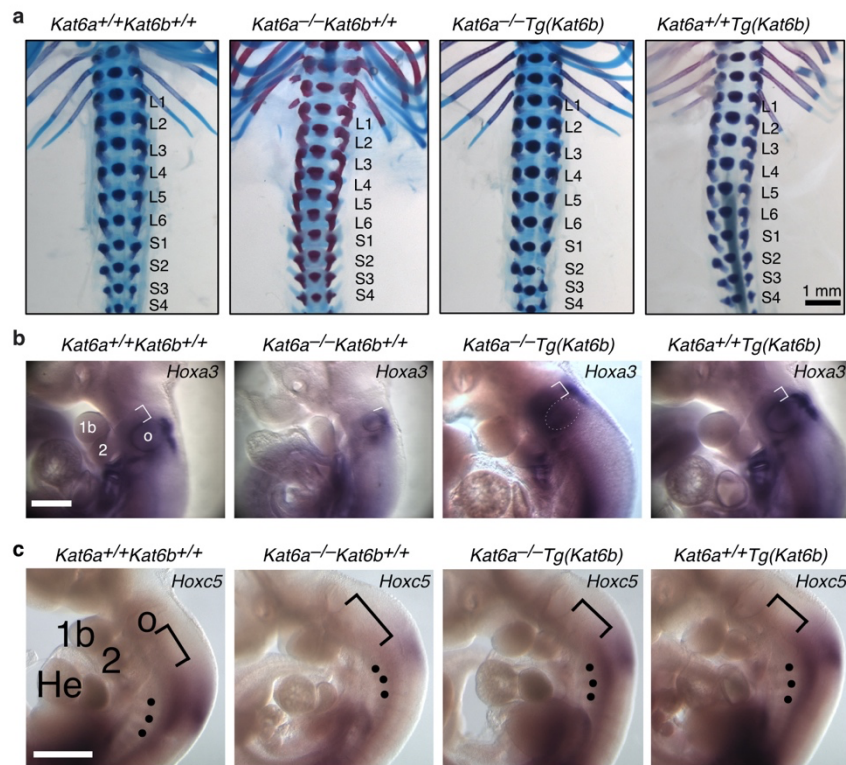

**Supplementary Figure 7: Lumbar skeleton and *Hoxa3* whole mount in situ hybridization from wild type *Kat6a*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and *Tg(Kat6b)*.**

(a) Representative images of alizarin red (bone) and alcian blue (cartilage) stained skeletal preparations of N = 9 *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, 1 *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, 4 *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and 5 *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* from E18.5 fetuses. Note that the homeotic transformation present in *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> fetuses in the 19 cervical and thoracic vertebrae does not extend to the lumbar regions.

(b) Representative images of whole-mount RNA/RNA in situ hybridisation detecting *Hoxa3* mRNA (purple) in E10.5 *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* embryos. The brackets mark the distance from the anterior expression boundary of *Hoxa3* to the otic vesicle. Scale bar = 370  $\mu$ m

b) High magnification images of Fig. 4d whole-mount RNA/RNA in situ hybridisation detecting *Hoxc5* mRNA (purple). E10.5 *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>

*Tg(Kat6b)* and *Kat6a<sup>+/+</sup>Tg(Kat6b)* embryos. The brackets mark the distance from the anterior expression boundary of *Hoxc5* to the otic vesicle. Scale bar = 680  $\mu$ m

1b, mandibular portion of the first pharyngeal arch; 2, second pharyngeal arch; He, heart; o, otic vesicle. Scale bar = 370  $\mu$ m in b.

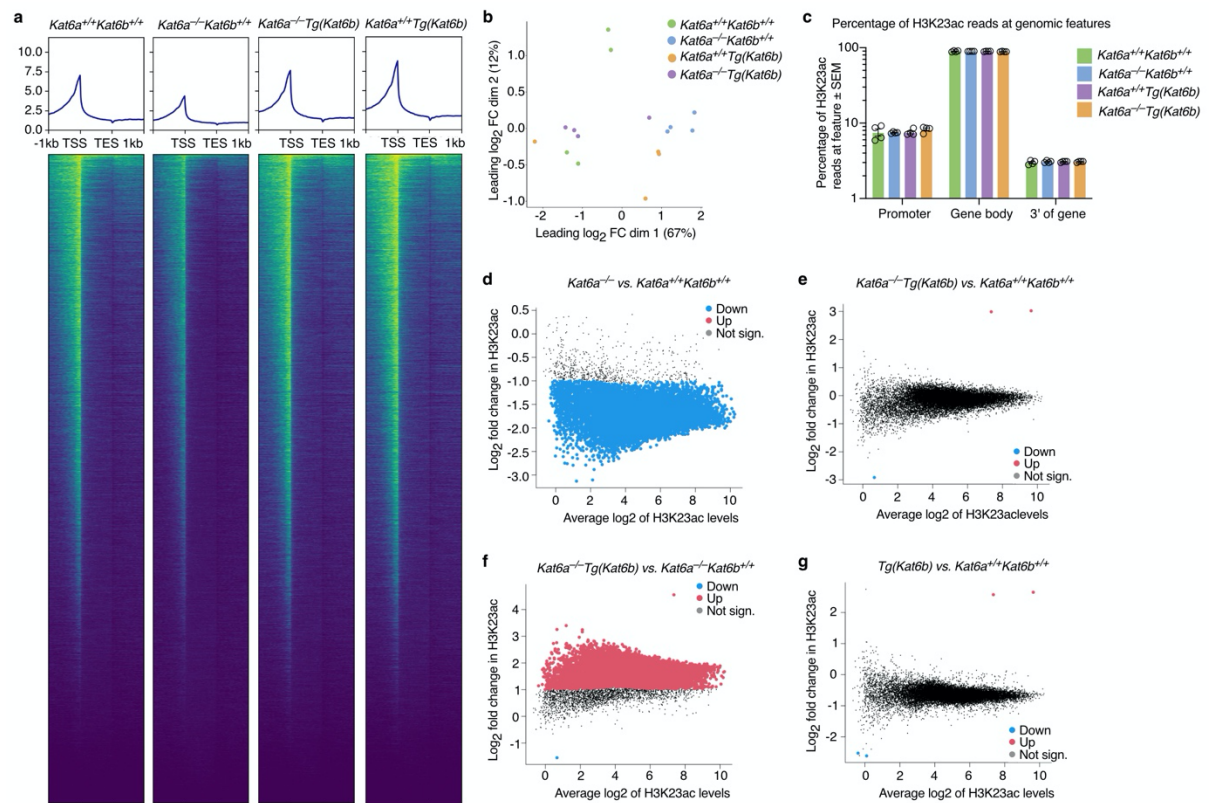

**Supplementary Figure 8: CUT&Tag analysis of H3K23ac in *Kat6a*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and *Tg(Kat6b)* cells.**

(a-g) CUT&Tag results detecting histone H3 lysine 23 acetylation (H3K23ac) in primary mouse embryonic fibroblasts isolated from E14.5 *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* and *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* E10.5 foetuses. N = 4 foetuses per genotype. Data were analysed as described in the methods section. A false discovery rate (FDR) of less than 0.05 was considered significant.

(a) Coverage plot and probe alignment plot showing high H3K23ac occupancy near the transcription start site.

(b) Multidimensional scaling plot of the leading pairwise comparisons in H3K23ac levels in gene bodies showing *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* and *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* MEF samples.

(c) Percentage of H3K23ac reads at the genomic features promoter (-1 kb to TSS), gene body and TES to 1 kb downstream of TES. Note that the distribution of H3K23ac occupancy is similar between genotypes.

(d-g) M (log<sub>2</sub> ratio) and A (mean average, log<sub>2</sub> CPM) plots showing gene bodies decorated with H3K23ac in MEFs isolated from *Kat6a*<sup>-/-</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> (d), *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> (e), *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> (f) and *Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> foetuses . Genes with a reduction in H3K23ac are shown in blue, increase in red, unchanged in black. Note the decrease in H3K23ac *Kat6a*<sup>-/-</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> MEFs at almost all gene bodies (d) and that overexpression of *Kat6b* on a *Kat6a* null background restores normal acetylation patterns at H3K23 (e). Comparison of *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> shows an increase in H3K23ac at most loci (f). Comparison of *Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> shows that expression of the *Kat6b* transgene has little effect on wild type cells (g).

## References

- 1 Moreno, P. *et al.* Expression Atlas update: gene and protein expression in multiple species. *Nucleic Acids Res* **50**, D129-D140 (2022).
- 2 Cardoso-Moreira, M. *et al.* Gene expression across mammalian organ development. *Nature* **571**, 505-509 (2019).

**Supplementary Table 1: PCR genotyping oligonucleotides**

| Oligonucleotides                    | Source            | Identifier |
|-------------------------------------|-------------------|------------|
| <i>Tg(Kat6b)</i> genotyping primers |                   |            |
| 5'-CAACTCAATCGACAGCTGGA-3'          | This study        | SacB L     |
| 5'-GGCTTTGTTTGCCGTAATGT-3'          |                   | SacB R     |
| <i>Kat6a</i> genotyping primers     |                   |            |
| 5'-TTCTTGACCTCTGTGTCGTGTGC-3'       | Voss et al., 2009 | MozA       |
| 5'-AGAAGTACAGTGCTTTGGTTTCC-3'       |                   | MozB       |
| 5'-ATAGGAACTTCATCAGTCAGGTAC-3'      |                   | MozC       |

**Supplementary Table 2: Antibodies used for the Flow Cytometry**

| <b>Antibody</b>              | <b>Source</b> | <b>Clone or catalogue number</b> |
|------------------------------|---------------|----------------------------------|
| anti-B220-A700               | WEHI          | Clone RA3-6B2                    |
| anti-CD19-A700               | WEHI          | Clone 1D3                        |
| anti-CD19-PECY7              | BD            | 552854                           |
| anti-CD19-Pacific Blue       | Biolegend     | 115523                           |
| anti-CD4-A700                | WEHI          | Clone GK1.5                      |
| anti-CD4-APC                 | BD            | 553730                           |
| anti-CD8-A700                | WEHI          | Clone 53.6.7                     |
| anti-CD8-PE                  | WEHI          | Clone 56.3.7                     |
| anti-GR1-A700                | WEHI          | Clone RB6-8C5                    |
| anti-GR1-A594                | WEHI          | Clone 1A8                        |
| anti-Ter119-A700             | WEHI          | Clone TER-119                    |
| anti-LyG6-A700               | WEHI          | Clone LyG6                       |
| anti-SCA1-A594               | WEHI          | Clone E13                        |
| anti-cKIT-PerCPCy5.5         | BD            | 560557                           |
| anti-CD48-PECY7              | BD            | 560731                           |
| anti-CD150-A647              | Biolegend     | 115918                           |
| anti-CD34-FITC               | eBioscience   | 11-03410-82                      |
| anti-CD16/32-PECY7           | BD            | 01317                            |
| anti-CD16/32-APC             | ThermoFisher  | 17-0161-82                       |
| anti-CD127/IL7R $\alpha$ -PE | WEHI          | Clone A7R34                      |
| anti-CD45.1-BV650            | BD            | 56754                            |
| anti-CD45.1-PECy7            | Biolegend     | 110730                           |
| anti-CD45.2-FITC             | WEHI          |                                  |
| anti-CD45.2-A647             | WEHI          | Clone s450-15-2                  |
| anti-CD45.2-PECy7            | ThermoFisher  | 25-0454-82                       |
| anti-IgM-FITC                | WEHI          | Clone 5.1                        |
| anti-IgM A647                | WEHI          |                                  |
| anti-IgD-PE                  | Biolegend     | 405706                           |
| Fluorogold (viability)       | Milipore      | AB153-I                          |

**Supplementary Table 3: Cell surface markers used for flow cytometry**

| Tissue type                     | Cell type  | Markers                                                                                          |
|---------------------------------|------------|--------------------------------------------------------------------------------------------------|
| Bone marrow<br>and foetal liver | LSK        | Lineage <sup>-</sup> Sca1 <sup>+</sup> c-Kit <sup>+</sup>                                        |
|                                 | HPC1       | Lineage <sup>-</sup> Sca1 <sup>+</sup> c-Kit <sup>+</sup> CD48 <sup>+</sup> CD150 <sup>-</sup>   |
|                                 | HPC2       | Lineage <sup>-</sup> Sca1 <sup>+</sup> c-Kit <sup>+</sup> CD48 <sup>+</sup> CD150 <sup>+</sup>   |
|                                 | HSC        | Lineage <sup>-</sup> Sca1 <sup>+</sup> c-Kit <sup>+</sup> CD48 <sup>-</sup> CD150 <sup>+</sup>   |
|                                 | MPP        | Lineage <sup>-</sup> Sca1 <sup>+</sup> c-Kit <sup>+</sup> CD48 <sup>-</sup> CD150 <sup>-</sup>   |
| Bone marrow                     | LK         | Lineage <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup>                                        |
|                                 | CMP        | Lineage <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup> CD34 <sup>+</sup> CD16/32 <sup>-</sup> |
|                                 | GMP        | Lineage <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup> CD34 <sup>+</sup> CD16/32 <sup>+</sup> |
|                                 | MEP        | Lineage <sup>-</sup> Sca1 <sup>-</sup> c-Kit <sup>+</sup> CD34 <sup>-</sup> CD16/32 <sup>-</sup> |
|                                 | CLP        | Lineage <sup>-</sup> Sca1 <sup>int</sup> c-Kit <sup>int</sup> IL7R $\alpha$ <sup>+</sup>         |
|                                 | PreB       | B220 <sup>+</sup> CD19 <sup>+</sup> cKIT <sup>-</sup>                                            |
|                                 | ProB       | B220 <sup>+</sup> CD19 <sup>+</sup> cKIT <sup>+</sup> IgM <sup>-</sup> IgD <sup>-</sup>          |
|                                 | Immature B | B220 <sup>+</sup> CD19 <sup>+</sup> cKIT <sup>-</sup> IgM <sup>+</sup> IgD <sup>-</sup>          |
|                                 | Mature B   | B220 <sup>+</sup> CD19 <sup>+</sup> cKIT <sup>-</sup> IgM <sup>+</sup> IgD <sup>+</sup>          |
| Peripheral blood                | B-cell     | B220 <sup>+</sup> CD19 <sup>+</sup>                                                              |
|                                 | CD4 T-cell | CD4 <sup>+</sup> CD8 <sup>-</sup>                                                                |
|                                 | CD8 T-cell | CD4 <sup>-</sup> CD8 <sup>+</sup>                                                                |
|                                 | Neutrophil | Gr1 <sup>hi</sup> Mac1 <sup>+</sup>                                                              |
|                                 | Monocyte   | Gr1 <sup>med</sup> Mac1 <sup>+</sup>                                                             |

\* Lineage negative refers to B220, CD19, CD4, CD8, GR1, LYG6 and TER119; superscripts: int, intermediate; hi, high; med, medium.

# Supplementary material for: KAT6B overexpression rescues embryonic lethality in homozygous null KAT6A mice restoring vitality and normal lifespan
**Source:** Nat Commun. 2025 Feb 25;16:1958. doi: 10.1038/s41467-025-57155-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files:

**Supplementary Data 1:** Trait frequencies described in Arboleda-Tham (KAT6A), SayBarber-Biesecker-Young-Simpson (KAT6B) and Genitopatellar syndrome (KAT6B) patients, separated by study.

**Supplementary Data 2:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos.

**Supplementary Data 3:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos.

**Supplementary Data 4:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos.

**Supplementary Data 5:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos

**Supplementary Data 6:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* E9.5 embryos.

**Supplementary Data 7:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>+/+</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos.

**Supplementary Data 8:** Related to Figure 2. RNA-sequencing data, genes differentially expressed in *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup>, *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> and *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> E9.5 embryos, selected gene families only.

**Supplementary Data 9:** Related to Figure 6. CUT&Tag analysis of H3K23ac in *Kat6a*<sup>-/-</sup> *Kat6b*<sup>+/+</sup> vs. *Kat6a*<sup>+/+</sup> *Kat6b*<sup>+/+</sup> MEFs.

**Supplementary Data 10:** Related to Figure 6. CUT&Tag analysis of H3K23ac in *Kat6a*<sup>-/-</sup> *Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup> *Kat6b*<sup>+/+</sup> MEFs.

**Supplementary Data 11:** Related to Figure 6. CUT&Tag analysis of H3K23ac *Kat6a*<sup>+/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>+/+</sup>*Kat6b*<sup>+/+</sup> MEFs.

**Supplementary Data 12:** Related to Figure 6. CUT&Tag analysis of H3K23ac in *Kat6a*<sup>-/-</sup>*Tg(Kat6b)* vs. *Kat6a*<sup>-/-</sup>*Kat6b*<sup>+/+</sup> MEFs.

How the deposited data were processed for this re-analysis (not part of the article)

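RNA was sequenced from 16 whole mouse embryos at E9.5, 4 each of *Kat6a*+/+*Kat6b*+/+ (wild type), *Kat6a*-/-*Kat6b*+/+, *Kat6a*+/+*Tg(Kat6b)* and *Kat6a*-/-*Tg(Kat6b)*. The paper's methods state that libraries were made from total RNA with the TruSeq kit and that paired-end reads were aligned to mm39 with Rsubread. For each embryo the authors deposited counts, the number of reads counted on each of 26411 genes without normalization, with Entrez identifiers, symbols and gene lengths. For the RNA-seq the paper's text does not name the counting function, the annotation release, the strand setting or the handling of reads shared between genes. Genes that overlap a gene on the opposite strand, or that belong to a family of near-identical copies, are therefore uncertain, which is stated beside some of them. Opposite-strand overlaps not stated there cover 6.27% of the exon bases of *Tbx15*, 2.23% and 2.57% of *Dlx6os1* and 2.53% of *Map1a*. They cover 1.33% of *Wipi1*, 1.22% of *Tbx1*, 0.898% of *Kat6a*, 0.422% of *Kat6b* and 0.106% of *Kit*. Genotype, replicate, sex and litter of each embryo were taken from the sample labels and the paper, and *Xist* and 4 genes of the Y chromosome were checked against the sex labels. Gene positions come from the GENCODE annotation of GRCm39 by symbol, where 25282 of the 26411 genes matched a single gene.

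Counts on genes summed to between 14407277 and 45665680 per embryo. The genes kept in the tests held between 99.95% and 99.96% of them in every library. The lowest library was a wild-type embryo, which limits the precision for genes with few counts, and a fold change against embryos with at most 3 counts each is given as a lower bound.

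From these counts, edgeR 4.0.16 in R 4.3.3 was used for the tests. Genes were kept by filterByExpr with its defaults (minimum count 10, minimum total 15), which left 15679, and TMM gave scaling factors between 0.985 and 1.02. The surrogate variable step used sva 3.50.0 on log2 CPM (prior count 2) with genotype protected. The number of variables, at most 4, was estimated with 20 permutations and a fixed seed, and was 2. The fit was a robust quasi-likelihood model over all 16 embryos with the surrogate variables as covariates. Each pair of genotypes was a contrast, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. This adjusted p-value is written as edgeR FDR, and 0.05 was the threshold. For the *Hox*, *Dlx* and *Tbx* genes the adjustment was also made over the list alone, as in the paper, and limma 3.58.1 gave rotation gene set tests (roast, 9999 rotations, two-sided). CPM values are TMM-normalized, with the SD over 4 embryos. RPKM values were computed from the counts, the same library sizes and the deposited gene lengths. Comparisons of single values used two-sided exact permutation tests, whose smallest p for 4 embryos against 4 is 0.0286. Intervals of shares are 95% Wilson intervals. Multidimensional scaling used the 500 genes with the largest differences for each pair of embryos.

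The genes named in the text were set by a rule before the data were examined. They are the genes that the paper's RNA-sequencing text or its Figs. 1b, 2g–i and 3c and Supplementary Figs. 1h, 4c and 4d name. For *Kat6a*-/-*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* and *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos they also include the 5 genes with the largest log2 fold change among those past the threshold, with an average log2 CPM of at least 0 and no overlap of the groups. Further genes were *Xist* and the Y genes as sex checks, annotated genes on the flanks of the transgene's clone, and genes within 20 Mb of *Kat6a* changed in the same direction in both *Kat6a*-/- groups. A few genes outside the rule are named in the last sections and were chosen after their values were seen.

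Alternatives set before the data were examined were no or 1 surrogate variable, DESeq2's size factors in edgeR, DESeq2 1.42.0, limma-voom, no filter, at least 10 counts in every embryo, sex as a covariate, replicate number as a block, litter as a block, fits of only the 2 genotypes compared, leaving out each embryo in turn, other criteria of rescue, a threshold of 0.01, other gene set tests and other settings of the scaling and distances. A further 8 were added after the data had been examined, as was litter as a block for *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos. The numbers of differentially expressed genes, but no other result, were also taken under 26 more combinations of test, gene set and number of surrogate variables that were tried while the counts were explored. The tests were first tested on simulated data, drawn from the means and library sizes of these embryos with 200 changed genes. These had an average log2 CPM over 1 and changed by 2-fold or more, which is larger than most changes called in the data. On 15552 genes edgeR called 195 of them and 6 of 15352 others, so 2.99% of its calls were false. On 15679 genes DESeq2 called 195 and 15 others, and on 15552 genes limma-voom called 196 and 7 others. CUT&Tag, flow cytometry and protein data, the GO and KEGG terms of the paper and the stages of Fig. 1b other than E9.5 were not analysed here. The paper's tables of the comparisons between genotypes were held in part, with 1999 genes each, so no overlap or enrichment was computed with them, and only values of named genes and counts past the paper's threshold were compared.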

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

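The tests of the flanks of *Kat6a*, of the genes on the clone, of *Wipi1*, of the length of genes lower in *Kat6a*+/+*Tg(Kat6b)* embryos and of chromosome 8 were chosen after the result was seen, and the others before.

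In 9 of 124 groups of 4 embryos, 1 value stood apart from the other 3 by more than 0.829 of the group's range, where chance gives 6.2. The 9 values, in CPM, were *Kat6a* at 138 in *Kat6a*+/+*Tg(Kat6b)* replicate 1 (others 189 to 196), *Oc90* at 1.30 in *Kat6a*-/-*Tg(Kat6b)* replicate 1 (0.432 to 0.549), *Dlx5* at 8.01 in wild-type replicate 1 (10.1 to 10.4), *Tbx3* at 38.4 in *Kat6a*+/+*Tg(Kat6b)* replicate 4 (33.3 to 33.9), *Tbx5* at 10.2 in *Kat6a*+/+*Tg(Kat6b)* replicate 3 (19.2 to 20.6), *Smim19* at 18.9 in wild-type replicate 4 (15.5 to 15.9), *Cyct* at 0.0446 in wild-type replicate 3 (others 0), *Cyct* at 0.0873 in *Kat6a*+/+*Tg(Kat6b)* replicate 4 (0.0412 to 0.0426) and *Wipi1* at 6.70 in *Kat6a*-/-*Kat6b*+/+ replicate 2 (8.24 to 8.48). Both *Cyct* values are a few counts, at or under the level that counts resolve. For the other values except *Kat6a*, no explanation was tested.

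The low *Kat6a* value of *Kat6a*+/+*Tg(Kat6b)* replicate 1 went with lower counts of long genes in that library. Its 832 genes over 8000 bases had a median log2 difference of −0.27 from the other 3 embryos of the genotype, against −0.0987 to 0.125 in the other 15 libraries, and its 2686 genes of up to 2000 bases had a median of 0.148. A length bias in the making of this library is a candidate explanation. Biological differences between the embryos were not tested.

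The change of *Tbx15* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos differed between the sexes (edgeR FDR of the interaction = 0.00761), with a log2 fold change of −2.62 in females and 0.19 in males, 2 embryos of each genotype in each. In *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos the edgeR FDR of the same interaction was 0.0983. Interactions with sex passed the threshold for 230 genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 82 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 14 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 9 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos. The female wild-type embryos come from litters 2597 and 2598 and the males from litters 801 and 803, so sex and litter are confounded in the wild type and no test here parts them.

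Some of the 5 genes with the largest change at an average log2 CPM of at least 0 and no overlap of the groups, in each comparison with wild type, are not discussed by the paper. In *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos these were *Dlx6os1* (log2 fold change −1.96), *Mrc1* (1.38) and *Itgal* (1.30). They were *Wipi1* (−6.78) and *Lipo2* (−1.81) in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, and in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ *Masp2* (1.06), *Nrk* (−0.64) and *Map1a* (−0.50). *Dusp29* rose by 3.34 in *Kat6a*+/+*Tg(Kat6b)* and 3.48 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. *Itgal* lost its call without wild-type replicate 2 or 3 or *Kat6a*-/-*Kat6b*+/+ replicate 2 (edgeR FDR = 0.0603, 0.0595 and 0.0557). Splits of the embryos bear on the first of these comparisons: of the 35 splits of the 8 *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Kat6b*+/+ embryos, 1, the real one, gave as many as 295 genes, and the next gave 10. Without surrogate variables and with only these 8 embryos, the real split gave 85 genes and another split gave more, 105.

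*Wipi1* was near 0 in all *Kat6a*-/-*Tg(Kat6b)* embryos. If only the combination of the *Kat6a* null allele and the transgene lowered it, the wild-type embryos would share a level, but those of litters 2597 and 2598 were 2.24 times those of litters 801 and 803 (log2 fold change 1.22, edgeR FDR = 0.00724). This does not decide the question, because the *Kat6a*-/-*Tg(Kat6b)* litters hold no other genotype, so litter and combined effect cannot be told apart for *Kat6a*-/-*Tg(Kat6b)* embryos. Over genotypes, *Wipi1* was at 8.11 ± 0.705 CPM in the 6 embryos of litters 801 and 803 and at 18.0 ± 0.860 CPM in the 6 embryos of litters 2597 and 2598 (SD), a ratio of 0.451. A variant that litters carry in 2, 1 or 0 copies is a candidate explanation. It needs each copy to add as much as the other and no copy in litters 483 and 498. It also needs 1 copy in every embryo of litters 801 and 803 and 2 in every embryo of litters 2597 and 2598. Of the neighbouring genes, *Abca5*, singled out after its values were seen, was also lower in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos (log2 fold change −0.58, edgeR FDR = 0.00926).

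*Dusp29* is the annotated gene beside *Kat6b* that the transgene's clone would reach, counted from the gene or from its coding exons, and 1 of 1 such genes was raised in both groups with the transgene. Transcription from the clone's copies is a candidate explanation. The clone's end was not established (it would fall 220 or 1828 bases before the far end of *Dusp29*), the highest count of *Dusp29* was 65, and reads that run out of *Kat6b* were not excluded. Without wild-type replicate 1 the change in *Kat6a*+/+*Tg(Kat6b)* embryos had an edgeR FDR of 0.104. The change also lost its call with litter as a block (edgeR FDR = 0.999), with limma-voom (adjusted p = 0.0707) and with quality weights alone or with 3 surrogate variables (adjusted p = 0.115 and 0.104), and over all alternatives the adjusted p was 0.00191 to 0.999.

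The genes changed in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos were few. Of the 35 splits of these 8 embryos, 3 gave at least as many as the real 22, and 1 of them, wild-type replicates 1 and 4 with *Kat6a*+/+*Tg(Kat6b)* replicates 1 and 4 against the rest, gave 191. The 13 genes lower in *Kat6a*+/+*Tg(Kat6b)* embryos had a median length of 8188 bases against 3547 in random lists of the same expression, with 0 of 10000 lists as long. With the length trend of each library in the offsets, 40 genes passed the threshold in place of 22, 8 of the 13 lower genes stayed lower past the threshold, and their median log2 fold change went from −0.32 to −0.19. A trend with length therefore does not account for the whole pattern, and part of it may come from that trend. Chromosome 8 held 4 of the 22 genes (*Adgrl1*, *Hgsnat*, *Kbtbd11* and *Tti2*), with a p of 0.0232 by Fisher's exact test (two-sided) and 0.418 after Benjamini-Hochberg adjustment over the 20 chromosomes. Too few genes are left to tell whether a segment of this chromosome came with the transgene. *Nrk* was not past the threshold without wild-type replicates 1 or 3 or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (edgeR FDR = 0.127, 0.118, 0.0925 and 0.0826), nor *Map1a* without wild-type replicates 1 or 3 or *Kat6a*+/+*Tg(Kat6b)* replicate 3 (0.120, 0.0886 and 0.0808). *Masp2* was not past it in 12 of the 16 fits that each left out 1 embryo (highest edgeR FDR = 0.246, without wild-type replicate 1). The whole count was 1 without wild-type replicate 1 and 108 without wild-type replicate 4.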

How the results depend on the processing

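Of the alternatives here, 3, 4 or 5 surrogate variables, limma-voom with sample quality weights (with 2 or 3 surrogate variables), *Xist* and Y genes left out before the surrogate variables, protein-coding genes without *Xist* and Y genes, offsets with the gene length trend of each library and the litter block for *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos were chosen after the data had been examined, as were 26 further combinations given at the end, and the others were set before. Unless a value or the construction of an alternative (fewer embryos, a stricter threshold) shows it, the cause was not tested.

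The direction of the *Kat6b* increase and its call held under all alternatives run for it, with log2 fold changes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos from 2.01 to 2.12 in fits of all the embryos compared and from 1.96 to 2.12 in those that left out 1. The ratio of *Kat6a* to *Kat6b* was 3.68 with length offsets, 3.70 under the other settings run with all wild-type embryos, and 3.65 to 3.75 without 1 of them. DESeq2's size factors in place of TMM moved no count of differentially expressed genes by more than 1.5 times, with 287 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 104 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 23 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. Of 501 values of 49 gene results under 11 alternatives set beforehand, 439 kept direction and call, 56 lost the call, 5 gained it and 1 changed direction. Under the 8 added alternatives it was 367, 17, 7 and 0 of 391 values.

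Without surrogate variables, 95 genes differed in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ (38 higher, 57 lower), 5 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 614 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos, 78.9% of downregulated genes were rescued, and 2 *Tbx* genes differed in *Kat6a*-/-*Kat6b*+/+ and 2 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. *Kit* had a log2 fold change of −0.26 (edgeR FDR = 0.0971). With 1 surrogate variable the counts were 96, 5 and 606, 88.9% of upregulated genes were rescued, 2 and 2 *Tbx* genes differed, and *Tbx15* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ changed to −0.011. With only the 2 groups in the fit, which leaves fewer embryos, the counts were 85 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 2 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 265 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* (147 higher, 118 lower) and 1164 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+, 80% and 85.7% of down- and upregulated genes were rescued, and 2 *Tbx* genes differed in *Kat6a*-/-*Kat6b*+/+, 3 *Hox* and 2 *Tbx* genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. *Kit* was then at −0.26 (edgeR FDR = 0.0869).

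Litter as a block, over 12 embryos without surrogate variables, left 18 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ and 1 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, and 1 *Dlx* and 1 *Tbx* gene in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos. *Kit* was at −0.19 (edgeR FDR = 0.639, range of the adjusted p over the alternatives 0.0100 to 0.639). The litter fit held no term for sex, and in some litters the genotypes also differed in sex. A call lost in it may therefore reflect sex or fewer embryos as much as litter. For *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos, which share no litter, the same block left 8 genes (6 higher, 2 lower) in place of 1984, in a comparison that rests on the wild-type embryos of their litters. Replicate numbers show little pairing of these embryos: the median correlation of deviations was 0.0443 over 24 pairs with the same number, with 10 of 24 over 0.1. Over 72 pairs with other numbers it was −0.00591, with 19 over 0.1. Over 8 pairs of the same litter and other genotypes it was 0.0271, with 2 over 0.1. By this measure embryos of the same litter were no closer than those with the same replicate number. The same-litter pairs are only 8, and some pair a male with a female, so they cannot show that litters lack resemblance. With the replicate block, 12 genes differed in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 286 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* (174 higher, 112 lower), 1 *Tbx* gene differed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, and the distance of *Kat6a*-/-*Kat6b*+/+ to wild type over the *Kat6a*-/-*Kat6b*+/+-changed genes was 1.98.

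DESeq2 gave 244 genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 219 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ (25 higher, 194 lower), 874 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)*, and 207 unique to *Kat6a*-/-*Tg(Kat6b)*. A threshold of 0.01 gave 86, 26, 3, 305, 76 and 818 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* and *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+, 19 unique genes, and 93.0% and 89.7% rescued. No filter on low counts gave 41 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 10 *Hox* genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, and sex as a covariate gave 53 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. limma-voom called 0 genes beside *Kat6b* on the clone. Rescue by the criterion of moving back was 57.1% and 39.2%, and by a change nearer to 0 than to that of *Kat6a*-/-*Kat6b*+/+ embryos 72.8% and 64.2%. Without adjustment of log2 CPM the distance of *Kat6a*-/-*Kat6b*+/+ to wild type was 1.77, and with the surrogate variables removed the distance of *Kat6a*-/-*Kat6b*+/+ in dimension 1 was 0.850.

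Among the added alternatives, 3 and 4 surrogate variables gave 77 and 58 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+. With 5, 162 genes differed in *Kat6a*-/-*Tg(Kat6b)* and 168 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 138 were unique to *Kat6a*-/-*Tg(Kat6b)*, and the distance of *Kat6a*-/-*Kat6b*+/+ was 1.99. Leaving out *Xist* and Y genes gave 296 genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* and *Kit* at −0.24 (edgeR FDR = 0.0543). Protein-coding genes alone gave *Kit* at −0.24 (edgeR FDR = 0.0751) and a distance of *Kat6a*-/-*Kat6b*+/+ in dimension 1 of 0.802. Length offsets gave 446 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 211 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 40 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ (21 higher, 19 lower), 273 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* (136 higher, 137 lower), 175 unique and 12 *Hox* genes. Quality weights gave 240 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 4 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 1895 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+, 200 unique and 0 on the clone. Together with 3 surrogate variables they gave 266, 8, 1941, 223 unique and 0 on the clone, 91.3% of upregulated genes rescued and 10 *Hox* genes.

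The *Dlx* set in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was lower in place of higher without surrogate variables, with 1, 3 or 4 of them and with only the genotypes compared. Its two-sided p from the random rotations of roast was 0.702, 0.688, 0.954, 0.945 and 0.739 in these fits. The *Hox* set in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos had a rotation p of 0.0505 with 5 surrogate variables, and camera with an estimated correlation gave 0.0595.

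Across the 16 fits that each left out 1 embryo, genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ went from 137 (without wild-type replicate 2 or 3) to 432 (without *Kat6a*+/+*Tg(Kat6b)* replicate 1), in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ from 39 (without *Kat6a*-/-*Tg(Kat6b)* replicate 2) to 210 (without *Kat6a*+/+*Tg(Kat6b)* replicate 1), in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ from 1 (without wild-type replicate 1) to 108 (without wild-type replicate 4), in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ from 492 (without *Kat6a*-/-*Kat6b*+/+ replicate 1) to 1671 (without *Kat6a*+/+*Tg(Kat6b)* replicate 1), in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* from 165 (without *Kat6a*+/+*Tg(Kat6b)* replicate 1) to 876 (without wild-type replicate 4) and in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ from 1249 (without *Kat6a*-/-*Kat6b*+/+ replicate 3) to 2123 (without wild-type replicate 4). Rescued shares went from 86.3% to 95.7% (down) and 86.0% (without wild-type replicate 2) to 96.7% (up), and unique genes from 28 (without *Kat6a*-/-*Tg(Kat6b)* replicate 2) to 172 (without *Kat6a*+/+*Tg(Kat6b)* replicate 1). *Kit* in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ went from −0.29 to −0.24 and lost its call in 6 fits, named beside the paper's sentence on *Kit*. *Hox*, *Dlx* and *Tbx* genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ went from 4 (without wild-type replicate 1) to 10 (without wild-type replicate 2 or *Kat6a*-/-*Kat6b*+/+ replicate 1), 0 to 1 (without wild-type replicate 2) and 1 (without *Kat6a*-/-*Tg(Kat6b)* replicate 4) to 5, with 2 *Tbx* genes without wild-type replicates 3 or 4 or *Kat6a*-/-*Tg(Kat6b)* replicates 2 or 3. Genes beside *Kat6b* on the clone went from 0 (without wild-type replicate 1) to 1. Distances to wild type went from 1.85 to 2.09 for *Kat6a*-/-*Kat6b*+/+ and 0.924 to 1.15 for *Kat6a*-/-*Tg(Kat6b)*. Of 784 gene values, 706 kept direction and call, 73 lost the call and 5 gained it.

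In the same fits the rotation p of the *Hox* set in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos went from 0.00420 to 0.102, the latter without *Kat6a*-/-*Tg(Kat6b)* replicate 1, and was 0.0554 without wild-type replicate 1. That of the *Dlx* set went from 0.466 to 0.996, and the set was lower without wild-type replicate 1, *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 or *Kat6a*-/-*Tg(Kat6b)* replicates 1 or 2.

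While the counts were explored, 26 further combinations of test, genes and number of surrogate variables were also run, and the numbers of differentially expressed genes are given where they moved by more than 1.5 times. limma-voom on all genes gave 85 and 87 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos with 0 and 1 surrogate variables, and in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos 2, 2, 48, 35 and 96 with 0, 1, 3, 4 and 5. Quality weights on all genes gave 113, 219, 2, 2187 and 1028 genes with 1 surrogate variable in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ and *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* embryos. With 4 and 5 they gave 216 and 231 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, 12 and 55 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+, and 1844 and 1761 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos. Without *Xist* and Y genes, edgeR with 3, 4 and 5 surrogate variables gave 14, 9 and 58 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 1050, 1095 and 1297 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos. Quality weights on these genes gave 3, 4, 4, 5 and 35 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ with 1 to 5 surrogate variables, 165, 196 and 205 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ with 2 to 4, 1809 and 1832 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ with 1 and 2, 309 and 335 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* with 2 and 3, and 805, 952 and 1050 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ with 3 to 5. On protein-coding genes, edgeR gave 10 and 109 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ with 4 and 5. Quality weights on these gave 3, 12, 5, 7 and 105 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ with 1 to 5, 177, 226 and 158 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ with 1, 4 and 5, 1794, 1787 and 1756 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ with 1, 2 and 4, and 1307 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ with 3. The range over all 26 was 85 to 396 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+, 75 to 231 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ and 2 to 109 in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. The other results were not computed under these combinations.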

Differences from the paper's values

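Of 97 values that the paper states and that were also computed here, 34 differed. A count or p-value is taken as reached where it is within 1.5 times of the paper's, and a log2 fold change where it is within the larger of the errors. Alternatives are those set before the data were examined unless said otherwise, and where some are named as reaching the paper's value, the others did not. The paper's supplementary tables were held in part, at 1999 genes per comparison. They hold the columns of a limma table, and in 5 of the 6 the smallest p-value and its FDR imply an adjustment over 14591 genes, whereas 15679 genes were tested here with edgeR.

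In *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos the paper's count of differentially expressed genes is 482, and 295 were called here. Of 13 alternatives, DESeq2 (396) and sex as a covariate (323) reached it, as did the fits without wild-type replicate 1 (357) and without *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (432 and 354). The paper's 245 downregulated genes compare with 147 here, reached with DESeq2 (207) and without wild-type replicate 1 (197) or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (203 and 188). Its 237 upregulated genes compare with 148, reached with DESeq2 (189), no filter (161), sex as a covariate (162) and without the same embryos (160, 229 and 166). Of the alternatives chosen after seeing the values, 3 and 4 surrogate variables, quality weights without and with 3 surrogate variables, and length offsets reached all 3 counts (361, 368, 388, 400 and 446 genes in total).

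The paper's 285 genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos compare with 105 here, and of 12 alternatives DESeq2 (244) reached it, as did the fit without *Kat6a*+/+*Tg(Kat6b)* replicate 1 (210). The paper's 165 downregulated genes compare with 62, reached with DESeq2 (133) and in none of the fits that left out 1 embryo. Its 120 upregulated genes compare with 43, reached with DESeq2 (111) and without *Kat6a*+/+*Tg(Kat6b)* replicate 1 (101). Quality weights without and with 3 surrogate variables and length offsets, chosen after seeing the values, reached all 3 counts (240, 266 and 211 genes in total). The paper's 236 genes that are unique to this comparison compare with 81, reached with DESeq2 (207), without *Kat6a*+/+*Tg(Kat6b)* replicate 1 (172) and with the same 3 alternatives chosen after seeing the values (200, 223 and 175).

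The paper's 75 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos compare with 22 here. Of 13 alternatives, sex as a covariate (53) reached it, as did the fit without wild-type replicate 4 (108), while DESeq2 gave 219. The paper's table gives 61 downregulated and 14 upregulated genes, against 13 and 9. Sex as a covariate reached both (41 and 12), no filter reached the latter (11), and so did the fits without wild-type replicate 4 (13) or *Kat6a*-/-*Tg(Kat6b)* replicate 3 (10). Of the alternatives chosen after seeing the values, 3 and 4 surrogate variables reached the total (77 and 58) and both directions, and 5 surrogate variables (19) and length offsets (21) reached the upregulated count.

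Of the paper's downregulated genes 217 are rescued, against 129 here, reached with DESeq2 (186) and without wild-type replicate 1 (187) or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (179 and 172). Of its upregulated genes 222 are, against 142, reached with DESeq2 (173), no filter (155), sex as a covariate (154) and without the same embryos (150, 215 and 155). The paper's 28 downregulated genes that are not rescued compare with 18, reached with DESeq2 (21) and without *Kat6a*+/+*Tg(Kat6b)* replicate 1 (24), and its 15 upregulated genes with 6, reached with DESeq2 (16) and without wild-type replicate 1 (10) or *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (14 and 11). Among alternatives chosen after seeing the values, 3 and 4 surrogate variables, both quality weight settings and length offsets reached the rescued counts (163, 172, 168, 169 and 192 down; 173, 170, 180, 188 and 218 up). *Xist* and Y genes left out did so for the upregulated genes (151), and both quality weight settings and length offsets did so for the genes not rescued (25, 25 and 24 down; 15, 18 and 12 up).

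The paper's table of *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos gives 799 upregulated genes, against 532 here. DESeq2's size factors (565), DESeq2 (625), limma-voom (581), at least 10 counts in every embryo (538), sex as a covariate (673) and only the 2 groups (541) reached it. So did the fits without wild-type replicates 1, 2 or 4 (568, 749 and 589) or *Kat6a*+/+*Tg(Kat6b)* replicates 1, 2, 3 or 4 (817, 572, 615 and 589), and all 8 alternatives chosen after seeing the values (545 to 875). The paper's table of *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* embryos gives 1028 genes, 372 lower and 656 higher, against 535, 178 and 357. DESeq2 reached all 3 (874, 278 and 596), as did the fits without wild-type replicates 2 (775, 327 and 448) or 4 (876, 274 and 602). Without *Kat6a*+/+*Tg(Kat6b)* replicate 2 the total (703) and the higher genes (461) were reached, and 3 surrogate variables, chosen after seeing the values, reached the higher genes (448).

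Some of these counts were also reached under the 26 further combinations of test, genes and surrogate variables, all chosen after seeing the values. For the paper's 482 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos these settings, chosen after seeing the values, were quality weights with 4 surrogate variables (357), edgeR without *Xist* and Y genes with 3, 4 or 5 (352, 380 and 396), quality weights on these genes with 1 or 4 (340 and 387), edgeR on protein-coding genes with 3 or 4 (373 and 325) and quality weights on these with 1 or 4 (357 and 349). The same 10 settings, chosen after seeing the values, also reached the downregulated count (172 to 199) and, apart from edgeR on protein-coding genes with 4, the upregulated count (166 to 197), which quality weights without *Xist* and Y genes with 2 or 3 surrogate variables reached as well (161 and 160). For the paper's 285 genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos they were, again chosen after seeing the values, quality weights with 1, 4 or 5 surrogate variables (219, 216 and 231), without *Xist* and Y genes with 3 or 4 (196 and 205) and on protein-coding genes with 4 (226). These reached the downregulated (112 to 139) and upregulated counts (84 to 102) too, and quality weights on protein-coding genes with 1, chosen after seeing the values, reached the upregulated count (84). For the paper's 75 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos 5 surrogate variables, chosen after seeing the values, reached the total with limma-voom (96), quality weights (55), edgeR without *Xist* and Y genes (58), and edgeR and quality weights on protein-coding genes (109 and 105). Of these settings, chosen after seeing the values, the first 3 reached the downregulated count (85, 49 and 52), and limma-voom and edgeR on protein-coding genes reached the upregulated count (11 and 16). The paper's 799 genes higher in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos were reached under 20 of the combinations chosen after seeing the values (541 to 995), all but limma-voom with no or 1 surrogate variable, edgeR without *Xist* and Y genes with 1, 4 or 5 and edgeR on protein-coding genes with 1. The paper's total of 1028 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* embryos was also the count with quality weights and 1 surrogate variable, chosen after seeing the values (524 lower, 504 higher, both within 1.5 times), and limma-voom with 3 or 4, also chosen after seeing the values, reached the genes that are higher (447 and 446). No single combination reached more than 3 of the paper's 5 totals.

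For *Kit* the paper's FDR is 0.007 in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, against 0.0233 here with edgeR, reached with DESeq2 (0.0100), without *Kat6a*+/+*Tg(Kat6b)* replicate 3 (0.00579) and with length offsets, chosen after seeing the values (0.0104). Over the 11 alternatives it ranged from 0.0100 to 0.639. The paper's FDR in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos is 0.2, against 0.350. None of 10 alternatives reached it (0.328 to 0.500), while the fits without wild-type replicate 2, *Kat6a*+/+*Tg(Kat6b)* replicates 3 or 4 or *Kat6a*-/-*Tg(Kat6b)* replicate 1 did (0.298, 0.298, 0.290 and 0.273), as did 5 surrogate variables and both quality weight settings, chosen after seeing the values (0.225, 0.260 and 0.279). The paper's 0.00006 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos compares with 0.000504, and none of 10 alternatives reached it (9.12e-07 to 0.00233), nor any fit without 1 embryo (0.000105 to 0.00387).

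Adjusted over the list alone, *Hoxb3* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos has the paper's FDR of 0.00001 against 9.26e-05 with edgeR here, and none of 10 alternatives (4.19e-06 to 0.000887) or fits without 1 embryo (3.97e-05 to 0.000847) reached it. In the paper's Supplementary Data 8 this FDR (1.06e-05) is smaller than the unadjusted p beside it (1.77e-05), as are those of 32 of the 54 genes in this comparison and of none in the other comparisons there, so what it was adjusted over is not clear and the values may not be on one scale. For *Tbx1* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos the paper's 0.006 compares with 0.0137, reached with DESeq2 (0.00597), the replicate block (0.00855), without *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 3 (0.00835 and 0.00620) and with quality weights, chosen after seeing the values (0.00703). The smallest FDR of *Tbx2*, *Tbx3* and *Tbx5* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos is the paper's 0.06 against 0.222, reached with no or 1 surrogate variable (0.0853 and 0.0834), only the 2 groups (0.0749) and without *Kat6a*-/-*Tg(Kat6b)* replicate 1 (0.0874). The smallest FDR of the downregulated *Dlx* genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos is the paper's 0.00006 in its text (5.38e-06 for *Dlx1* in its Supplementary Data 8) against 2.93e-06. None of 11 alternatives reached it (4.33e-10 to 0.00704), and the fit without *Kat6a*-/-*Kat6b*+/+ replicate 2 did (4.34e-05).

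For the *Hox* genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos the rotation p is about 0.0002 in Supplementary Fig. 3d, read by eye, against 0.0001 here, the smallest the rotations can give. It was reached with no or 1 surrogate variable (0.0002 each), fry (0.000175), without *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 2 (0.0003 each) or *Kat6a*-/-*Tg(Kat6b)* replicate 2 (0.0002) and with 3 surrogate variables, chosen after seeing the values (0.0002). For the *Dlx* genes it is about 0.0005 in Supplementary Fig. 3d, read by eye, against 0.0003. With 1 surrogate variable (0.0004), sex as a covariate (0.0005) and without *Kat6a*+/+*Tg(Kat6b)* replicates 1 or 2 or *Kat6a*-/-*Tg(Kat6b)* replicate 2 (0.0007 each) it was reached, as with 3, 4 or 5 surrogate variables, *Xist* and Y genes left out or protein-coding genes, chosen after seeing the values (0.0005, 0.0005, 0.0007, 0.0005 and 0.0005). For the *Tbx* genes it is about 0.0002 in Supplementary Fig. 3d, read by eye, against 0.0005, reached with no surrogate variables, DESeq2's size factors and without *Kat6a*-/-*Tg(Kat6b)* replicates 1 or 2 (0.0003 each) or 3 (0.0002). The *Tbx* genes in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos have about 0.2 in Supplementary Fig. 3e, read by eye, against 0.460, reached without surrogate variables (0.237) and without *Kat6a*-/-*Tg(Kat6b)* replicate 3 (0.184).

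Of the log2 fold changes in the paper's tables, *Cdx2* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos is the paper's 0.42 against 0.24 here, reached with no or 1 surrogate variable (0.66 and 0.57), only the 2 groups (0.66) and without *Kat6a*-/-*Tg(Kat6b)* replicates 1 or 3 (0.33 and 0.31). *Wipi1* is the paper's −6.11 against −6.78. The *Kat6a*-/-*Tg(Kat6b)* embryos hold 0 to 5 counts of it, so either value rests on few counts and their difference carries little. None of 9 alternatives reached it, and the fit without *Kat6a*-/-*Tg(Kat6b)* replicate 1 (−6.35) and both quality weight settings, chosen after seeing the values (−6.73 and −6.77), did. *Tbx15* in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos is the paper's −0.85 against −0.57, reached with no or 1 surrogate variable (−0.99 and −1.08), only the 2 groups (−0.99), without wild-type replicate 2 (−0.88) or *Kat6a*-/-*Tg(Kat6b)* replicates 1 or 3 (−0.78 and −0.77) and with 5 surrogate variables, chosen after seeing the values (−0.69). Its change in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos is the paper's 0.05 against 0.39, reached without surrogate variables (0.029), with only the 2 groups (0.035) and without the same embryos (0.22, 0.17 and 0.24). *Dusp29* in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos is the paper's 2.69 against 3.34, reached with limma-voom (3.23), litter as a block (2.85), without wild-type replicate 1 (3.03) or *Kat6a*+/+*Tg(Kat6b)* replicate 1 (3.12), and with both quality weight settings, chosen after seeing the values (3.08 each).

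Some statements also differ. The paper names *Cdx2* as overcompensated, and here its edgeR FDR in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos was 0.337, past the threshold in 1 fit, without wild-type replicate 2 (0.0367). *Cdx2* was higher past the threshold in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. The paper describes *Tbx2* and *Tbx3* as restored in *Kat6a*-/-*Tg(Kat6b)* embryos, and here neither was past the threshold in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ embryos over all genes under any setting run for them. The paper places *Kat6a*-/-*Tg(Kat6b)* profiles nearer to wild type than *Kat6a*-/-*Kat6b*+/+ profiles in dimension 1 of its scaling plot and apart from all other genotypes in dimension 2. Here dimension 1 separated the sexes, and the distances from wild type along it, 0.0987 for *Kat6a*-/-*Kat6b*+/+ and 0.00295 for *Kat6a*-/-*Tg(Kat6b)* embryos, were within the spread of the embryos (two-sided exact permutation test, p = 0.571 and 1). In dimension 2 the *Kat6a*-/-*Tg(Kat6b)* embryos overlapped wild-type and *Kat6a*-/-*Kat6b*+/+ embryos with the sexes pooled. Within each sex, with 2 embryos of each genotype, they overlapped neither, which chance alone often gives for so few. They lay below wild type in females and slightly above it in males. With the surrogate variables removed, which were estimated with genotype protected, the distances in dimension 1 were 0.850 and 0.102, and *Kat6a*-/-*Tg(Kat6b)* embryos overlapped no other genotype in dimension 2. The distance of *Kat6a*-/-*Kat6b*+/+ embryos in dimension 1 was also larger, among alternatives chosen after seeing the values, at 0.706 without *Xist* and Y genes and 0.802 with protein-coding genes only.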

Other observations

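The test of genes near *Kat6a*, the simulations with about as many called genes as in the data, and the gene lists of the interaction, of the wild-type litters and of *Gm26917* were chosen after the result was seen, and the tests of splits and litters and the other simulations before.

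The 24 genes changed in the same direction in *Kat6a*-/-*Kat6b*+/+ and *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos include an excess near *Kat6a*. Of the 21 that could be placed, 3 (*Nek3*, *Smim19* and *Hgsnat*), or 14.3% (95% Wilson interval 4.98% to 34.6%), lie within 20 Mb of *Kat6a*, against 171 of 15339 tested genes (1.11%), an odds ratio of 14.8 (Fisher's exact test, two-sided, p = 0.00164). Under 20 alternatives the share was 10% to 23.1% and its p 6.48e-05 to 0.00214. In the 16 fits that each left out 1 embryo it was 11.4% to 30%, the latter without *Kat6a*-/-*Tg(Kat6b)* replicate 4 (p by Fisher's exact test 0.000164 to 0.00138). Variants of the strain in which the null allele was made, kept around it by linkage, are a candidate explanation. *Hgsnat* was also raised in *Kat6a*+/+*Tg(Kat6b)* embryos, which lack the null allele (log2 fold change 0.43, edgeR FDR = 0.0153), and linkage to that allele does not account for this rise. Without *Hgsnat*, 2 of 20 genes (10%) lie near *Kat6a*, against 170 of 15334 others (Fisher's exact test, two-sided, p = 0.0208). *Nek3* and *Smim19* were lower in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos too, but not past the threshold (−0.37 and −0.20, edgeR FDR = 0.155 and 0.361). The explanation therefore stays a hypothesis that rests on few genes. An effect of the deletion itself on its neighbours, or of KAT6A on these genes, was not tested.

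The shared wild-type libraries by themselves gave fewer shared calls than the 24 observed. In 20 simulations *Kat6a*-/-*Tg(Kat6b)* embryos had changes on other genes of like expression, scaled so that 90 to 134 genes were called against 105 in the data, and the largest number of calls shared in the same direction was 8. Simulated embryos with no change had at most 1 call of their own, so they could share none or nearly none, and their shared calls decide nothing. The correlation of the fold changes of the comparisons was 0.372. With unchanged embryos and unscaled changes, 4 of 20 simulations gave one as large (0.330 to 0.385), while 0 of the 20 with other changes did (0.302 to 0.353). With the changes scaled by 0.88, 17 of 20 with unchanged embryos gave one as large (0.352 to 0.421). With the variance scaled by 1.5, 20 of 20 did (0.375 to 0.427). The unscaled simulations called 469 to 591 genes in *Kat6a*-/-*Kat6b*+/+ embryos and the scaled ones 260 to 344 and 287 to 363, against 295 in the data. The correlation therefore does not set the data apart from unchanged embryos. Among genes called in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, 80.3% had the same sign in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos. This was 66.4% to 74.7% in the unscaled simulations with unchanged embryos and 61.3% to 74.7% in those with other changes. Unchanged embryos gave 66.5% to 77.6% with scaled changes and 69.0% to 78.4% with scaled variance, nearer to the observed share. Over all genes it was 56.8%, against 62.5% to 63.6% in the unscaled simulations with unchanged embryos.

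Genes counted as rescued might be ones that the test missed in *Kat6a*-/-*Tg(Kat6b)* embryos. In 20 simulations in which the full changes of *Kat6a*-/-*Kat6b*+/+ embryos were also given to *Kat6a*-/-*Tg(Kat6b)* embryos, at most 50.4% of the downregulated and 51.3% of the upregulated genes were not called, against 87.8% and 95.9% in the data. These simulations called 486 to 580 genes in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, against 295 in the data, and those with only the called genes changed called 169 to 202, with highest shares of 35.0% and 38.4%. With the changes scaled by 0.88 or the variance by 1.5, 250 to 349 and 300 to 391 genes were called, and over these 40 simulations the highest shares were 59.9% and 59.7%. Missed calls of a full change were therefore fewer in all of these simulations than the observed shares need, though they may be part of them.

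Genes changed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos alone could reflect the litters, since litters 483 and 498 hold no other genotype. Of the 75 autosomal genes among these, 23 (30.7%) differed between the wild-type litter pairs 801 with 803 and 2597 with 2598 at an unadjusted p under 0.05, against 1784 of 14731 others (12.1%; Fisher's exact test, two-sided, p = 1.79e-05). The share was 73 of 278 (26.3%) among autosomal genes called in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos, where all *Kat6a*-/-*Kat6b*+/+ embryos share a litter with a wild-type embryo (Fisher's exact p = 0.466 between the lists), so the excess of 30.7% may only mark genes that vary between embryos. Litter and genotype cannot be told apart for *Kat6a*-/-*Tg(Kat6b)* embryos, because no wild-type embryo came from their litters. If the parental background changed in steps, with litters 801 and 803 between the *Kat6a*-/-*Tg(Kat6b)* litters and litters 2597 and 2598, the change from the former to the latter pair would oppose that of *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos for more of these genes than of others, but it did for 34 (45.3%), against 44.6% of other genes (Fisher's exact p = 0.908). Between the wild-type litter pairs, which also differ in sex, 20 genes passed the threshold and 1906 had an unadjusted p under 0.05. Of the 20, 1 also differed in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, *Wipi1*, in the opposite direction.

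Each comparison was set against the 35 splits of its 8 embryos into equal groups, with the surrogate variables estimated again for each. For *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos 1 split, the real one, gave as many as the 105 genes, and the next gave 38, which was the split by sex. It was also 1 in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ (next 2 genes), in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Tg(Kat6b)* (next 3), in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*-/-*Kat6b*+/+ (next 12) and in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ (next 10). As many as the 22 genes in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos came from 3 splits, 1 of which gave 191. Without surrogate variables and with only the 8 embryos, the real split of *Kat6a*-/-*Kat6b*+/+ and *Kat6a*+/+*Kat6b*+/+ embryos gave 85 genes and 1 other split gave more, 105, with wild-type replicates 1 and 3 and *Kat6a*-/-*Kat6b*+/+ replicates 3 and 4 against the rest. The real split of *Kat6a*+/+*Tg(Kat6b)* and *Kat6a*+/+*Kat6b*+/+ embryos then gave 2 genes, and 3 splits gave as many, the split by sex 10.

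Whether the transgene acts differently with and without *Kat6a* was tested as an interaction, the change from *Kat6a*-/-*Kat6b*+/+ to *Kat6a*-/-*Tg(Kat6b)* less the change from *Kat6a*+/+*Kat6b*+/+ to *Kat6a*+/+*Tg(Kat6b)*. It passed the threshold for 24 genes, 16 higher and 8 lower, and had an unadjusted p under 0.05 for 2284. Of the 147 genes downregulated in *Kat6a*-/-*Kat6b*+/+ vs. *Kat6a*+/+*Kat6b*+/+ embryos 4 were among them, all higher, and of the 148 upregulated 4, all lower. The largest was *Wipi1* (−6.46, edgeR FDR = 6.35e-06). Others, named after their values were seen, were *Nrk* (0.96, edgeR FDR = 0.00757), *Hgsnat* (−0.63, edgeR FDR = 0.00757) and *Dlx6os1* (1.11, edgeR FDR = 0.0395). *Lipo2* and *Masp2* (−1.89 and −1.49, edgeR FDR = 0.0528 each), *Kit* (0.34, edgeR FDR = 0.108) and *Tbx15* (0.57, edgeR FDR = 0.302) did not pass it. Litters of *Kat6a*-/-*Tg(Kat6b)* embryos are confounded with this term too. No biological explanation was tested.

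*Kat6b*, *Dusp29* and *Hgsnat* were raised in both groups with the transgene, and *Ccnd2* was lowered in both. *Gm26917* took 1.16% and 1.09% of the counts of *Kat6a*-/-*Kat6b*+/+ replicates 1 and 2, against 0.145% to 0.529% in the other 14 embryos, and no explanation was tested for it. *Rasl2-9* was upregulated in *Kat6a*-/-*Kat6b*+/+ and downregulated in *Kat6a*-/-*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos, and *Hoxa10* the reverse. *Dusp29*, *Kat6b* and *Nefm* put 3 of the 22 genes changed in *Kat6a*+/+*Tg(Kat6b)* vs. *Kat6a*+/+*Kat6b*+/+ embryos on chromosome 14 (Fisher's exact test, two-sided, p = 0.0418, adjusted over the 20 chromosomes 0.418).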
